# Aberrant splicing in Huntington’s disease accompanies disrupted TDP-43 activity and altered m6A RNA modification

**DOI:** 10.1038/s41593-024-01850-w

**Published:** 2025-01-06

**Authors:** Thai B. Nguyen, Ricardo Miramontes, Carlos Chillon-Marinas, Roy Maimon, Sonia Vazquez-Sanchez, Alice L. Lau, Nicolette R. McClure, Zhuoxing Wu, Keona Q. Wang, Whitney E. England, Monika Singha, Jennifer T. Stocksdale, Marie Heath, Ki-Hong Jang, Sunhee Jung, Karen Ling, Paymann Jafar-nejad, Jharrayne I. McKnight, Leanne N. Ho, Osama Al Dalahmah, Richard L. M. Faull, Joan S. Steffan, Jack C. Reidling, Cholsoon Jang, Gina Lee, Don W. Cleveland, Clotilde Lagier-Tourenne, Robert C. Spitale, Leslie M. Thompson

**Keywords:** Molecular neuroscience, Diseases

## Abstract

Huntington’s disease (HD) is caused by a CAG repeat expansion in the *HTT* gene, leading to altered gene expression. However, the mechanisms leading to disrupted RNA processing in HD remain unclear. Here we identify TDP-43 and the N6-methyladenosine (m6A) writer protein METTL3 to be upstream regulators of exon skipping in multiple HD systems. Disrupted nuclear localization of TDP-43 and cytoplasmic accumulation of phosphorylated TDP-43 occurs in HD mouse and human brains, with TDP-43 also co-localizing with HTT nuclear aggregate-like bodies distinct from mutant HTT inclusions. The binding of TDP-43 onto RNAs encoding HD-associated differentially expressed and aberrantly spliced genes is decreased. Finally, m6A RNA modification is reduced on RNAs abnormally expressed in the striatum of HD R6/2 mouse brain, including at clustered sites adjacent to TDP-43 binding sites. Our evidence supports TDP-43 loss of function coupled with altered m6A modification as a mechanism underlying alternative splicing in HD.

## Abstract (web summary)

Nguyen et al. identify TDP-43 and METTL3 as key regulators of disrupted RNA splicing in Huntington’s disease, offering insight into how TDP-43 mislocalization and aberrant m6A RNA modification and localization relate to disease pathogenesis.

## Main

Huntington’s disease (HD) is an autosomal dominant neurodegenerative disorder that manifests with motor, cognitive and psychiatric symptoms^1–3^. HD is caused by a CAG repeat expansion mutation in exon 1 of the *HTT* (huntingtin) gene, which subsequently encodes an expanded polyglutamine repeat within the huntingtin (HTT) protein (mHTT)^1^. The most overt pathological phenotypes include loss of striatal neurons, primarily the GABAergic medium spiny neurons (MSNs), and cortical atrophy^4^. Somatic repeat instability occurs in the striatum^5–9^, and the expansion is linked to both gain of pathogenic functions and disruption of normal HTT function^10^. The CAG expansion in HD also promotes the formation of an aberrant and toxic splice product through incomplete splicing of exon 1, *mHTT*_ex1_ (ref. ^11^), and accumulation of repeat-associated non-ATG (RAN) translation proteins^12^. To date, no disease-modifying treatment is available.

HTT protein interactors and how those interactions change in the context of mHTT expression have been documented in yeast, mammalian cells, mouse brains and human brains^13^. One class of HTT protein interactors is represented by RNA-binding proteins (RBPs), which are responsible for all aspects of RNA processing^14,15^. Of the published work on HTT and RBPs, most (for example FUS^16^, G3BP1 (refs. ^17,18^), CAPRIN1 (ref. ^17^) and TDP-43 (refs. ^18–20^)) have been linked to the regulation of the oxidative stress response and aggregation. Although abnormal interactions between HTT and RBPs were reported, suggesting disruption of RNA processing in HD, the mechanisms by which mHTT leads to alterations of RNA expression and splicing—a hallmark of HD and other neuropathological disorders—remain undetermined.

TDP-43 (*TARDBP*) is a DNA/RNA-binding protein critical for splicing regulation that is mutated and/or mislocalized in amyotrophic lateral sclerosis (ALS) and frontotemporal lobar degeneration (FTLD)^21–23^. Indeed, a striking nuclear-to-cytoplasmic translocation of TDP-43 is the pathological hallmark in 97% of sporadic ALS (sALS) cases and in up to 50% of patients with sporadic and familial FTLD^21,24–26^. TDP-43 mislocalization is also found in up to 50% of Alzheimer’s disease (AD) cases^25,27^, in a subset of patients with Parkinson’s disease^28,29^ and in the brains of patients with HD^19,30^. In HD, TDP-43 has been reported to be incorporated into HTT EM48-positive intracellular inclusions^19^; these inclusions were found to promote somatic CAG repeat expansion in HD mice^18^. Loss of nuclear TDP-43 results in abnormal splicing events^23,25,31,32^, including the aberrant inclusion of cryptic exons (CEs)^33–37^. It is unknown whether HD-associated expression and splicing alterations are related to TDP-43 disruption in HD.

The most abundant chemical modification of mRNA—N6-methyladenosine (m6A)—occurs on the adenosine base at the N6 position, altering localization, splicing, stability and translational control^38–48^. Adenosine is methylated to yield m6A by writer proteins (METTL3, METTL14, WTAP and RBM15) and reversed by eraser proteins (FTO and ALKBH5). m6A attracts and repels RBPs to modulate the binding and regulation of the target RNA^49^ and regulates neural development^45,50^. It was recently shown that postmortem tissues from patients with ALS display widespread RNA hypermethylation and that TDP-43 preferentially binds m6A-modified RNAs^51^. Additionally, altered m6A patterns have been reported in the hippocampus of the Q111 knock-in mouse model of HD with effects on behavior^52^.

In the present study, we used RNA sequencing (RNA-seq) analysis of brain tissue from the HD R6/2 transgenic model^53^ that expresses human mHTTex1 to identify alterations in RNA processing, including RNA splicing. Splicing-specific changes were also identified in HD Q150 (refs. ^54,55^) and Q175 (ref. ^56^) knock-in mouse models. Novel processing alterations were confirmed by long-read RNA-seq. We identified primary sequence motifs—RNA binding sites associated with mHTT-dependent changes in alternative splicing (AS) using primary sequence models—that implicated two HTT-interacting RBPs: TDP-43 and methyltransferase 3 (METTL3). Using molecular and neuropathological measures and TDP-43 enhanced crosslinking and immunoprecipitation sequencing (eCLIP-seq) and m6A eCLIP-seq, we determined that mHTT disrupts TDP-43 and METTL3 function in post-transcriptional processing of their RNA targets in HD. We further show a nuclear aggregate-like structure in the brains of patients with HD that contain TDP-43 and HTT. This study provides evidence for functional disruption of TDP-43 in HD and an association with abnormal m6A RNA modification in HD. This work also suggests that TDP-43 dysregulation may be an important component of pathogenesis in a broader group of diseases than previously thought.

## Results

### RNA processing is dysregulated in HD R6/2 mouse brains

HTT and mHTT protein–protein interactors have been reported from human, mouse, cell and yeast and were curated into a list of 4,182 predicted protein interactors (https://www.hdinhd.org/)^13^. We found that the top enriched Gene Ontology (GO) function term was RNA binding, with 788 interactors (18.8%) being known or predicted RBPs (42.9%; 788/1,836)^57^ (Supplementary Fig. 1a; RBP interactors of HTT in Supplementary Data 1). RNA-seq was performed to analyze splicing alterations in 10 3-month-old (3mos) (five males, five females; R6/2 versus non-transgenic (NT)) symptomatic HD R6/2 transgenic^53^ and NT control mice, because this model’s transcriptional signature recapitulates many human HD transcriptional changes^58^. Principal component analysis (PCA) showed the separation of genotypes across PC1 and sex across PC2 (Supplementary Fig. 1b). Differential gene expression (DGE) analysis accounting for sex differences resulted in 1,309 downregulated genes and 648 upregulated genes in the striatum (adjusted *P* < 0.05 and log_2_foldchange (FC) > 1) and 1,253 downregulated genes and 462 upregulated genes in the cortex (significant differentially expressed genes (DEGs) with adjusted *P* < 0.05 in Supplementary Data 2). A 65.8% overlap between the striatal and cortical DEGs was observed, with 95.4% changing in the same direction (Supplementary Fig. 1c). An HD striatal transcriptome signature of 266 disease-associated expression changes was previously identified from multiple mouse models of HD (HD266ssg)^59^. Our striatal RNA-seq results showed dysregulation of all 266, with 265 in the anticipated direction. The cortical transcriptome signature generally mirrored the striatal 266 genes (Supplementary Fig. 1d; full 266 gene list in Supplementary Data 3). Strengthening our hypothesis that HTT’s interactions with RBPs may drive HD R6/2 transcriptional signatures in the cortex and striatum, we observed upregulated DEGs in both regions to be enriched for GO terms relating to RNA metabolism, RNA processing and RNA splicing (Supplementary Fig. 1e,f).

### Increased exon exclusion in HD mouse models and human brain tissues

Next, we set out to understand AS changes in the HD mouse model (Fig. 1a). Applying the AS tool (RNA-seq multivariate analysis of transcript splicing (rMATS)^60^) on R6/2 and age-matched NT RNA-seq data from 3mos animals, 9,033 RNAs (3,620 genes) with significant splicing events (false discovery rate (FDR) < 0.05) were identified in the cortex and 10,074 RNAs (3,854 genes) in the striatum (Supplementary Fig. 1g). These are classified by rMATS into five canonical splicing events: skipped cassette exons (SEs), alternative 5′ splice sites (A5SSs), alternative 3′ splice sites (A3SSs), mutually exclusive exons (MXEs) and retained introns (RIs). Segmentation of the significant AS changes by condition (HD versus NT control) revealed that approximately 70% of SE events result in higher exon exclusion in HD in both affected brain regions, cortex and striatum (Fig. 1b and Supplementary Data 4). GO analysis found enrichment for increased exon exclusion in cortical and striatal genes responsible for synaptic transmissions in neurons (Supplementary Fig. 1h,i). Consistent with AS events contributing to gene expression alteration, approximately 60% of the genes with AS are upregulated or downregulated in the cortex and striatum of R6/2 mice (Supplementary Fig. 1j). We then employed a splicing-specific sequencing strategy (RNA-mediated oligonucleotide annealing, selection and ligation with next-generation sequencing (RASL-seq))^61,62^ with 9,496 primer pairs targeting known splice junctions in the cortex of HD R6/2 and two additional knock-in HD mouse models expressing 150 repeats (Q150)^54,55^ or 175 repeats (Q175)^56^ at 3 months, 7 months and 18 months, respectively. Consistent with our RNA-seq and rMATS analysis findings, RASL-seq identified an increase in exon exclusion events in 3mos R6/2 compared to NT littermates (Fig. 1c). Furthermore, we observed an mHTT dose-dependent and age-dependent increase in exon exclusion in the Q150 and Q175 mice (Fig. 1c). Validation of splicing alterations identified by RASL-seq was performed using semi-quantitative RT–PCR for genes that overlapped (*Mtap7d2*, *Mag* and *Mlx*) among the three mouse models (Supplementary Fig. 2a,b; uncropped blots in Supplementary Fig. 10). Finally, we explored if the higher exon exclusion events translated to human subjects. We carried out rMATS analysis of two published HD RNA-seq datasets from the prefrontal cortex (Brodmann area (BA) 9; grade III/IV, 20 HD, 49 controls) and anterior cingulate cortex (grade III/IV, six HD, six controls)^63^. In total, 12,469 AS events were detected in the BA9 samples and 7,730 in the anterior cingulate cortex samples (FDR < 0.05). We observed higher exon exclusion events in patients with HD, confirming that increased exon exclusion is a prominent AS signature in human HD (Fig. 1b).

**Fig. 1:**
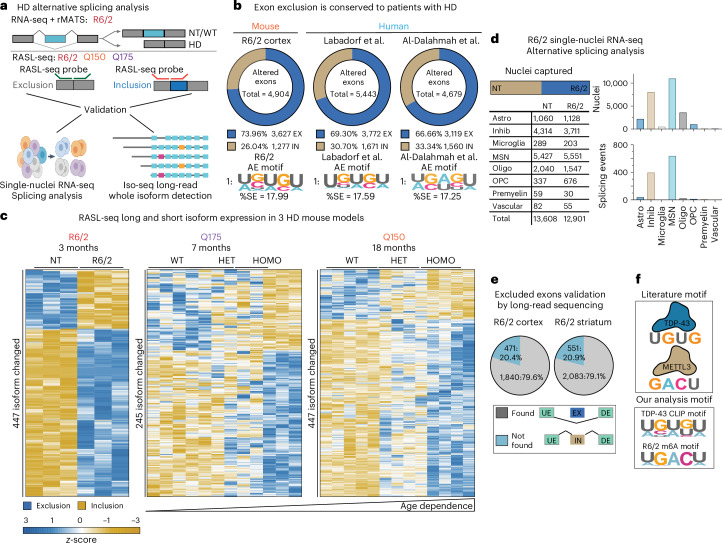
Aberrant AS in HD mice. **a**, Schematics of detection of alternatively spliced exons in HD mouse models with RASL-seq^98^ and rMATS^60^. **b**, Altered exon (AE) events annotated by rMATS: inclusion (IN) or exclusion (EX) detected in 3mos R6/2 cortex (left) and using two published HD RNA-seq datasets from Labadorf et al.^78^ and Al-Dalahmah et al.^63^ (prefrontal cortex BA9, grade III/IV, 20 HD, 49 controls; anterior cingulate cortex, grade III/IV, six HD, six controls). Top-ranked HOMER enriched motif for each dataset is shown at the bottom. Splicing events were filtered for FDR < 0.05. **c**, Heatmap showing the detection of the short isoform (excluded exon) and long isoform (included exon) from RASL-seq in cortex from the R6/2, Q175 and Q150 HD mouse models. Gradient scale represents z-scores of normalized gene counts. NT, non-transgenic control for the R6/2; WT, wild type; HET, heterozygous (Q7/Q175, Q7/Q150); HOMO, homozygous (Q175/Q175, Q150/Q150). **d**, Left: single-nuclei sequencing validation; cell type classification of total nuclei sequenced from the striatum of 3mos R6/2. Right: bar graphs show nuclei counts from single-nuclei sequencing and number of significant (*P* < 0.05) splicing events detected in cell types from DESJ-detection^66^. From top to bottom: Astro, astrocytes; Inhib, inhibitory neurons; microglia; Oligo, oligodendrocytes; OPC, oligodendrocyte progenitor cells; premyelin cells; and vascular cells. **e**, Pie chart showing the detection of significant excluded exons in PacBio Iso-seq long-read sequencing. UE, upstream exon; DE, downstream exon; IN, included exon; EX, excluded exon. **f**, Canonical binding motif for TDP-43 (UG rich) and METTL3 (DRACH).

### Splicing validated by long-read and single-nuclei sequencing

We validated the increase in HD exon exclusion events using single-nuclei RNA-seq and long-read sequencing (Iso-seq)^64^. The RNA-seq data do not account for the cellular heterogeneity of the striatum; therefore, we determined whether there is a cell type specificity for the observed splicing signature. We previously carried out single-nuclei RNA-seq on the striatum and cortex from a different cohort of male HD R6/2 and NT animals at the same symptomatic 3mos stage^65^. Splicing analysis of this dataset using DESJ-detection^66^ showed that most of the splicing alterations were arising in the inhibitory MSNs, the cell type most affected in HD (Fig. 1d). 

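For long-read sequencing, RNA from the cortex and striatum of 3-month-old male R6/2 and non-transgenic (NT) mice was used, with 4 mice per genotype in each region and 16 samples in all. In Iso-seq, full-length cDNA molecules are read from end to end, so each read shows which exons of a gene were joined in 1 molecule. The authors mapped the reads to the mm10 genome, assigned each read to an isoform with TALON (version 5) and deposited the number of reads of every isoform before filtering and without normalization. TALON places isoforms in 7 classes. Known isoforms match an annotated transcript, and incomplete splice matches (ISM) match only part of its junctions. NIC isoforms join annotated splice sites in an unannotated way, and NNC isoforms have at least 1 unannotated splice site. The other classes are genomic, antisense and intergenic. Between 252885 and 808814 reads were counted per cortical sample, with a median of 476510 in NT mice and 587171.5 in R6/2 mice. Striatal samples had between 317050 and 1496196 reads, with a median of 864651 in NT mice and 904364.5 in R6/2 mice. Striatal samples NT 1, NT 2, R6/2 2 and R6/2 3 had 2 sets of counts each, and the other 12 samples had 1. The paper's text does not say what the 2 sets are. They were taken here to be 2 sequencing runs of 1 sample and were summed, and all statements on numbers of runs rest on this reading. The number of runs is called a batch here because it split the striatal samples in more than depth. Mean isoform length per read lay between 2125 and 2197 nt in the striatal samples of 2 runs and between 1589 and 1840 nt in those of 1 run, and mitochondrial reads made up 0.368% to 0.767% and 1.22% to 2.63%. In a principal component analysis of gene expression, the first component of the striatum held 56.2% of the variance and separated samples of 2 runs from samples of 1 run (exact permutation test, p = 0.029). The second, with 16.4%, separated the genotypes (exact permutation test, p = 0.029). In the cortex, the first component held 26.2% of the variance and separated the genotypes (exact permutation test, p = 0.029). This p is the smallest that 4 samples against 4 allow. Each number of runs in the striatum includes 2 NT and 2 R6/2 mice, so striatal differences between genotypes are also given within samples of 1 run and of 2 runs. Known isoforms held 63.2% of cortical and 68.3% of striatal reads, ISM isoforms 15.8% and 12.6%, NIC isoforms 3.69% and 3.98%, and NNC isoforms 2.50% and 2.90%. The genomic class held 8.14% of cortical and 7.37% of striatal reads. Molecules were not counted by unique identifiers, so intervals and limits given for shares of reads cover counting error only.

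**Figure D1:**
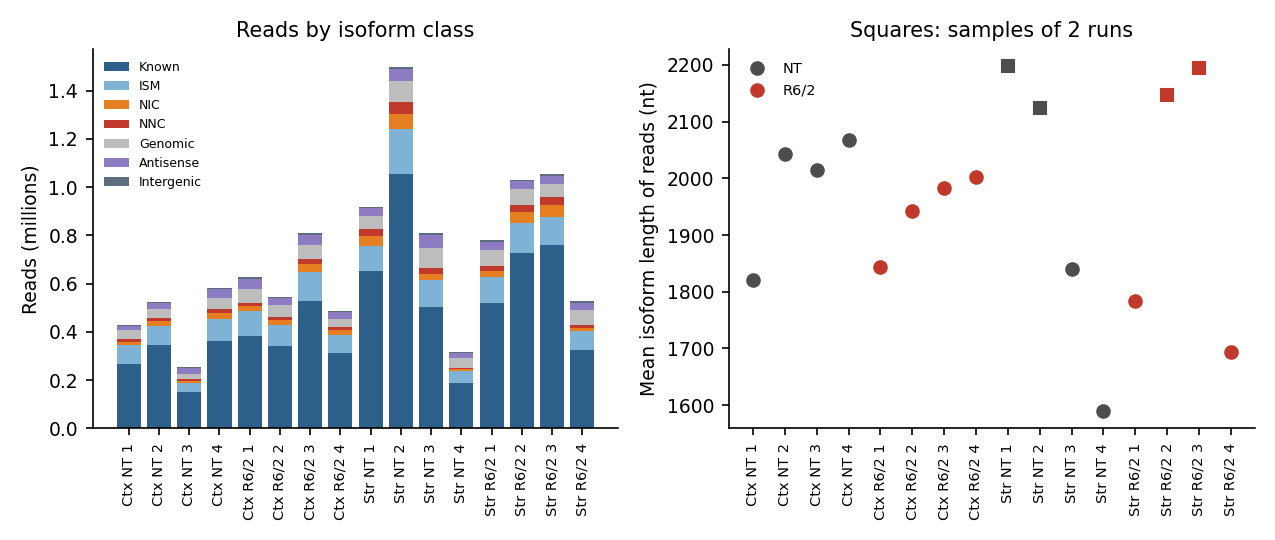
Left, reads per sample, stacked by TALON class. Right, mean isoform length of the reads of each sample in nucleotides, with squares for samples of 2 runs and colours for genotype; the 4 striatal samples of 2 runs sit between 2125 and 2197 nt, above the striatal samples of 1 run.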

We also employed long-read sequencing using the Pacific Biosciences (PacBio) Iso-seq platform as a high-throughput method to validate our detected splicing changes by sequencing full-length mRNA-enriched transcripts as described^64^. 

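An isoform was counted as captured in a region if it was known and had at least 1 read, or if it belonged to the ISM, NIC, NNC, antisense or intergenic class and had at least 5 reads in at least 2 of the 8 mice. The genomic class was left out. By this rule, 34533 isoforms were captured in the cortex, of which 27887 were known, 4160 ISM, 793 NIC, 381 NNC, 1215 antisense and 97 intergenic. In the striatum, 42350 isoforms were captured, of which 32102 were known, 5720 ISM, 1648 NIC, 786 NNC, 1863 antisense and 231 intergenic. The filter decided these numbers. Without any filter, 413271 isoforms had at least 1 read in the cortex and 501187 in the striatum, the largest change among the alternatives, and with at least 2 reads in at least 2 mice for isoforms that were not known, 55066 and 71667 isoforms were captured. With only the first run of each striatal sample, 35406 isoforms were captured in the striatum. With every sample drawn down to the 252885 reads of the smallest, a comparison chosen after seeing the data, 25689 isoforms were captured in the cortex and 26171 in the striatum.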

From a subset of the samples described above for short-read RNA-seq (*n* = 4 per condition, males only), we captured 56,000 isoforms from the cortex and 53,000 isoforms from the striatum. We focused our analysis on this splicing event because we detected the most significant AS differences for exon exclusion. 

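Excluding an exon lowers the number of exons per read of a gene. Complete reads are those of known, NIC or NNC isoforms. For each mouse and gene, the mean number of exons per complete read was set against the mean over all such reads of the region's 8 mice. Deeper samples weigh more in that mean, so both genotypes can lie below it. The deviations were averaged over genes with at least 10 complete reads in each genotype, leaving out genes without reads in that mouse. Over 7465 genes in the cortex, the deviation was −0.0163 ± 0.129 exons (SD, n = 4) in NT mice and −0.0222 ± 0.0483 exons (SD, n = 4) in R6/2 mice. The difference of −0.00589 exons was smaller than the spread between mice (two-sided exact permutation test, p = 1). Its sign is open, since adding ISM reads gave 0.0228 exons, and leaving out 1 mouse gave values from −0.0596 (without NT 1) to 0.0225 exons (without NT 2). Fewer exons per read in R6/2 than in NT mice were seen for 3605 cortical genes and more for 2930. Over 9347 genes in the striatum, the deviation was −0.131 ± 0.233 exons (SD, n = 4) in NT mice and −0.0397 ± 0.195 exons (SD, n = 4) in R6/2 mice, and the difference of 0.0916 exons was also smaller than the spread (two-sided exact permutation test, p = 0.54). It was 0.103 exons between mice of 1 run and 0.0806 exons between mice of 2 runs, with p = 0.28 in an exact permutation test within the numbers of runs, where the smallest possible p is 0.056. Leaving out striatal sample NT 4 turned the difference to −0.00984 exons, and adding ISM reads gave 0.277 exons (exact permutation test, p = 0.57). Striatal samples of 2 runs had 0.333 more exons per read than samples of 1 run (two-sided exact permutation test, p = 0.029). In the striatum, 3997 genes had fewer and 4365 genes had more exons per read in R6/2 mice.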

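Differential isoform usage, a change in the percentage of a gene's reads that fall on an isoform, was tested with edgeR's diffSpliceDGE over known, NIC and NNC isoforms with at least 10 reads in the 8 mice of a region, and gene-level Simes p values were adjusted by the Benjamini-Hochberg method. In the cortex, 11 of 3058 genes had an adjusted p under 0.05, and 168 had an unadjusted p under 0.05. The gene-level F test in place of the Simes method gave 28 genes. Without cortical sample NT 2 or R6/2 3, the number was 3. Positions are those of mm10 in GENCODE M21, usage is given as mean ± SD with n = 4 mice per genotype, and the 5 genes of smallest adjusted p with an isoform of non-overlapping usage are described. For Arpp19 (ENSMUSG00000007656, chromosome 9, 75037614 to 75060313), the known isoform ENSMUST00000166549 of 2 exons held 62.4 ± 8.13% of reads in NT mice and 20.3 ± 7.35% in R6/2 mice (adjusted p = 0.0025), with 80 to 158 reads per mouse. Its known isoform ENSMUST00000168166 of 4 exons held 28.6 ± 5.81% and 60.8 ± 5.35%. These isoforms start at 75052051 and at 75037614, so the change is also one of transcript start and is not read as exon skipping. For Camk2b (ENSMUSG00000057897, chromosome 11, 5969644 to 6066362), the known isoform ENSMUST00000109813 of 21 exons fell from 90.5 ± 0.511% to 75.2 ± 7.06% (adjusted p = 0.0046; at most 0.085 with 1 mouse left out), while a NIC isoform of 20 exons rose from 7.21 ± 1.24% to 22.3 ± 5.93%. For Arl2bp (ENSMUSG00000031776, chromosome 8, 94666600 to 94674425), the known isoform ENSMUST00000034228 of 6 exons held 70.9 ± 4.36% in NT and 90.6 ± 0.912% in R6/2 mice (adjusted p = 0.0046). The known isoform that fell, ENSMUST00000109527, also has 6 exons. It ends at 94673289 and not at 94674425, and its first exon ends elsewhere, so no exon is lost between them. For Sars (ENSMUSG00000068739, chromosome 3, 108424865 to 108445209), the known isoform ENSMUST00000090553 of 11 exons rose from 72.6 ± 6.85% to 90.6 ± 1.81% (adjusted p = 0.0051; at most 0.14 with 1 mouse left out), and ENSMUST00000102625 of 12 exons fell from 24.8 ± 7.73% to 8.87 ± 1.07%. These Sars isoforms also differ in their 3' end, at 108424865 and at 108426612. In Dctn2 (ENSMUSG00000025410, chromosome 10, 127266368 to 127281950), a NIC isoform of 13 exons rose from 0.462 ± 0.329% to 3.74 ± 0.792% (adjusted p = 0.0046).

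**Figure D2:**
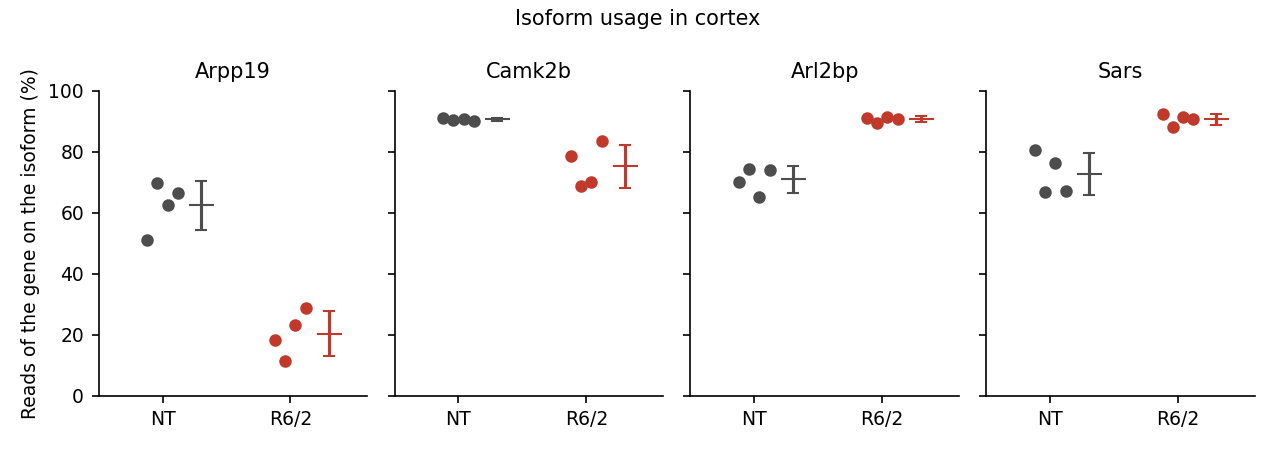
Percentage of the reads of Arpp19, Camk2b, Arl2bp and Sars on 1 known isoform of each gene in the cortex, with a point per mouse and a bar for the mean ± SD (n = 4 per genotype). NT and R6/2 mice do not overlap for any of these 4 isoforms, which were chosen for non-overlapping usage.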

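In the striatum, 3 of 4437 genes had an adjusted p under 0.05 for isoform usage and 173 had an unadjusted p under 0.05. With the number of runs as a term in the edgeR model, an alternative chosen after seeing the data, 19 genes passed, including those 3. No gene passed with known isoforms only (74 at an unadjusted p under 0.05), with ISM isoforms added (167), with first runs only (106) or without striatal sample NT 3 (143) or R6/2 2 (103), and 7 passed without NT 1. A NIC isoform of Camkv (ENSMUSG00000032936, chromosome 9, 107935674 to 107949691) held 0.0257 ± 0.0513% of reads in NT mice and 1.76 ± 0.573% in R6/2 mice (adjusted p = 0.012; 0.0014 with the runs term, and between 0.0014 and 0.26 over the alternatives). The known isoform ENSMUST00000027477 of Ngef (ENSMUSG00000026259, chromosome 1, 87476834 to 87573870) fell from 98.9 ± 0.25% to 95.5 ± 0.776% (adjusted p = 0.012; 8.2e-05 with the runs term, and between 8.2e-05 and 0.42 over the alternatives). An NNC isoform of Vrk1 (ENSMUSG00000021115, chromosome 12, 106010228 to 106077426) held 43.8 ± 14.9% in NT mice and none of the reads in R6/2 mice (adjusted p = 0.039; 0.0045 with the runs term, and between 0.0045 and 0.46 over the alternatives), but Vrk1 had only 2 to 25 complete reads per mouse, and a count of 0 in a sample of the R6/2 striatum allows a share of 20.0% to 42.9%. Neither Hnrnpdl (ENSMUSG00000029328, chromosome 5, 100033577 to 100039664; adjusted p = 0.094, between 0.0022 and 1.0 over the alternatives) nor Srprb (ENSMUSG00000032553, chromosome 9, 103188032 to 103202137; adjusted p = 0.061, between 0.011 and 0.42 over the alternatives) passed. With the runs term, Hnrnpdl passed (adjusted p = 0.0025) and Srprb did not (adjusted p = 0.14). Hnrnpdl isoform ENSMUST00000128187 held 77.5 ± 2.28% and 60.9 ± 3.33% of reads. An NNC isoform of Srprb held 0.490 ± 0.980% and 7.70 ± 4.32%, and the main known isoform of Srprb was absent from the reads of NT 2 and NT 3 in both regions.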

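Inclusion of annotated cassette exons was examined as an addition chosen after the data had been seen. In GENCODE M21, 4008 exons have both an including and a skipping isoform among the known isoforms listed, and exons with at least 10 reads of each form in the 8 mice of a region were kept. For each mouse, inclusion of an exon (the percentage of spanning reads that include it) was set against the exon's mean over the 8 mice, and the deviations were averaged. In the cortex, over 635 exons with reads in every mouse, mean inclusion lay at 1.15 ± 0.490 percentage points (SD, n = 4) in NT mice and −1.15 ± 0.442 percentage points (SD, n = 4) in R6/2 mice. The difference of −2.29 percentage points was larger than the spread between mice (two-sided exact permutation test, p = 0.029) and lay between −2.73 and −2.22 with 1 mouse left out. Requiring at least 20 reads of each form gave −2.30 percentage points. In the striatum, over 854 exons, mean inclusion was 0.451 ± 0.674 percentage points (SD, n = 4) in NT mice and −0.451 ± 0.414 percentage points (SD, n = 4) in R6/2 mice. This difference of −0.903 percentage points did not exceed the spread (two-sided exact permutation test, p = 0.086). It was −0.605 percentage points within samples of 1 run and −1.20 within samples of 2 runs. With 1 mouse left out, it lay between −1.24 without NT 4 (exact permutation test, p = 0.029) and −0.529 without NT 1. The largest p of the exact permutation test with 1 mouse left out was 0.29. Of 671 cortical exons tested singly by edgeR's differential splicing test, 406 were included less and 264 more in R6/2 mice, and 3 had an adjusted p under 0.05 (71 unadjusted). With 1 mouse left out, between 2 exons (without R6/2 1) and 8 exons (without NT 3) passed. The exon of Sars at 108427861 to 108427932 of chromosome 3 fell from 25.4 ± 7.68% to 8.93 ± 1.15% (adjusted p = 8.8e-04). An exon of Camkk2 (ENSMUSG00000029471, chromosome 5, 122736988 to 122737030) fell from 96.4 ± 1.42% to 79.1 ± 9.30% (adjusted p = 0.0027; at most 0.053 with 1 mouse left out). Of 1001 striatal exons, 1 passed (71 unadjusted), in Ppp3ca (ENSMUSG00000028161, chromosome 3, 136932011 to 136932040), which fell from 94.9 ± 1.04% to 78.7 ± 3.94% (adjusted p = 0.014; at most 0.12 with 1 mouse left out). With the number of runs as a term, 20 striatal exons passed, 15 of them included less and 5 more in R6/2 mice. No striatal exon passed without NT 1 (61 unadjusted), NT 3 (80), R6/2 1 (69) or R6/2 2 (60). The 3 exons named here were chosen after their values had been seen.

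**Figure D3:**
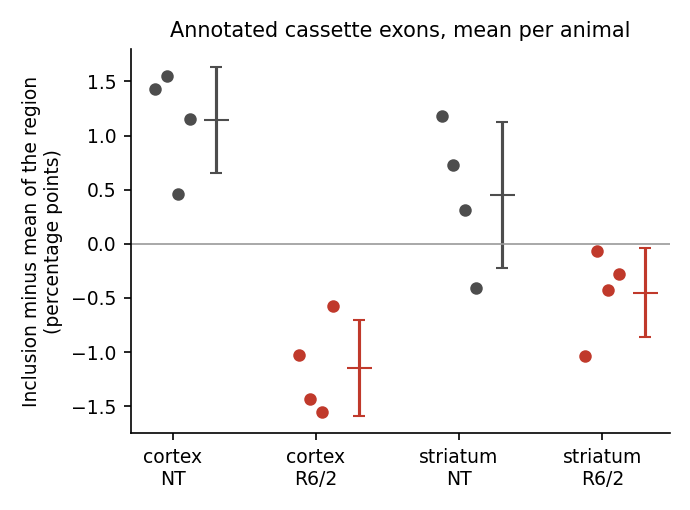
Mean deviation of cassette exon inclusion from the mean of the 8 mice of a region, in percentage points, with a point per mouse and a bar for the mean ± SD (n = 4 per genotype) in the cortex and striatum. In the cortex the genotypes are apart, by −2.29 percentage points, and in the striatum they overlap.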

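A splicing change in a gene can be seen in long reads only where the gene is read deeply enough. In the cortex, 21371 genes had at least 1 read, and 10545 of these had at least 1 read in every mouse, the alternative that lowered the number most. The striatum had 21794 and 11290 such genes. At least 2 isoforms (known, NIC or NNC) were captured for 6663 genes in the cortex and 7837 in the striatum, and 2419 and 3636 genes had at least 2 isoforms of at least 10 reads. Single exons were examined from the cortical part of Supplementary Data 4, which runs from row 3 to row 3524 of the paper's table. Of these, 103 exons in 93 genes were read here, and all 103 are marked there as found in long reads. That mark concerns detection, while the tests below ask whether inclusion differed between genotypes. Only reads of known isoforms were counted, so inclusion or skipping in an unannotated isoform was missed. At least 5 such reads in every cortical sample spanned 15 of the 103 exons, in 13 genes. Of these 15 exons, 7 were found both included and skipped (5 with lower and 2 with higher mean inclusion in R6/2 mice), 6 were included in every read and 2 were skipped in every read. These directions were not compared with those of the paper, since the sign of its inclusion differences could not be assigned to a genotype. None had an adjusted p under 0.05 for inclusion in R6/2 against NT mice (two-sided exact permutation test, smallest adjusted p = 0.43), and 1 had an unadjusted p under 0.05. With a smallest possible p of 0.029, no single exon can pass after adjustment over 15 exons. That exon, in Anapc16 (ENSMUSG00000020107, chromosome 10, 60002418 to 60002467), was included in 9.92 ± 2.32% of reads in NT and 4.45 ± 1.64% in R6/2 mice (SD, n = 4; exact permutation test, p = 0.029) and is named because of this value. For 4 of the exons tested, the paper's table gives an absolute inclusion difference of at least 0.1. In the cortex, inclusion of the exon of Eif5a (ENSMUSG00000078812, chromosome 11, 69920341 to 69920434) was 6.97 ± 2.13% in NT and 4.07 ± 1.71% in R6/2 mice (SD, n = 4; exact permutation test, p = 0.11). Inclusion of the exon of Emc9 (ENSMUSG00000022217, chromosome 14, 55582056 to 55582125) was 88.9 ± 5.84% and 84.6 ± 2.50%, and that of Atp5j (ENSMUSG00000022890, chromosome 16, 84833820 to 84833874) was 7.35 ± 4.93% and 3.82 ± 1.40%. The exon of Ppt1 (ENSMUSG00000028657, chromosome 4, 122854380 to 122854478) was included in all 418 spanning reads of known isoforms. Among those reads this allows a skipped share of up to 0.718%. Skipping in unannotated isoforms was not counted, so this limit does not cover it. In the striatum, 20 of the exons were spanned by at least 5 reads in every sample, and none had an adjusted p under 0.05 (1 unadjusted, the exon of Eif5a, 6.05 ± 1.46% in NT and 3.05 ± 1.28% in R6/2 mice; SD, n = 4; exact permutation test, p = 0.029). Of the 8 striatal exons found in both forms, mean inclusion was lower in R6/2 mice for 3 and higher for 5. Those higher include the exons of Atp5j (3.98 ± 0.943% in NT and 6.31 ± 1.45% in R6/2 mice; SD, n = 4; exact permutation test, p = 0.057) and Anapc16 (4.83 ± 4.05% and 7.13 ± 6.50%; exact permutation test, p = 0.57), which were lower in the R6/2 cortex. From single-nuclei and long-read sequencing, the paper states that the increase in exon exclusion in HD is found by these methods as well as by short reads.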

Long-read sequencing identified 1,840 of 2,311 (79.6%) genes with significant exon exclusions detected by short-read sequencing in the cortex of R6/2 mice and 2,083 of 2,634 (79.1%) significant exon exclusions in the striatum (Fig. 1e).

### TDP-43 and m6A motifs are enriched in HD R6/2 excluded exons

Because an enriched number of HTT interactors are RBPs, we investigated whether the presence of mHTT may alter RNA splicing by disrupting RBP interactions with their RNA targets. We used HOMER^67^ to perform a de novo motif analysis for the excluded exons affected in HD. The analysis revealed modest but significant enrichment for the UGUGU and UGACU RNA sequence motifs (Fig. 1b). UG/GU-rich motifs are RBP preference sites for TAR DNA-binding protein (*TARDBP*/TDP-43)^23,68,69^. HOMER analysis also revealed that a second potential regulatory binding motif is the canonical m6A DRACH motif (D = A/G/U, R = A/G, H = A/C/U; including UGACU) recognized by writer proteins such as METTL3 (refs. ^70,71^) (Fig. 1f). Loss of TDP-43 is associated with downregulation of long intron-containing genes^22,23^. Consistent with a disruption of TDP-43 in HD mice, transcripts downregulated in the cortex and striatum of R6/2 mice have, on average, longer introns than upregulated genes (Supplementary Fig. 3a). TDP-43 autoregulates its own transcript by binding its 3′ untranslated region (UTR), and loss of nuclear TDP-43 protein results in a modest increase of *TDP-43* mRNAs^23,72^. Analysis of *TDP-43* RNA expression level by RNA-seq in R6/2 mice (Supplementary Fig. 3b) revealed a modest increase in *TDP-43* RNA levels, consistent with a loss of nuclear TDP-43.

We next compared the HD R6/2 excluded exons to splicing alterations identified in mouse NSC34 neuronal cells with small interferring RNA (siRNA)-mediated depletion of TDP-43 (ref. ^73^) and from wild-type mice treated with intracerebroventricular (ICV) injection of TDP-43 antisense oligo (ASO) or control (*n* = 4–5 per treatment). We observed a 43.5% and 66% gene overlap in excluded exons, respectively, with approximately 50% in the same direction (Supplementary Fig. 3c). Our data suggest that TDP-43 contributes to transcriptional dysregulation in the HD R6/2, which may involve an exciting intersection between TDP-43 and m6A in HD that has not been previously described. Therefore, we investigated how TDP-43 and the m6A RNA modification might contribute to altered splicing and HD pathology.

### Unannotated splicing events are observed in HD systems

TDP-43 acts as a repressor of CEs in ALS/FTD, with TDP-43 nuclear loss resulting in increased inclusion of CEs^33–36,74,75^. We initially performed rMATS analysis with the novel splicing detection option^60^. Separating annotated AS events from unknown unannotated events, approximately 50% of the AS changes were novel in the R6/2 cortex and striatum (Fig. 2a), not having been previously reported for these brain regions. We next applied the approach from Brown et al.^34^ and Ma et al.^35^ for novel splicing detection by subjecting our data to MAJIQ and LeafCutter analysis^76,77^. MAJIQ detected 168 (74 NT, 94 R/62) novel cortical AS events and 211 (113 NT, 98 R/62) striatal events, after applying the probability cutoff of >0.90 and *P*(deltaPSI > 0.1) for discovery (Fig. 2a). LeafCutter detected 164 (73 NT, 91 HD) cortical and 244 (158 NT, 86 HD) striatal novel events after using an adjusted *P* value cutoff of <0.05 and deltaPSI > 0.1 (Fig. 2a and Supplementary Data 5). GO analysis revealed that the genes with novel splicing changes occur in the following categories: modulation of excitatory postsynaptic potential, regulation of cation channel activity, neuromuscular junction development, regulation of dendritic spine morphogenesis and positive regulation of neuron projection development (Supplementary Fig. 3d). Using long-read sequencing from the same samples, we found evidence of approximately 57% of the novel splice junctions (Supplementary Fig. 3e). 

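Unannotated splicing in the long reads is held by NIC isoforms, which combine annotated splice sites, and NNC isoforms, which contain unannotated ones. In the cortex, 46059 NIC and 49441 NNC isoforms had at least 1 read, and in the striatum 72190 and 74440. The share of NIC and NNC reads among all spliced reads (known, ISM, NIC and NNC) was 7.34 ± 0.460% (SD, n = 4) in the NT cortex and 7.19 ± 0.327% (SD, n = 4) in the R6/2 cortex. The difference of −0.151 percentage points was smaller than the spread between mice (two-sided exact permutation test, p = 0.57). It moved to 0.0056 percentage points without R6/2 1. In the striatum the share was 7.41 ± 1.36% (SD, n = 4) in NT and 7.52 ± 1.11% (SD, n = 4) in R6/2 mice, a difference of 0.109 percentage points (two-sided exact permutation test, p = 0.91). Within samples of 1 run it was 0.233 and within samples of 2 runs −0.0145 percentage points (exact permutation test within the numbers of runs, p = 0.83). Counting only captured isoforms gave a striatal difference of −0.338 percentage points, and counting only NNC reads gave −0.313, so its sign depended on what was counted. It also fell below 0 with some mice left out, to −0.468 percentage points without NT 4. Striatal samples of 2 runs had a share of 8.47 ± 0.222% and samples of 1 run 6.46 ± 0.593% (SD, n = 4; two-sided exact permutation test, p = 0.029).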

Comparing the novel splicing events from R6/2 to splicing events identified in mouse motor neuron-like (NSC34) cells and myoblast (C2C12) cells with TDP-43 knockdown (KD) from Šušnjar et al.^73^, we observed 55% overlap of TDP-43-dependent splicing changes (192/348) (Fig. 2b). Inclusion of CEs often results in reduced levels of transcripts due to nonsense-mediated decay or premature polyadenylation^33–37^; however, the novel splicing events observed in the R6/2 model corresponded to expression changes in both directions (Fig. 2c). Splicing sashimi plot examples of differential unannotated exon usage are shown in Fig. 2d,e. For example, for *Cntn6*, the exon arises in R6/2, with a corresponding increased RNA expression, whereas, for *Ssbp2*, the unannotated exon is not present in R6/2, with a corresponding decreased RNA expression. Analysis of CLIP-seq data^23^ shows that TDP-43 binding sites are present within the intron containing the unannotated exons, supporting a direct role for TDP-43 in regulating these splicing events. Our analysis identified altered TDP-43 localization and splicing changes in the R6/2 mouse model in genes responsible for neuronal development and function that are dysregulated in HD. We next set out to understand whether previously unannotated splicing events are altered in human HD. Through MAJIQ analysis, we detected 78 events (42 controls, 36 HD) in the prefrontal cortex^78^ and 118 events (122 controls, 136 HD) in the anterior cingulate cortex^63^. Similar to R6/2 mice, the unannotated splicing changes in the human data contribute to DGE changes in both directions (Fig. 2f). Therefore, the human HD RNA-seq analysis confirms the findings in mice of increased exon exclusion events and altered, previously unannotated, splicing in HD that can result in both increased and decreased expression and/or RNA stability.

**Fig. 2:**
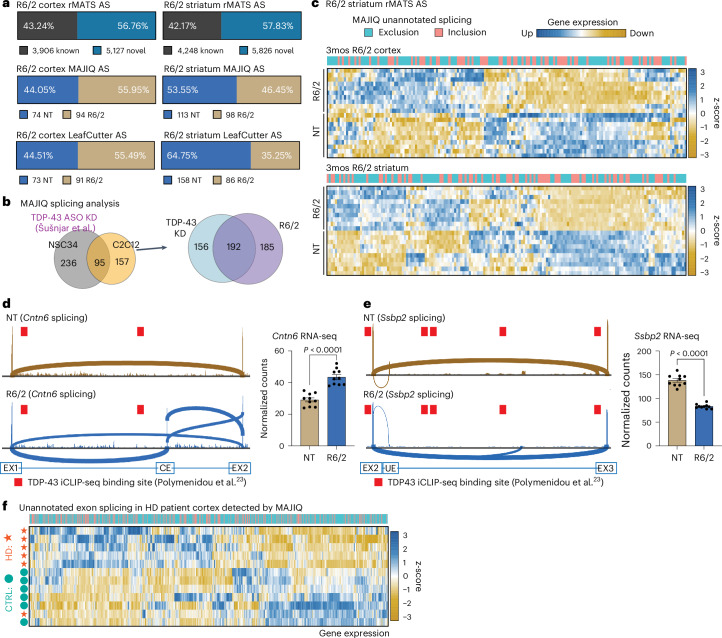
Unannotated splicing events in HD drive gene expression changes. **a**, Bar plot showing rMATS splicing changes that are annotated (known) versus not annotated (novel). Bar plots showing MAJIQ and LeafCutter output for the detection of novel unannotated splicing events in the cortex and striatum from 3mos R6/2 and NT. **b**, Venn diagram showing MAJIQ junction overlap between TDP-43 KD changes from Šušnjar et al.^73^ versus R6/2 cortex and striatum samples. **c**, Heatmap showing exclusion and inclusion of novel unannotated splicing events in 3mos HD R6/2 versus NT (cortex and striatum). Gradient scale represents z-scores of normalized gene counts. **d**,**e**, Integrated Genomics Viewer^99^ sashimi plots of increased CE splicing in R6/2 (*Cntn6*; **d**) or loss of novel unannotated exon (UE) in NT (*Ssbp2*; **e**) in R6/2 and corresponding gene expression changes of the genes that contain the splicing event with statistical significance determined by unpaired two-tailed *t*-test (*Cntn6*: *P* < 0.0001, *t* = 7.111, degrees of freedom (d.f.) = 18, *F* = 1.612, 95% confidence interval (CI): 10.13–18.64; *Ssbp2*: *P* < 0.0001, *t* = 13.35, d.f. = 18, *F* = 6.684, 95% CI: −63.21 to −46.02). Data are presented as mean values ± s.e.m. *n* = 10 biological replicates per genotype (five males, five females). iCLIP-seq, individual-nucleotide resolution UV cross-linking and immunoprecipitation followed by high-throughput sequencing. **f**, Heatmap showing exclusion and inclusion of novel unannotated splicing events detected by MAJIQ in HD patient cortex compared to non-HD control from Al-Dalahmah et al.^63^ and corresponding gene expression changes of the genes that contain the splicing event. Gradient scale represents z-scores of normalized gene counts. CTRL, control.

### TDP-43 binding is attenuated in dysregulated HD R6/2 genes

To further investigate the impact of TDP-43 on RNA metabolism in HD, we focused on RNA targets of TDP-43. To identify TDP-43 RNA targets that may be altered by the presence of mHTTex1, we carried out TDP-43 eCLIP-seq^79^ on HD R6/2 and NT mouse cortex and striatum (*n* = 8; age = 3 months; four males, four females) (Supplementary Fig. 4a). Surprisingly, our binding site distribution primarily spanned coding regions and 3′ UTR, unlike previous findings^23,68^ that showed primarily intronic binding (Supplementary Fig. 4b). This difference could be due to technical aspects of our experiment that enriched for cytoplasmic processed mRNAs rather than intron-containing nuclear RNAs. Analysis of 5mer U-rich motifs in our TDP-43 CLIP peaks from these coding regions revealed an enrichment for UGUGU, as previously reported (Supplementary Fig. 4c). The TDP-43 eCLIP-seq yielded approximately 60% target gene overlap with our reanalysis of Polymenidou et al.^23^. There is an approximately 80% overlap between HD R6/2 and NT TDP-43 binding to RNA transcripts in both brain regions, suggesting that most targets remain unchanged due to mHTTex1 expression (Supplementary Fig. 4d). Mapping TDP-43 significant peaks to genes with excluded exons identified from HD R6/2 cortex and striatum (Fig. 1b) revealed TDP-43 binding on approximately 57–64% of genes containing exon exclusions (Supplementary Fig. 4e). Next, we assessed the possibility that TDP-43 drives HD R6/2 transcriptional dysregulation through direct binding to genes constituting the striatal HD signature. TDP-43 binds approximately 30% (79/266) of HD266ssg, most downregulated in HD (Supplementary Fig. 4f). TDP-43 binding density was found to be decreased in R6/2 mice on downregulated genes and transcripts with abnormal splicing of cassette exons but not on transcripts that are upregulated (Fig. 3a). This suggests that loss of TDP-43 binding to target genes can decrease their expression and promote cassette exon splicing.

**Fig. 3:**
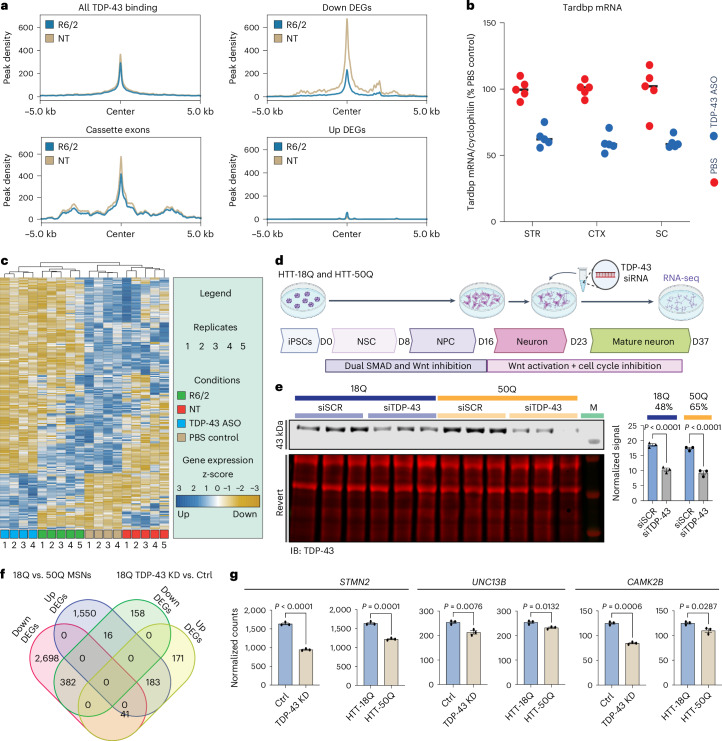
TDP-43 knockdown corresponds to R6/2 transcriptional changes. **a**, Reproducible R6/2 HD and NT IDR TDP-43 peaks were centered and plotted on all TDP-43 binding sites, compared to Down DEGs, Up DEGs and cassette exons. **b**, *TDP-43* mRNA level by qPCR normalized to cyclophilin as a percentage of PBS control. CTX, cortex; SC, spinal cord; STR, striatum. *n* = 5. Black bar represents the mean. **c**, Heatmap showing clustering of 3mos HD R6/2, NT, TDP-43 ASO treated and control PBS treated on TDP-43 KD-dependent DGE changes. Gradient scale represents z-scores of normalized gene counts. **d**, Schematic of iPSC differentiation into MSNs with TDP-43 KD by siRNA. D, day; NPC, neural progenitor cell; NSC, neural stem cell. **e**, Left: western blot for TDP-43 protein levels after treatment of MSNs with TDP-43 siRNA. *n* = 3 differentiation replicates per condition. Right: bar graph plots TDP-43 intensity normalized to Revert total protein stain. Data are presented as mean values ± s.e.m. Statistical significance was determined by two-way ANOVA with Sidak’s multiple comparisons test (18Q: *P* < 0.0001, 95% CI: 6.230–10.20; 50Q: *P* < 0.0001, 95% CI: 6.084–10.06). IB, immunoblot; M, marker. **f**, Venn diagram showing the overlap of DEGs between HTT-18Q MSNs scramble control versus TDP-43 siRNA and HTT-18Q MSNs versus mHTT-50Q. **g**, Example of key gene expression changes anticipated from TDP-43 KD. *n* = 3 differentiation replicates per condition. Statistical significance was determined by unpaired two-tailed *t*-test. Data are presented as mean values ± s.e.m. (TDP-43 KD versus Ctrl *STMN2*: *P* < 0.0001, *t* = 24.41, d.f. = 4, *F* = 2.639, 95% CI: −768.6 to −611.6; 18Q versus 50Q *STMN2*: *P* = 0.0001, *t* = 14.49, d.f. = 4, *F* = 2.344, 95% CI: −496.4 to −336.7; TDP-43 KD versus Ctrl *UNC13B*: *P* = 0.0076, *t* = 4.988, d.f. = 4, *F* = 2.598, 95% CI: −64.21 to −18.29; 18Q versus 50Q *UNC13B*: *P* = 0.0132, *t* = 4.242, d.f. = 4, *F* = 2.249, 95% CI: −36.78 to −7.682; TDP-43 KD versus Ctrl *CAMK2B*: *P* = 0.0006, *t* = 10.04, d.f. = 4, *F* = 5.482, 95% CI: −47.26 to −26.79; 18Q versus 50Q *CAMK2B*: *P* = 0.0287, *t* = 3.345, d.f. = 4, *F* = 4.953, 95% CI: −29.00 to −2.693). Ctrl, control.

We reasoned that if TDP-43 is a regulator of HD gene expression, ASO-mediated depletion of TDP-43 should recapitulate, at least partially, gene expression changes similar to HD. Therefore, we carried out RNA-seq from the striatum of wild-type mice treated with an intraventricular injection of ASOs against TDP-43 or PBS (*n* = 4 per treatment). The approach yielded approximately 50% downregulation of TDP-43 2 weeks after injection as demonstrated by qRT–PCR in the cortex, striatum and spinal cord (Fig. 3b). Heatmap hierarchical clustering of TDP-43 KD-dependent DEGs revealed clustering of 3mos R6/2 HD animals with TDP-43 ASO-treated animals (Fig. 3c). We next tested siRNA-mediated TDP-43 KD in isogenic induced pluripotent stem cell (iPSC) lines expressing non-pathogenic length HTT-18Q or HD causing mHTT-50Q and differentiated into MSNs^80^ (Fig. 3d). Differentiation efficiency was determined by immunofluorescence (IF) for DARPP32, CTIP2, FOXP1, FOXP2 and MAP2 (Supplementary Fig. 4g). After confirmation of TDP-43 protein KD by western blot analysis (Fig. 3e; uncropped blots in Supplementary Fig. 11), samples were subjected to RNA-seq. Our analysis revealed 4,870 DEGs (3,121 downregulated, 1,749 upregulated) when comparing HTT-18Q versus mHTT-50Q (Supplementary Data 6; ‘genotype’ effect). For the ‘TDP-43 KD’ effect, we observed 951 DEGs (556 downregulated, 395 upregulated), comparing HTT-18Q TDP-43 KD versus scramble siRNA control (Supplementary Data 7). We applied the hypergeometric test and observed that 68.7% (382/556, *P* = 1.5 × 10^−189^) of the TDP-43 KD downregulated transcripts overlapped with HD downregulated transcripts, and 46.3% (183/395, *P* = 7.5 × 10^−93^) overlapped with the HD upregulated genes (Fig. 3f and Supplementary Data 8). Although we did not observe abnormal CEs for *STMN2*, we did observe downregulation of *STMN2*, *UNC13B* and *CAMK2B* expression in both HD and TDP-43 KD iPSC-derived MSNs (Fig. 3g). Together, our analysis shows that TDP-43 KD drives similar gene expression pattern changes as mHTT in HD MSNs.

### Reduced nuclear TDP-43 in HD mouse and human brains

We assessed the protein expression of TDP-43 by IF in cortex from 3mos late symptomatic R6/2 mice and observed decreased nuclear TDP-43 protein expression (Supplementary Fig. 5a). Similar TDP-43 nuclear reduction was observed in cortex from 24mos homozygous Q175 knock-in mice (Supplementary Fig. 5a). Quantification using CellProfiler showed a significant decrease in nuclear TDP-43 levels in both 12mos and 24mos Q175 animals (Supplementary Fig. 5b). This reduced nuclear staining of TDP-43 did not result from reduced TDP-43 protein levels, as quantitative western blot analysis showed equivalent TDP-43 levels in HD R6/2 cortex (Supplementary Fig. 5c; uncropped blots in Supplementary Fig. 9a). TDP-43 is one of the RBPs listed as an interactor of HTT protein^13,19,20^, including by proteomic analysis^71^. We confirmed this interaction by co-immunoprecipitation (co-IP) of TDP-43 from mouse brain with mouse full-length HTT (FL-HTT) (Supplementary Fig. 5d; uncropped blots in Supplementary Fig. 9b). Decrease of nuclear TDP-43 was also found in human HD postmortem superior frontal gyrus (SFG) compared to tissue from unaffected individuals by IF staining (control: *n* = 2; HD: *n* = 5) (Fig. 4a and Supplementary Fig. 5e). Quantification of nuclear TDP-43 levels using CellProfiler revealed a significant decrease in nuclear TDP-43 fluorescent intensity in all five patients with HD compared to non-HD tissues (Fig. 4b), supporting loss of TDP-43 function as a contributor to HD pathogenesis. To examine nuclear-cytoplasmic translocation and phosphorylation of TDP-43 (pTDP-43), we co-stained brain tissues from HD and unaffected individuals with a TDP-43 antibody and a pTDP-43 antibody specific to phosphorylated serine 409 and serine 410 (S409/S410) by IF. We detected the presence of rare cytoplasmic TDP-43 aggregates, recognized by both antibodies in patients with HD but not in unaffected individuals (Fig. 4c). Furthermore, the aggregate-like morphology was localized to the perinuclear space, similar to but less dense and fibrous than pTDP-43 inclusions in ALS/FTD^21,22,24,26^ or in ALS motor cortex evaluated (separated channels in Supplementary Fig. 6a; low magnification in Supplementary Fig. 6b).

**Fig. 4:**
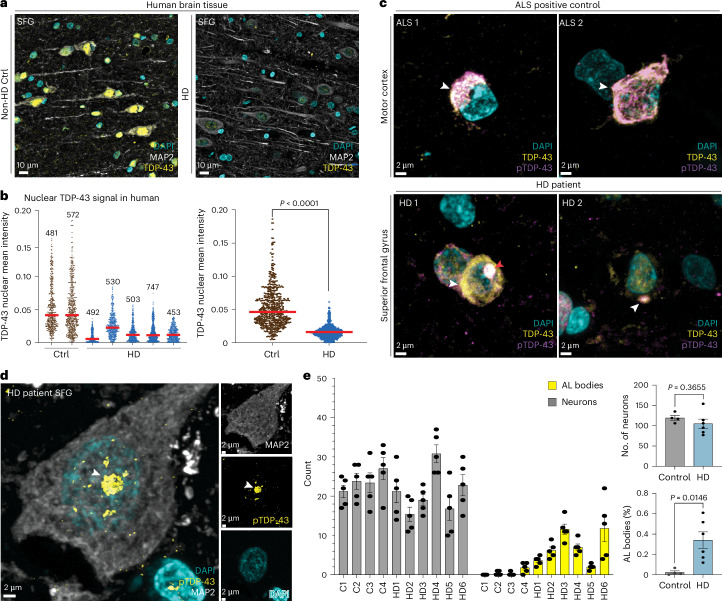
TDP-43 protein mislocalizes in HD patient brain. **a**, Representative IF staining images of SFG from patients with HD compared to non-HD control individuals showing decreased TDP-43 (yellow) signal intensity. **b**, Left: quantification of decreased nuclear TDP-43 signal intensity; five representative images were taken at ×40 from five HD and two control individuals. A CellProfiler pipeline was created to identify larger nuclei (enriched for neurons) by DAPI staining. The average of TPD-43 nuclear signal was obtained by measuring the intensity signal within a mask defined by DAPI. Each cell’s mean nuclear TDP-43 intensity is plotted. One-way ANOVA was performed with multiple comparisons and resulted in significant changes between all HD versus control comparisons (data not shown). Numbers on top of each group indicate the number of cells plotted. Right: dot plot showing grouped data by genotype. Statistical significance was derived from unpaired two-tailed *t*-test between control versus HD (*P* < 0.0001, *t* = 31.41, d.f. = 1317, *F* = 10.33, 95% CI: −0.03850 to −0.03397). Red bar represents the median. **c**, Representative IF staining images of the motor cortex from a patient with ALS (positive control) compared to patients with HD, using antibodies against total TDP-43 (yellow), phosphorylated TDP-43 (purple) and nuclear stain DAPI. White arrowhead indicates pTDP-43 cytoplasmic aggregation; red arrowhead (HD1) indicates cytoplasmic aggregate verified by orthogonal view. **d**, IF images showing pTDP-43 AL bodies (yellow) within MAP2-positive neurons (white). **e**, Bar graph showing counts of DAPI, MAP2-positive and AL bodies. Data are presented as mean values ± s.e.m. Each bar is derived from five random ×20 images from each patient. C, control; HD, patient with Huntington’s disease. %AL bodies is the number of AL bodies per patient normalized to the total number of Map2-positive neurons. Statistical significance was determined by unpaired two-tailed *t*-test (number of neurons: *P* = 0.3655, *t* = 0.9593, d.f. = 8, *F* = 5.329, 95% CI: −48.51 to 20.01; AL bodies (%): *P* = 0.0146, *t* = 3.103, d.f. = 8, *F* = 44.539, 95% CI: 0.08172–0.5545). Experiments in **a**–**e** were repeated at least three times with similar results represented above.

### Phosphorylated TDP-43 and HTT in intranuclear bodies

In addition to cytoplasmic accumulation of pTDP-43, and co-localization of TDP-43 with nuclear HTT inclusions, we observed a spherical accumulation of pTDP-43 in the nucleus of Map2-positive neurons. These structures are an average of approximately 3 µm in diameter and are extremely rarely detected in the control human tissues (Fig. 4d and Supplementary Fig. 7a). We refer to these structures as pTDP-43 nuclear aggregation-like bodies (AL bodies). In HD patient tissue, pTDP-43 AL bodies contained N-terminal TDP-43 (Supplementary Fig. 7b) and HTT (Ab 5526) (Supplementary Fig. 7c). A second S409/S410 pTDP-43 antibody produced similar localization to AL bodies (Supplementary Fig. 7d). Notably, pTDP-43 and HTT protein co-localize in AL bodies, but do not co-localize in cells with canonical HTT nuclear inclusions (Supplementary Fig. 7e). Quantification of the percentage of Map2-positive neurons with AL bodies in four control and six patients with HD revealed a significant increase of AL bodies in HD brains compared to controls (Fig. 4e). This striking accumulation of nuclear pTDP-43 and HTT into distinct spherical AL bodies in MAP2-positive neurons from HD patient brains represents a type of TDP-43 pathology not previously described that may be unique to HD.

### m6A sequencing reveals an altered epitranscriptome in HD R6/2 mice

Recognizing that RNA-seq analysis (Fig. 1g) identified a potential regulatory program in HD from the presence of the canonical m6A motif in dysregulated RNAs, we set out to examine (1) pathological evidence of m6A dysfunction and (2) how the HD epitranscriptome may contribute to AS changes and pathogenesis. First, we assessed the proteins of the m6A machinery, both m6A writers (Mettl3, Mettl14, Rbm15 and Wtap) and erasers (Alkbh5 and Fto), in the cortex and striatum from HD R6/2 at 3mos (late symptomatic) (*n* = 8, males and females). Because the proteins of the m6A machinery are localized to the nucleus, we used CellProfiler to segment out the nuclear signal and quantified the average intensity per cell. Applying the same methodology across all the stained sections, a significant decrease in nuclear expression was identified for Mettl3 in both the cortex and striatum (Fig. 5a,b) and for Rbm15 in the cortex, whereas the other m6A machinery proteins were unchanged (Supplementary Fig. 7a). With a reduction in Mettl3 protein expression, m6A levels are expected to be decreased in HD R6/2 mice. However, liquid chromatography–mass spectrometry (LC–MS) analysis of polyA-selected RNA from mouse cortex (*n* = 16 per genotype (five males, 11 females)) samples did not show a significant global change of m6A levels (Fig. 5c). Because the global LC–MS analysis cannot capture gene-level m6A changes, we carried out single-nucleotide-resolution, transcriptome-wide m6A sequencing using eCLIP-seq with an m6A-specific antibody^79^. m6A eCLIP-seq identified 28,8976 shared, 5,273 HD and 3,035 NT m6A genomic locations in the cortex and 30,459 shared, 3,355 HD and 3,905 NT in the striata, respectively (Supplementary Fig. 8b). Motif enrichment revealed that more than 70% of the detected m6A peaks fall within the expected DRACH m6A motif as previously reported (Supplementary Fig. 8c) and recapitulate the concentrated distribution of m6A sites at the 3′ UTR in a metagene plot (Supplementary Fig. 8d). We then determined whether m6A deposition can influence the HD R6/2 transcriptome by evaluating enrichment for m6A deposition on HD R6/2 DEGs. After normalizing for length, genes that comprise DEGs have significantly more m6A sites than non-DEGs (Fig. 5d), and those genes that are downregulated in the HD R6/2 have a greater number of m6A sites (Fig. 5d), suggesting that m6A is enriched and may play a regulatory role in the HD R6/2 dysregulated genes. Plotting the m6A sites found on the HD R6/2 DEGs across a metagene plot revealed that the increased m6A sites were enriched for 3′ UTR m6A sites on downregulated DEGs and for coding sequence (CDS) m6A sites on upregulated DEGs (Supplementary Fig. 8e).

**Fig. 5:**
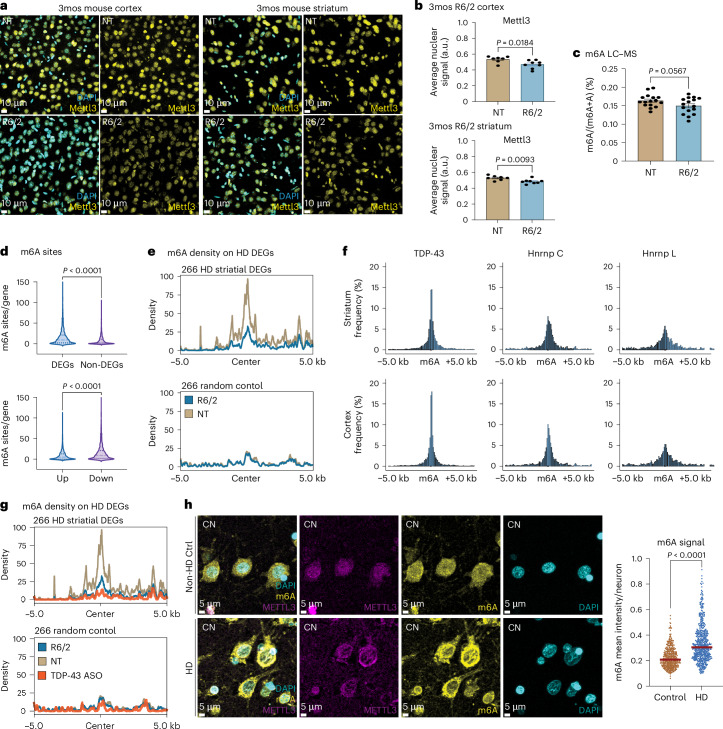
m6A is dysregulated in HD. **a**, Representative images showing modest decrease in Mettl3 signal in the R6/2 cortex and striatum. **b**, CellProfiler analysis of Mettl3 nuclear intensity; statistical significance was determined by unpaired two-tailed *t*-test (cortex: *P* = 0.0184, *t* = 2.693, d.f. = 13, *F* = 1.572, 95% CI: −0.1158 to −0.01270; striatum: *P* = 0.0093, *t* = 3.052, d.f. = 13, *F* = 1.044, 95% CI: −0.0774 to −0.0324). *n* = 8 (four males, four females) per genotype were quantified, each averaging three cortical or striatal regions. Data are presented as mean values ± s.e.m. **c**, MS for m6A showed no significant changes by unpaired two-tailed *t*-test (*P* = 0.0567, *t* = 1.982, d.f. = 30) in global m6A levels. Data are presented as mean values ± s.e.m. *n* = 16 per genotype (five males, 11 females). **d**, Violin plots showing increased m6A sites per gene on genes that are dysregulated in HD R6/2 (DEGs), in particular in downregulated genes compared to upregulated genes. Statistical significance was determined by unpaired two-tailed *t*-test. DEGs versus non-DEGs: *P* < 0.0001, *t* = 15.03, d.f. = 3818, *F* = 3.099, 95% CI: −9.075 to −6.981; Up versus Down: *P* < 0.0001, *t* = 11.52, d.f. = 3384, *F* = 2.870, 95% CI: 5.688–8.021. **e**, m6A site deposition (localized levels) on 266 genes dysregulated in R6/2 striatum. **f**, Histogram plot showing TDP-43 eCLIP sites relative to an m6A site (from m6A eCLIP data) (0 position) compared to Hnrnp C and Hnrnp L binding motifs. **g**, m6A site deposition (localized levels) on 266 genes dysregulated with TDP-43 KD by ASO. **h**, Representative images showing significant increase in m6A IF intensity in HD patient caudate nucleus (CN) with corresponding METTL3 staining. Dot plot with each dot representing the average m6A intensity per neuronal cell spanning five ×20 confocal images per patient (three controls, six HD). Samples were grouped to either control or HD group with the unpaired Studentʼs *t*-test for significance (for separated dot plots, see Supplementary Fig. 7g) (*P* < 0.0001, *t* = 13.82, d.f. = 956, *F* = 3.313, 95% CI: 0.09684–0.1289). Bar represents the median. Experiments in **a**, **b** and **h** were repeated at least three times with similar results represented above.

TDP-43 binding was decreased in genes defining the striatal HD signature. Similarly, m6A deposition decreased in the same striatal genes in the HD condition (Fig. 5e); for example, whereas genes that are DEGs had the highest number of detected m6A sites, in the HD context the number of transcripts methylated at those sites was decreased. Given the enrichment of the m6A and TDP-43 binding motifs on HD dysregulated genes, we evaluated whether TDP-43 clustered close to m6A sites in the R6/2 mice. Centering the m6A sites and looking 5 kilobases (kb) upstream and downstream, the TDP-43 binding sites were plotted relative to the m6A site at the center position. We next looked for known RBP motifs (Hnrnp C – UUUUU / HnrnpP L – ACACA) as a comparison and controlled for expressed genes in the R6/2 striatum and cortex (Fig. 5f). TDP-43 has a higher center peak overlapping with m6A sites compared to Hnrnp C and Hnrnp L. Hnrnp C is a known m6A reader protein that recognizes the m6A motif. The higher peak of TDP-43 suggests that the binding of TDP-43 may be more dependent on m6A than Hnrnp C in HD^81^ and that a decrease in m6A deposition on dysregulated HD genes results in decreased TDP-43 binding. McMillan et al.^51^ reported that the binding of TDP-43 to RNA depends on m6A. This finding and our results suggest a direct connection between RNA modification status and TDP-43 binding. In the case of HD, m6A modification and TDP-43 binding are associated with mHTT-dependent transcriptomic alterations; genes that tend to be differentially expressed have more m6A sites; however, in HD, those same sites are less methylated. Based on our data and the data from McMillan et al.^51^, we hypothesize that m6A alterations precede TDP-43 dysregulation. Thus, to evaluate whether m6A or TDP-43 are primary regulators of HD gene expression, we performed m6A eCLIP-seq on TDP-43 ASO-treated mice (*n* = 3). A decrease in m6A deposition on HD genes was observed in both R6/2 and TDP-43 ASO-treated mice (Fig. 5g). We ruled out the possibility that the signal is driven by transcript-level differences between R6/2 and NT, as we did not observe higher m6A deposition on upregulated genes in either R6/2 or TDP-43 ASO-treated mice (Supplementary Fig. 8f). Finally, we performed IF staining for METTL3 and m6A in HD patient caudate nucleus (three controls, six HD). We observed a significant increase in the overall m6A signal in HD caudate nucleus (Fig. 5h; individual patient quantification in Supplementary Fig. 8g and lower magnification in Supplementary Fig. 8h), with increased cytoplasmic accumulation of the m6A signal, similar to observations in AD patient brains reported in Jiang et al.^82^. Furthermore, METTL3 is also mislocalized to the cytoplasm (Fig. 5h; lower magnification in Supplementary Fig. 8h). These human data are consistent with the dysregulation of m6A modification in the R6/2 mice. These results support that (1) there is a connection between m6A RNA modification and TDP-43 and (2) TDP-43 dysfunction occurs before m6A dysregulation.

## Discussion

Dysregulation of TDP-43 in ALS and FTLD is an active area of investigation, including the development of biomarkers and therapeutic strategies, such as ASOs, to restore appropriate splicing of TDP-43 targets^83–85^. Recently, TDP-43 function was shown to be influenced by RNA modifications, such as m6A and m1A, with m1A found on CAG-expanded genes^51,86^. Although splicing changes have been documented in HD^87–89^, including the abnormal splicing of *HTT* RNA leading to the expression of Httex1a protein^11,90^, the underlying mechanisms and potential involvement of TDP-43 as a driver of mis-splicing in HD have not been defined. Here we show that TDP-43 loss of function and aberrant m6A modifications contribute to mis-splicing in HD, leading to the altered expression of critical striatal genes known to be dysregulated in HD. Building on our previous report showing altered TDP-43 localization in human patient brain^18^, we generated and integrated multi-omics data, including RNA-seq, RASL-seq, PacBio long-read sequencing, m6A eCLIP-seq and TDP-43 eCLIP-seq, to investigate mechanisms involved in aberrant splicing. We demonstrated that the RBP TDP-43 and the m6A writer METTL3 have altered protein subcellular localization and protein expression, respectively, in R6/2 mice and in human HD brain. These alterations accompanied a corresponding enrichment in HD-specific AS and decreased interaction with dysregulated RNAs defining the striatal HD signature. IF imaging in HD mice and HD patient brain tissue revealed co-localization of TDP-43 with mutant HTT in nuclear inclusions, decreased nuclear TDP-43 and a corresponding increase in aggregated phosphorylated TDP-43 in the cytoplasm. We also found an accumulation of spherical, fibrous-like pTDP-43 in the nucleus of Map2-positive neurons that co-localize with HTT. Our analysis of RNA-seq data from both mouse and human samples revealed changes in AS with increased exon exclusion events in HD.

We observed that 60% of the altered splicing events occurred within genes that are differentially expressed in HD, with most leading to decreased gene expression. We hypothesize that mHTT can disrupt the normal interactions of HTT with RBPs, including TDP-43 and METTL3, which may result in RBPs not being properly bound to their RNA targets, thus leading to dysregulated AS observed in our study. Consistent with this hypothesis, we showed that TDP-43 binding to genes crucial to striatal neuronal maturation and survival is decreased in HD. m6A sequencing revealed increased m6A sites on genes differentially downregulated in HD compared to non-DEGs. However, m6A depositions at specific sites on these genes are decreased in HD. This finding synergizes with the TDP-43 CLIP-seq data, as we report that TDP-43 binding is enriched near m6A modification. Functional crosstalk between RBPs and m6A has been shown for Tau, where HNRNPA2B1 connects oligomeric Tau with m6A modification as a linker^82^. Furthermore, m6A modification is required for TDP-43 binding to RNA in ALS spinal cord^51^, and toxicity is modulated through genetic perturbation of m6A machinery. Our finding that TDP-43 binding corresponds with m6A deposition on downregulated striatal genes in HD suggests a co-regulatory role for m6A modification with TDP-43 in HD.

We also report the expression of previously unannotated exon splicing in both HD mouse and human brain RNA, consistent with disruption of the known function of TDP-43 as a negative regulator of CEs^33,36,91^. Nuclear clearance of TDP-43 and aggregation of phosphorylated TDP-43 in the cytoplasm causes an increase in CE insertion in several transcripts, including *STMN2* and *UNC13a*^33–37,83^. Using isogenic iPSC-derived MSNs, we detected altered novel exon usage in HD neurons similar to the effect of TDP-43 KD in control iPSC neurons. Furthermore, a significant overlap was observed with alterations previously reported in mice with TDP-43 KD^23^. We also observed that the presence of aberrant, previously unannotated exon splicing corresponds to hallmark HD genes that are primarily downregulated; however, unexpectedly, both an increase and a decrease in novel unannotated exon expression were identified to result in DGE. We propose a mechanism in which the interaction of HTT with multiple RBPs regulates CE splicing. Further studies are required to identify additional CE-regulating RBPs.

Detecting nuclear pTDP-43 AL bodies in our study may represent a TDP-43 pathology unique to HD. These circular AL bodies do not morphologically resemble known nuclear aggregates^92^. The co-localization of AL bodies with HTT only in neurons lacking canonical HTT nuclear inclusions suggests the possibility that aggregation of TDP-43 in HD is dependent on mHTT, until mHTT reaches a seeding density to form the canonical nuclear inclusions. The shape of AL bodies suggests an unidentified core, similar to PML bodies, forming a donut-like structure around ubiquitinated and sumoylated proteins^93^. Alternatively, AL bodies may co-localize with the nucleolus. Finally, AL bodies may represent RNA-free TDP-43-containing anisosomes within the nucleus that we previously showed can occur via proteosome inhibition or specific mutation in TDP-43’s RNA recognition motif^94^. Our TDP-43 eCLIP-seq detected decreased TDP-43 binding to RNAs, making it plausible that these AL bodies may be similar to anisosomes and contain RNA-free TDP-43; this can be addressed in future studies. Here, we identified three TDP-43 aggregation phenotypes in HD, one of which has not previously been observed, which presents the possibility that our molecular readouts are resulting from a combinatorial effect of known TDP-43-dependent regulation and regulation not previously described. Our future efforts will be aimed at elucidating the role of AL bodies in HD progression and neurodegeneration.

In summary, we present here a systematic analysis of mechanisms that may contribute to aberrant splicing in HD, including through post-transcriptional RNA processing. Our data support TDP-43 loss of function coupled with altered m6A modification as a mechanism underlying AS/CE usage and critical gene dysregulation implicated in HD. Neuropathologically, we show an aggregate-like nuclear body in human HD that is independent of classical nuclear inclusions. Finally, the body of work suggests that the impact of TDP-43 dysregulation involved in disease pathogenesis is broad and may represent a pivotal therapeutic target for neurodegenerative diseases in general. The relationship discovered in the present study between TDP-43 and m6A also suggests that emergent methods to control m6A could have a therapeutic benefit through the regulation of TDP-43 (refs. ^95–97^).

## Methods

### Statistics and reproducibility

No statistical methods were used to pre-determine sample sizes; however, sample size selections were made to be similar to previously published studies. All individual data points were shown, and all experiments were repeated at least three times with similar results as represented in this study. Data were assumed to be normally distributed, but this was not formally tested. Where appropriate, all treatment groups were randomly selected, and analyses were performed blinded to treatment/disease status. Data were excluded only for animals that did not survive to endpoint, as per ethical guidance. Differential expression statistics were performed within cited packages below. Statistical testing was performed in GraphPad Prism 10 (GraphPad Software).

### Postmortem brain tissue and animal models

Human brain samples were obtained in collaboration with the Netherlands Brain Bank (NBB), the Netherlands Institute for Neuroscience, Amsterdam (open access: https://www.brainbank.nl/) and the Neurological Foundation of New Zealand Human Brain Bank (NZBB). Information on patients can be found in Supplementary Data 9. All materials have been removed of any patient identifiers. All material was collected from donors for whom or from whom a written informed consent for a brain autopsy and the use of the material and clinical information for research purposes had been obtained by the NBB and the NZBB, approved by the Health and Disability Ethics Committee (ethics no.: 14/NTA/208/AM02), Ministry of Health, New Zealand. Animal experiments were carried out in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and an approved animal research protocol by the Institutional Animal Care and Use Committee (IACUC, no. AUP-21-087) at the University of California, Irvine (UCI), an institution accredited by the Association for Assessment and Accreditation of Laboratory Animal Care. For RASL-seq, all procedures were conducted in accordance with the guidelines of the University of California, San Diego IACUC (no. S0022). iPSC work carried out in this study was approved by the UCI Human Stem Cell Research Oversight Committee (UCI hSCRO no. 118) and the UCI Institutional Review Board (UCI IRB no. 2008-6556).

### Animal model, handling and tissue harvest

All mice (B6CBA-Tg(HDexon1)62Gpb/3J (no. 006494), B6.129P2-Htttm2Detl/150J (no. 004595), B6J.129S1-Htttm1Mfc/190ChdiJ (no. 027410) and C57BL/6J (no. 000664)) in this study were obtained from The Jackson Laboratory at approximately 5 weeks of age. The sex of animals was balanced and age matched. All mice were housed on a 12-h light/dark schedule with ad libitum access to food and water. Animals were housed at controlled temperature and humidity: 70 ± 2 °F and 50 ± 5% humidity (RASL-seq: (68–79 °F) and humidity (30–70%)). Animals were aged and then euthanized with Euthasol overdose (pentobarbital sodium and phenytoin sodium). Cardiac perfusion was performed with 0.01 M PBS, followed by brain harvesting and isolation of striatum and cortex from the left hemisphere that was flash frozen in liquid nitrogen and stored at −80 °C until use for biochemical analysis. The other halves were post-fixed in 4% paraformaldehyde, cryoprotected in 30% sucrose and cut at 30 μm on a sliding vibratome for immunohistochemistry, as described below. For biochemistry, frozen tissues were lysed (lysis buffer: 50 mM Tris-HCl pH 7.4, 100 mM NaCl, 1% NP-40 (Igepal, CA630), 0.1% SDS, 0.5% sodium deoxycholate, 1:200 Protease Inhibitor Cocktail III (add fresh), 0.1 mM PMSF, 25 mM NEM, 1.5 mM aprotinin, 23.4 mM leupeptin). In brief, samples were homogenized by douncing in lysis buffer followed by incubation on ice for 30 min. Lysate was then sonicated 3× for 10 s at 40% amplitude. Protein quantification was performed by Lowery protein assay with linear range dilution.

### Knockdown of TDP-43 with ASOs in mice

C57Bl/6 males were dosed at 5 weeks of age with PBS control (*n* = 5) or ASO (Ionis Pharmaceuticals) targeting TDP-43 (*n* = 5) at 500 µg by ICV bolus injection. Two weeks after dose, cortex and striatum were collected for downstream analysis.

### Differentiation of iPSCs to MSNs and siRNA knockdown of TDP-43

iPSCs (CS83iCTR33-n1 (RRID: CVCL_IW28)) were derived from fibroblasts from a non-affected patient from the HD iPSC Consortium, 2017 (ref. ^100^) using non-integrating reprogramming techniques and CRISPR modified to an isogenic series with 18Q and 50Q CAG repeat length. Cells were grown on Matrigel-coated plates in tissue culture sterile conditions and passaged with non-enzymatic dissociation medium. Cells were fed with mTeSR1 (STEMCELL Technologies) every day and passaged at approximately 70% confluency. Small-molecule-based differentiation to MSNs was followed by Smith-Geater et al.^80^ and outline in Fig. 3b. In brief, iPSC colonies switched to neural induction medium (Advanced DMEM/F12 (1:1) supplemented with 2 mM GlutaMAX, 2% B27 without vitamin A, 10 μM SB431542, 1 μM LDN 193189, 1.5 μM IWR1) with daily medium changes. On day 4, cells were passaged 1:2 with Accutase and replated on Matrigel. Cells were passaged again 1:2 at day 8 with Accutase and replated on Matrigel in a different medium (Advanced DMEM/F12 (1:1) supplemented with 2 mM GlutaMAX, 2% B27 without vitamin A, 0.2 μM LDN 193189, 1.5 μM IWR1, 20 ng ml^−1^ Activin A). At day 16, cells were dissociated with Accutase and plated at a density of 111,000 per cm^2^ on NUNC-treated tissue culture plastic treated with poly-d-lysine and Matrigel in SCM1 medium (Advanced DMEM/F12 (1:1) supplemented with 2 mM GlutaMAX, 2% B27, 10 μM DAPT, 10 μM forskolin, 300 μM GABA, 3 μM CHIR99021, 2 μM PD 0332991, to 1.8 mM CaCl_2_, 200 μM ascorbic acid, 10 ng ml^−1^ BDNF), 50% medium change every 2–3 d. Full medium change to SCM2 medium at day 23 (Advanced DMEM/F12 (1:1): Neurobasal A (50:50) supplemented with 2 mM GlutaMAX, 2% B27, 1.8 mM CaCl_2_, 3 μM CHIR99021, 2 μM PD 0332991, 200 μM ascorbic acid, 10 ng ml^−1^ BDNF) was carried out, 50% medium change every 2–3 d until day 37. Human TDP-43 and non-targeting control siRNA were obtained from Horizon Discovery (Accell SMARTPool, E-012394-00-0050); cells were treated with siRNA on day 23 and harvested at day 37.

### Co-IP/immunoblotting

For each tissue type, the optimal protein concentration and primary antibody concentration were determined by linear range according to LI-COR’s protocol. For co-IP, 1 mg of protein was used for each IP—1:1,000 dilution of primary antibody and 30 µl of Dynabeads sheep anti-rabbit or goat anti-mouse. IP was carried out by incubation for 1 h at room temperature, and then a wash was performed with 3× high-salt wash buffer (50 mM Tris-HCl pH 7.4, 1 M NaCl, 1 mM EDTA, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate), followed by 2× low-salt wash buffer (20 mM Tris-HCl pH 7.4, 10 mM MgCl_2_, 0.2% Tween 20). Elution was achieved by 10-min incubation at 80 °C in 1× LDS and 1 mM DTT. Co-IP and regular western blot samples were run on 4–12% Bis-Tris gels and 3–8% Tris-acetate. Specific protein band analysis was performed using LI-COR Empira Studio software with normalization to Revert total protein stain.

### IF staining

A list of primary and secondary antibodies with dilutions used in this study can be found in Supplementary Data 10.

For mouse samples, coronal sections that included the striatum were selected. Antigen retrieval (AR) was performed for 20 min at 80 °C (AR buffer: 10 mM Tri-Na citrate buffer, pH 9 + 0.05% Tween 20). Tissue slices were permeabilized for 10 min at room temperature (permeabilization buffer: PBS + 2.5% BSA and 0.2% Triton X-100), followed by blocking for 2 h at room temperature (blocking buffer: PBS + 5% NGS (or NDS) + 1% BSA + 0.1% Triton X-100). Primary antibodies were added at the indicated concentration in blocking buffer and incubated overnight at 4 °C. Secondary antibody was performed for 2 h at room temperature, followed by Hoeschst (1:3,000) for 10 min at room temperature. Tissues were then mounted onto slides and coverslips with Fluoromount-G (Southern Biotech, 0100-01) and stored at 4 °C. For human, 5 µm of paraffin-embedded sections was used. Tissue sections were heated at 65 °C for 30 min and then deparaffinized with 100% CitriSolv (Thermo Fisher Scientific, 04-355-121) for 15 min two times, 100% EtOH for 5 min two times, 95% EtOH for 5 min, 70% EtOH for 5 min, 50% EtOH for 5 min, Milli-Q water for 5 min two times and rehydrated, and then AR was performed with antigen unmaking solution (Vector Laboratories, H-3301) for 20 min at 95 °C. Sections were blocked for 1 h at room temperature with 5% normal goat or donkey serum in 0.1% Triton X-100. Sections were incubated in primary antibody overnight at 4 °C in 1% normal donkey serum in 0.1% Triton X-100. Sections were then incubated in secondary antibodies (1:400 dilution) for 1 h at room temperature in 1× PBS. Secondary antibodies used included Alexa Fluor 488 (1:400; Thermo Fisher Scientific, A-21202) and Alexa Fluor 555 (1:400; Thermo Fisher Scientific, A-31570). Tissues were then treated with TrueBlack Lipofuscin Autofluorescence Quencher (Biotium, 23007) and incubated in Hoeschst for 10 min at room temperature. Sections were then mounted with coverslips using Fluoromount-G.

### Microscopy, IF intensity measurement and co-localization analysis

Images were taken on a Zeiss AiryScan 900 and an Olympus FluoView FV2000 confocal system, with ×40 and ×63 objectives. Images were processed using AiryScan software. Images were taken with the same acquisition settings. Images were then imported to Imaris imaging software version 9 for post-imaging analysis. AL body images had background subtraction to make the phenotype clearer; however, no intensity measurements or statistics were performed. For image analysis, images had all ‘auto-adjustment’ settings reset to raw values. Next, the exact brightness and contrast, minimum/maximum and gamma (default value of 1) were applied to all images for comparison and analysis. For intensity measurement, each cell containing nuclear IF signal was quantified with the Imaris surface tool (version 10) and CellProfiler (version 4.2.6). Normalization was performed between animals by dividing by surface volume. Statistical analysis was performed with unpaired two-tailed *t*-test between HD versus NT and one-way ANOVA with multiple comparisons where appropriate.

### RNA library preparation and sequencing

Starting from mouse frozen cortex, striatal tissue or iPSCs, 1 µg of RNA was extracted and DNase treated using TRIzol (Invitogen) and the manufacturerʼs procedure. The isolated RNA was then used for paired-end library preparation with Illumina TruSeq with Ribo-Zero and sequenced on an Illumina NovaSeq 6000 using the S4 flowcell. RNA quality and concentration were determined with a Bioanalyzer and quantified with Qubit. Targeted read depth was 50 million reads per sample using paired-end sequencing, 100 base pairs (bp). FASTQ files were subjected to FASTQC (version 0.11.7) for quality control analysis, aligned to mm10 or hg38 using STAR aligner (version 2.7.0)^101^. Reference genomes were as follows: human, Homo_sapiens.GRCh38.104.gtf and Homo_sapiens.GRCh38.dna.primary_assembly.fa; mouse, gencode.vM25.annotation.gtf and GRCm38.p6.genome.fa. A count matrix was generated using featureCounts (version 2.0.1)^102^; differential gene analysis was performed with DESeq2 (version 1.42.0)^103^; and genes with low expression were filtered out. For plotting of normalized counts, counts were normalized with trimmed mean of M-values (TMM) in the edgeR package (version 4.0.16)^104,105^. GO analysis and statistics were performed using GOrilla^106^. Motif enrichment was performed with HOMER (http://homer.ucsd.edu/) (version 4.11.1), and plotting was performed with ggplot2 (https://ggplot2.tidyverse.org/) (version 3.4.1).

### AS and CE analysis

rMATS^60^ was used for analysis of AS sites from RNA-seq data. The following options were used: [–od ‘nt_vs_hd’–tmp ‘tmpFolder’ -t paired–readLength 101–cstat 0.0001–libType fr-firststrand–nthread 20 –novelSS]. For novel splice sites, rMATS was re-run with the option –NovelSS. For analysis of AS of single-nuclei RNA-seq data, DESJ-detection was used according to Liu et al.^66^. In every instance, only splice sites with FDR < 0.05 were considered significant. MAJIQ (2.4.dev3 + g85d0781) and LeafCutter (version 0.2.9) analysis were performed following Brown et al.^34^ and Ma et al.^35^.

### RASL-seq

HD R6/2 (*n* = 3 NT, 3 R6/2), Q150 (*n* = 5 WT, 4 HET, 3 HOMO) and Q175 (*n* = 5 WT, 4 HET, 4 HOMO) mouse models at 3 months, 7 months and 18 months, respectively, were used to construct libraries. In total, 9,496 primer pairs targeting known splice junctions were used to amplify libraries for the Illumina sequencing platform. Standard analyses were performed as outlined by Li et al.^98^. In brief, total RNA was mixed with 2× binding cocktail: 40 mM Tris-HCl, pH 7.6, 1 M NaCl, 2 mM EDTA, 0.2% SDS, 5 nM each oligo probe, 100 nM biotinylated oligo(dT)25 and 5 μl of streptavidin-coated magnetic beads. Samples were then heated at 65 °C to denature RNA, followed by 45 °C for 1 h for probe annealing. Next, samples were washed 5× with 1× ligation buffer (T4 DNA ligase (Fermentas, EL0011)). Ligation was carried out at 37 °C for 1 h with 5 U of T4 DNA ligase. Samples were then washed 3× and resuspended in 30 µl of water. Next, samples were incubated at 65 °C for 5 min to release ligated probes. Then, 5 µl of ligated probes was mixed with 10 µl of PCR cocktail containing 1× AmpliTaq GOLD PCR buffer (Life Technologies, N8080241), 0.6 μM P5 primer, 0.6 μM barcoded primer, 1.5 mM MgCl_2_, 200 μM dNTPs and 0.45 U AmpliTaq Gold DNA polymerase, followed by the PCR: (1) 94 °C for 10 min; (2) 20–25 cycles at 94 °C for 30 s; (3) 58 °C for 30 s; and (4) 72 °C for 30 s. The amount of pooled and purified PCR products was quantified with a Qubit fluorometer before sequencing. Raw data can be found in Supplementary Data 11 and 12.

### PacBio Iso-seq

Ten micrograms of TRIzol-extracted RNA from mouse cortex and striatum was treated with Terminator 5′-Phosphate-Dependent Exonuclease (Lucigen, TER51020) according to the manufacturer’s protocol. RNA was purified using a Zymo RNA Clean & Concentrator-5. Spike-in RNA control (0.3 µl), SIRV set 3 (Lexogen) diluted 1:10, was added to 300 ng of purified RNA before cDNA synthesis. A modified protocol was used for cDNA synthesis using SuperScript IV and template-switching oligos^107^. cDNA was pre-amplified using KAPA HiFi HotStart Ready Mix (Roche) for 27 cycles. Iso-seq libraries were prepared using the SMRTbell Template Express Prep Kit 2.0 (PacBio) using 300 ng of cDNA input per sample according to the manufacturer’s protocol. After library preparation, DNA was purified with 0.45× AMPure PB beads, washed with 80% EtOH twice and eluted with 100 µl of elution buffer. DNA was eluted from the beads at 37 °C for 15 min. A second round of purification with AMPure PB beads was included, and each DNA library was eluted in 10 µl. DNA library quality and consistency were verified with a Qubit and a Bioanalyzer and loaded onto the PacBio Sequel II sequencer. PacBio sequencing data were analyzed using SMRT Analysis software (version 9.0) (PacBio). Consensus reads were generated using ccs 4.2.0 with options –skip-polish–minLength 10–minPasses 3–min-rq 0.9–min-snr 2.5. Adapters were removed with lima 1.11.0 with options –isoseq–min-score 0–min-end-score 0–min-signal-increase 10–min-score-lead 0. Full-length non-chimeric reads were extracted, were oriented to the correct strand and had polyA tails clipped using isoseq3 refine 3.3.0 with options –min-polya-length 20–require-polya. The resulting full-length non-chimeric reads were mapped to mm10 reference genome using minimap2 (2.17-r941)^108^ with options -ax splice:hq -uf -MD. TranscriptClean (version 2.0.2) (https://github.com/mortazavilab/TranscriptClean) was used for error correction with the option –canonOnly, and TALON (version 5.0)^64^ was used for error correction and transcript identification and quantification. The module talon_label_reads with option –ar 20 was used to compute the fraction of As at the ends of read alignments. TALON databases of mouse (Ensembl 87 annotations) were created using talon_initialize_database with options –l 0–5p 500–3p 300. The TALON module was run with default parameters to identify transcripts using the initialized database. Filtered transcript lists, which are limited to known and consistently observed transcripts, were generated using talon_filter_transcripts. 

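The abundances used here are the unfiltered ones. They list 815498 isoforms for each of 20 runs, of which 116902 had 0 reads in every run. Reads of genes on the Y chromosome were counted in all 16 samples, which are from males. Of the 37726 known isoforms listed, 37584 (99.6%) had exons in GENCODE M21 under the same identifier, and 37437 of these had the same number of exons there. Between the 2 runs of a striatal sample, the chi-square per degree of freedom over genes lay between 2.17 and 2.63, where counting error alone gives about 1, so the runs of a sample differed by more than counting error. For the 24 pairs of replicates of a condition it lay between 2.30 and 22.6.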

Filtered and unfiltered transcript abundances were obtained using the talon_abundance module.

### TDP-43 and m6A eCLIP-seq

eCLIP-seq was carried out with commercial kits from ECLIPSEBIO with the data analysis add-on (https://eclipsebio.com). Male and female R6/2 and corresponding NT animals from the matching cohort (*n* = 4 per group) were aged to 12 weeks. Striatum and cortex were dissected and flash frozen in liquid nitrogen. For m6A eCLIP, total RNA was extracted using TRIzol. mRNA was enriched using poly-dT beads (New England Biolabs) and cleaned with Zymo Clean & Concentrator-5 according to standard protocol and then followed the ECLIPSEBIO protocol. For TDP-43 eCLIP, samples were homogenized to a powder with a BioSpec 59012N Tissue Pulverizer. Samples were next UV crosslinked 2× at 400 mJ cm^−2^. Samples were collected in a 1.5-ml tube. Next, the RBP-eCLIP kit from ECLIPSEBIO with data analysis was used following RBP-eCLIP Protocol V2.01R to generate TDP-43 eCLIP-seq libraries (based on Van Nostrand et al.^79^). Then, 2 µg of TDP-43 antibody was used for each IP (Bethyl Laboratories, A303-223A). IP and corresponding input samples were sequenced at 50 million reads using 100-bp paired-end sequencing on the NovaSeq 6000 with the S4 flow cell. Male and female samples were compared using irreproducibility discovery rate (IDR) incorporated into CLIPper peak finder^109^ to identify reproducible binding peaks and filtered by *P* < 0.001 and log(FC) > 3. A density plot was created using IDR peak location and IP BAM files with deepTools (version 3.5.1)^110^. A metagene plot was created with MetaPlotR (version 2.0.5)^111^ using the following standard pipeline^111^.

### LC–MS analysis of m6A

Processing of RNA for LC–MS-based m6A analysis was performed as described in Mathur et al.^112^. In brief, 100 ng of twice-purified polyA-RNA was digested with 1 U of nuclease P1 (Sigma-Aldrich, N8630) for 2 h at 37 °C, followed by treatment of 1 U of alkaline phosphatase (Sigma-Aldrich, P5931) for 2 h at 37 °C. Then, 21.5 μl of the purified nucleoside sample (equivalent of 25 ng of RNA) was mixed with 2× volume (43 μl) of acetonitrile. Samples were centrifugated at 16,000*g* for 10 min at 4 °C, and 40 µl of supernatant was loaded into MS vials. Adenosine and m6A signals were analyzed by a quadrupole Orbitrap mass spectrometer (Thermo Fisher Scientific) coupled to hydrophilic interaction chromatography (HILIC) via electrospray ionization. LC separation was performed on an Xbridge BEH amide column (2.1 mm × 150 mm, 2.5-µm particle size, 130-Å pore size; Waters) at 25 °C using a gradient of solvent A (5% acetonitrile in water with 20 mM ammonium acetate and 20 mM ammonium hydroxide) and solvent B (100% acetonitrile). The flow rate was 200 µl min^−1^. The LC gradient was as follows: 0 min, 75% B; 3 min, 75% B; 4 min, 50% B; 7 min, 50% B; 7.5 min, 75% B; 11 min, 75% B. The autosampler temperature was set at 4 °C, and the injection volume of the sample was 3 μl. MS data were acquired in positive ion mode with a full-scan mode from *m*/*z* 240 to 290 with 140,000 resolutions. Data were analyzed using El-MAVEN software (version 0.12.0). Adenosine (Sigma-Aldrich, A9251) and m6A (Selleckchem, S3190) standards were quantified based on standard calibration curves using authentic standards.

### Figure artwork

Figures 1a and 3d and Supplementary Fig. 4a contain artwork created in BioRender (Thompson Lab, https://biorender.com/d90p843 (2024)).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-024-01850-w.

## Supplementary information

Supplementary Information Supplementary Figs. 1–11, figure legends for Supplementary Data 1–12 and supplementary figures and references.

Reporting Summary

Supplementary Data 1–12 Supplementary Data legends: Supplementary Data 1: Column A, list of RBPs that are enriched in the HDinHD proteome dataset; column C, list of RBPs predicted from SONAR^57^. Supplementary Data 2: DGE data from DESeq2 (ref. ^103^). *n* = 10 (five males, five females) per genotype were used for analysis. Statistical *P* values listed were determined using the DESeq2 package. Left side shows cortex data; right side shows striatum data. Filtered for events with adjusted *P* < 0.05. Supplementary Data 3: List of CHDI’s 266 striatal genes that are dysregulated in HD mouse models. Column C shows direction of change relative to HD condition. Supplementary Data 4: List of significant (FDR < 0.05) SEs as annotated by rMATS. Cortex, rows 3–3,524; striatum, rows 3,529–7,689. Human (Al-Dalahmah et al., Human SE), rows 7,691–12,372. Human (Labadorf et al., Human SE), rows 12,377–17,821. *P* values were determined and output by rMATS. Supplementary Data 5: Output from MAJIQ and LeafCutter. Dataset was filtered for probability changing >.90 for MAJIQ and deltaPSI >.10 or −.10. MAJIQ cortex, rows 3–203. MAJIQ striatum, rows 207–443. LeafCutter cortex, rows 447–610. LeafCutter striatum, rows 614–857. Supplementary Data 6: DGE data from DESeq2 (ref. ^103^). DESeq2 output from HTT (18Q) versus mHTT (50Q) day 37 MSNs. *n* = 3 per genotype were used for analysis. Statistical *P* values listed were determined using the DESeq2 package. Filtered for events with adjusted *P* < 0.05. Supplementary Data 7: DGE data from DESeq2 (ref. ^103^). DESeq2 output from HTT (18Q) non-targeting siRNA versus TDP-43 KD siRNA at day 37 MSNs. *n* = 3 per genotype were used for analysis. Statistical *P* values listed were determined using the DESeq2 package. Filtered for events with adjusted *P* < 0.05. Supplementary Data 8: List of DEGs that overlapped between TDP-43 KD and mHTT dependent (*P* < 0.05) as determined by the hypergeometric test. Column A contains genes that overlap with upregulated genes in the mHTT condition; column B contains genes that overlap with downregulated genes in the mHTT condition. Supplementary Data 9: Summary of human postmortem brain tissues used in this study. F, female; HD-X, with X indicating Vonsattel grading; M, male; PMD, postmortem delay. Supplementary Data 10: List of antibodies used in this study. Supplementary Data 11: List of primer pairs used for RASL-seq. Supplementary Data 12: RASL-seq raw data for R6/2 (starting at row 1), Q150 (starting at row 1,748) and Q175 (starting at row 3,538).

## Data Availability

Public datasets used in this study included Polymenidou et al. (Gene Expression Omnibus (GEO): GSE27394)^23^; Al-Dalahmah et al. (requested from author)^63^; Labadorf et al. (GEO: GSE64810)^78^; and Šušnjar et al. (GEO: GSE171714)^73^. All sequencing raw data generated in this study are deposited in the GEO or provided in Supplementary Information, with the following accession numbers: GSE278354, GSE278893, GSE279460 and GSE281847. All data are available in the main text or Supplementary Information; all other data will be made available upon reasonable request.

# Supplementary material for: Aberrant splicing in Huntington’s disease accompanies disrupted TDP-43 activity and altered m6A RNA modification
**Source:** Nat Neurosci. 2025 Jan 6;28(2):280–92. doi: 10.1038/s41593-024-01850-w
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–11, figure legends for Supplementary Data 1–12 and supplementary figures and references.

# **Aberrant splicing in Huntington's disease accompanies disrupted TDP-43 activity and altered m6A RNA modification**

---

In the format provided by the  
authors and unedited

---

1 **Supplementary Figures:**  
**Supplementary Figure 1**

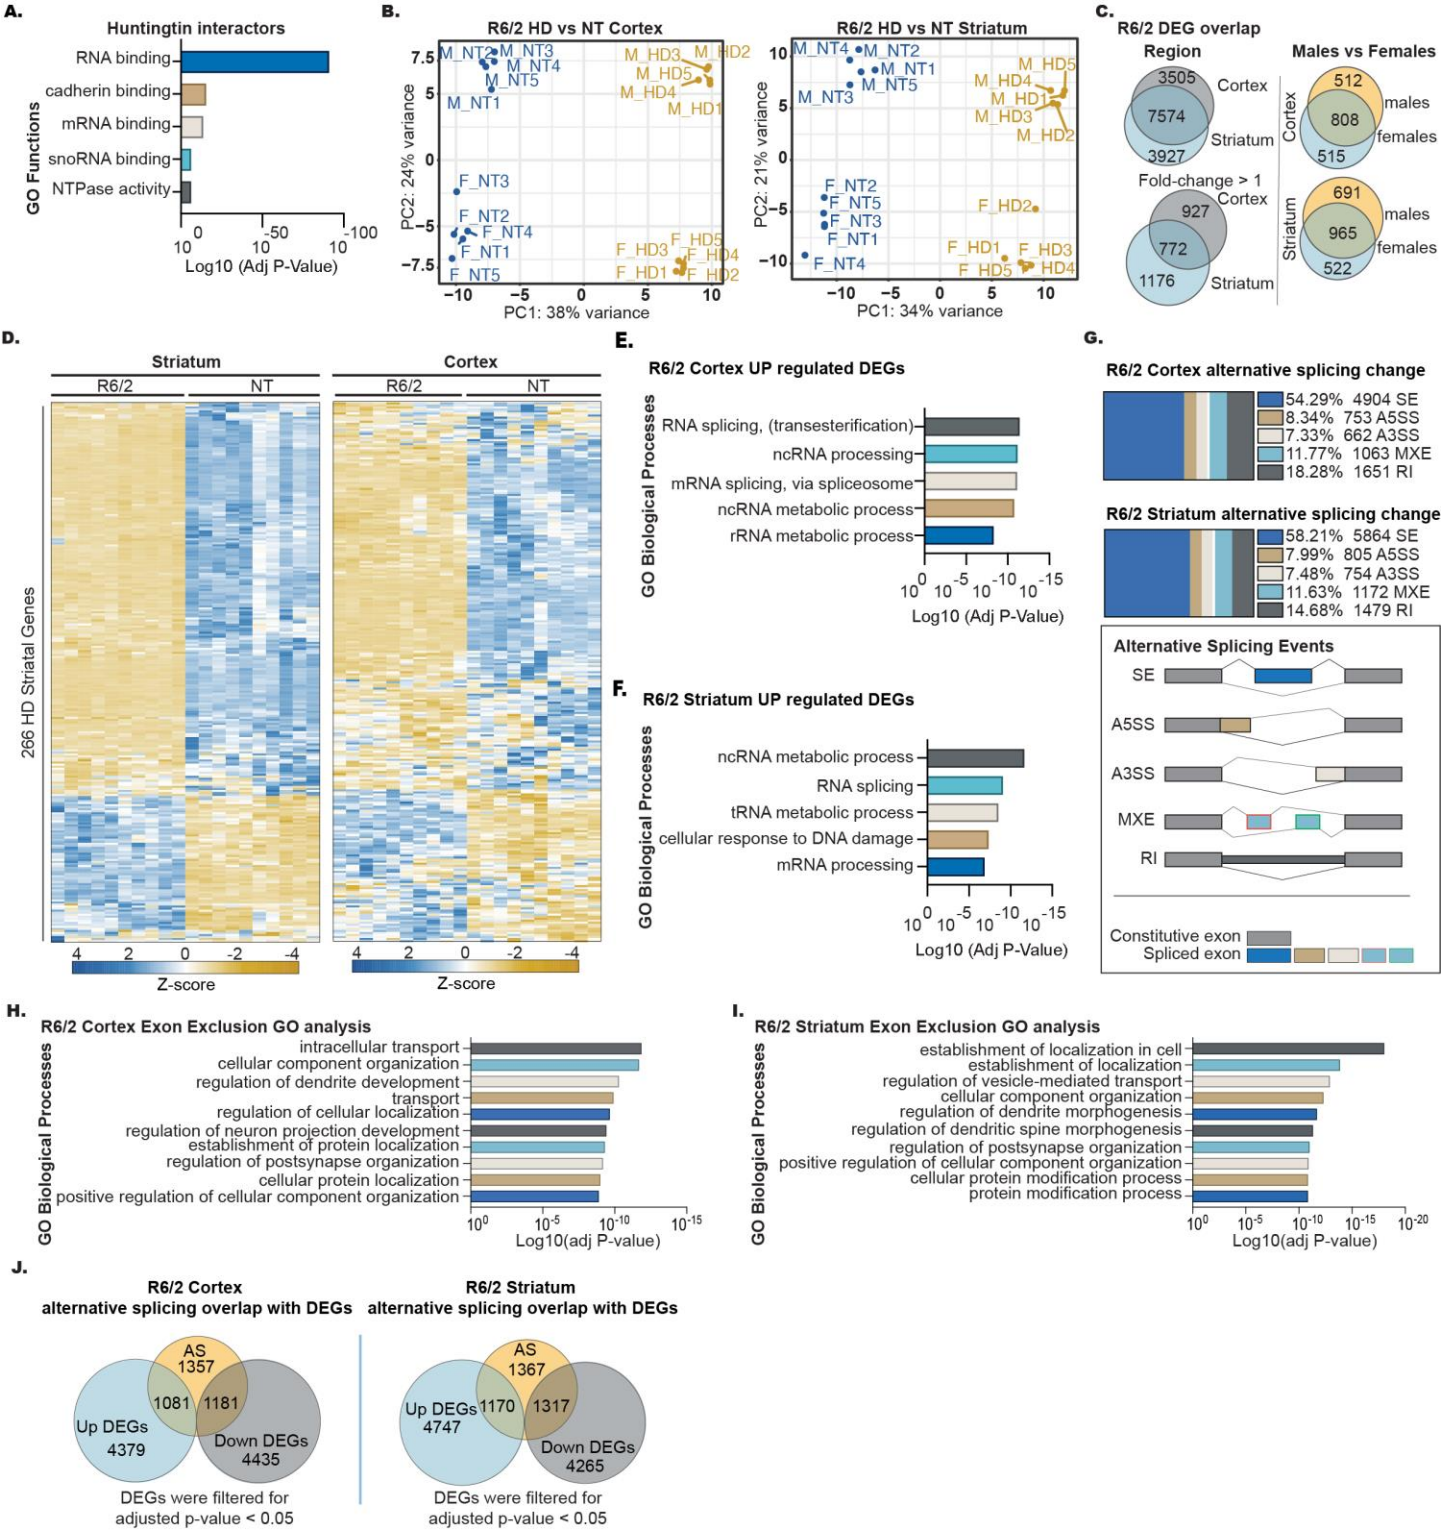

Supplementary Figure 1. Alternative splicing changes in HD mouse models.

(A) Gene ontology analysis [1] for molecular functions of 4182 predicted protein interactors of Huntingtin. p-value was derived within the GO-rilla analysis package [2]. X-axis represents the  $\log_{10}(\text{adjusted p-value})$  derived from statistical testing within the GO-rilla analysis package. (B) Principal Component Analysis (PCA) from the RNA-seq data from striatum and cortex of 12 weeks old R6/2 mice. Separation between groups is observed on PC1 by genotype and on PC2 by sex. Count data was generated with FeatureCount [3], blue are NT samples and yellow are R6/2 samples. F = female / M = male. (C) Venn diagram showing overlap of differentially expressed genes (DEGs) output from DESeq2 [4] between striatum, cortex, male, and female samples. Significance was determined by adjusted p-value < 0.05, male vs female DEGs are filtered for  $\log_2(\text{foldchange}) > 1$ . (D) Heatmap showing gene expression changes in RNA-seq data of the 266 striatal DEGs defining the signature reported by Obenaus et al. [5]. Heatmap contains 10 males and 10 female samples with 5 NT and 5 HD from each group. Gene ontology analysis for biological processes of upregulated genes identified by DESeq2 [4] in 3 months old R6/2 mice from cortex (E) and (F) striatum. Gradient scale represents Z-scores of normalized gene counts. (G) Significant splicing event changes in the cortex (top) and striatum (bottom) from rMATs [6] analysis (FDR < 0.05). Gene Ontology analysis for biological process of the significant skipped exons in the R6/2 cortex (H) and striatum (I). (J) Overlap between significant alternatively splicing events from rMATs and genes up and downregulated in the R6/2 cortex (left) and striatum (right). DEGs were filtered for adjusted p-value < 0.05. p-values for C, E, F, H, I, & J were derived from statistical testing within the DESeq2 analysis package [4].

## Supplementary Figure 2

### A.

#### RASL-seq splicing signatures in HD mice

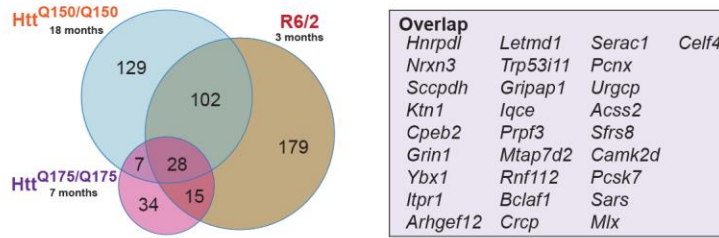

### B.

#### RASL-seq validation by RT-PCR

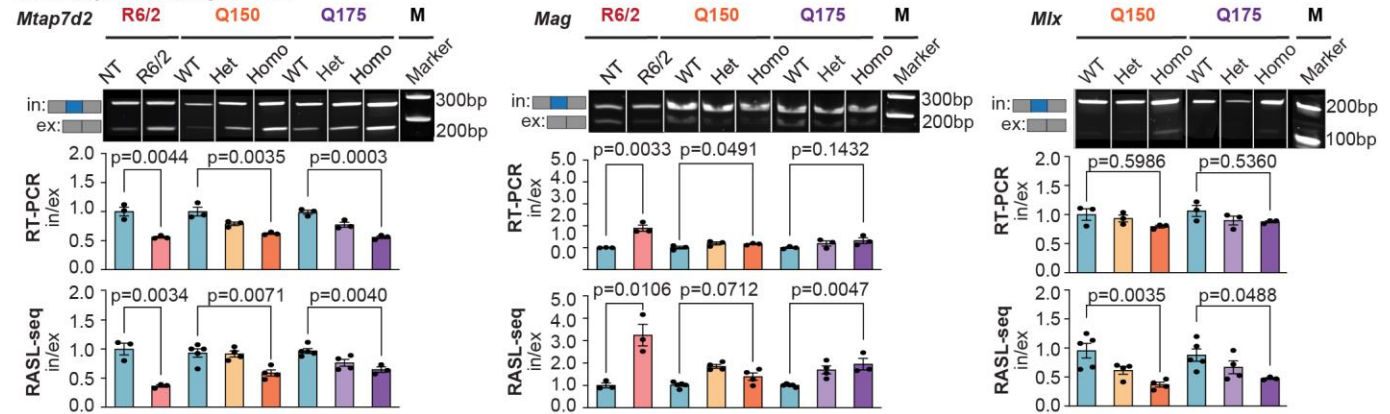

#### Supplementary Figure 2. RASL-seq validation.

(A) Venn diagram showing the overlap of significant splicing changes identified by RASL-seq [7] between the R6/2 (R62=3, NT=3), Q150 (WT=5, Het=4, Homo=4) and Q175 mice (WT=5, Het=4, Homo=3). (B) PCR primers were generated to validate (RT-PCR, n=3 per genotype) the included and excluded isoforms detected by RASL-seq. Statistical significance was determined by a one-way ANOVA with Tukey's multiple comparison test for Q150 and Q175, and by unpaired two-tailed t-test for R6/2. Mtap7d2: R6/2: RT-PCR, p-value=0.0044, t=5.789, df=4, F=22.25, 95%CI=-0.6518 to -0.2292 | RASL-seq, p-value=0.0034, t=6.227, df=4, F=24.30, 95%CI=-0.9215 to -0.3532 || Q150: RT-PCR, p=0.0035, df=6, F=15.53, 95%CI= 0.1696 to 0.5871 | RASL-seq, p=0.0071, df=10, F=9.273, 95%CI=0.1044 to 0.5834 || Q175, RT-PCR, p=0.0003, df=6, F=39.14, 95%CI=0.2811 to 0.5795 | RASL-seq, p=0.0040, df=9, F=10.96, 95%CI=0.1205 to 0.5219 || Mag: R6/2: RT-PCR, p-value=0.00334, t=6.292, df=4, F=911.3, 95%CI=0.4957 to 1.279 | RASL-seq, p-value=0.0106, t=4.530, df=4, F=20.06, 95%CI=0.8693 to 3.623 || Q150: RT-PCR, p=0.0491, df=6, F=3.451, 95%CI=-0.4058 to 0.07928 | RASL-seq, p=0.0712, df=10, F=16.04, 95%CI=-0.7734 to 0.03191 || Q175, RT-PCR, p= 0.1432, df=6, F=2.525, 95%CI=-0.7645 to 0.1201 | RASL-seq, p= 0.0047, df=9, F= 11.16, 95%CI=-1.549 to -0.3390 || Mlx: Q150: RT-PCR, p=0.3845, df=6, F=1.126, 95%CI=-0.4502 to 0.2274 | RASL-seq, p=0.0044, df=10, F=9.846, 95%CI=0.2189 to 0.9472 || Q175, RT-PCR, p=0.5360, df=6, F=0.9074, 95%CI=-0.2222 to 0.4786 | RASL-seq, p=0.0488, df=9, F=4.030, 95%CI=0.002418 to 0.8346 || Data are presented as mean values +/- SEM.

Supplementary Figure 3

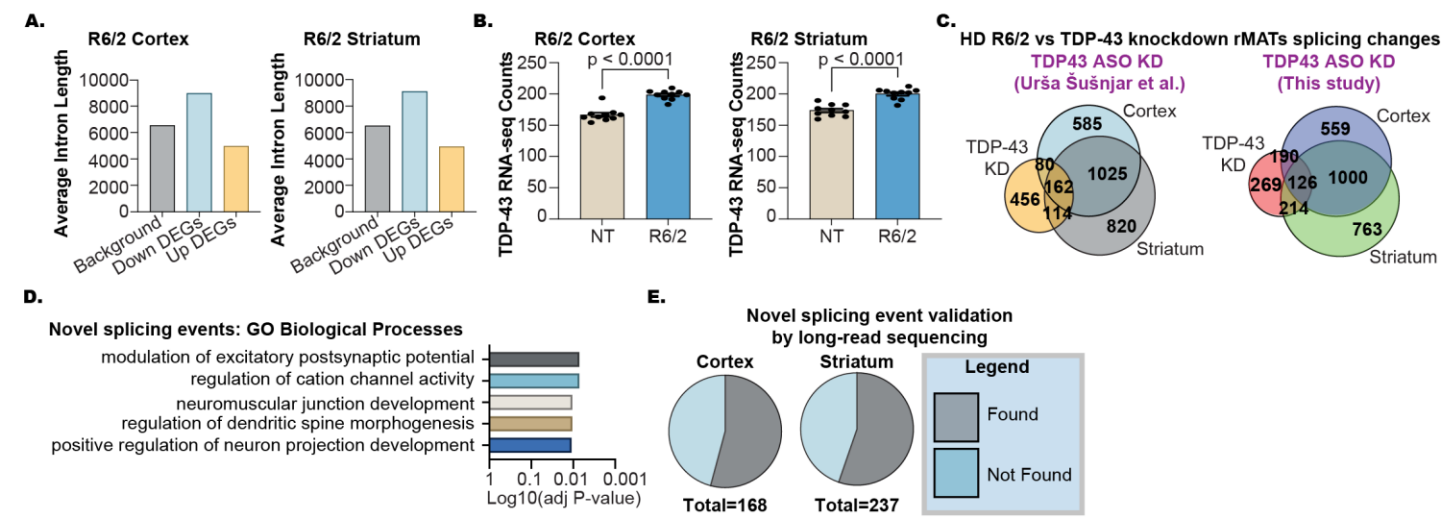

Supplementary Figure 3. Transcriptomic similarities between TDP-43 loss-of-function and HD R6/2. (A) For all expressed genes (base mean > 1, from DeSeq2) the intron length was pulled using the mm10 mouse genome annotation and the average intron length per group was calculated (all introns / sum of introns). Intron length in genes differentially expressed in R6/2 mice compared to controls (Up DEGs and Down DEGs) was compared to intron length in non-differentially expressed genes (Background). (B) Normalized RNA-seq counts for TDP-43 mRNA in cortex from 12-week-old R6/2 mice generated from FeatureCount.  $n=10$  biological replicates per genotype (5 males, 5 females) Significance determined by unpaired two-tailed student t-test (cortex: p-value < 0.0001,  $t=7.749$ ,  $df=18$ ,  $F=2.032$ ,  $95\%CI=23.22-40.50$  | striatum: p-value < 0.0001,  $t=6.402$ ,  $df=18$ ,  $F=1.129$ ,  $95\%CI=17.74-35.07$ ). Data are presented as mean values +/- SEM. (C) Comparison of R/2 versus NT rMATs [6] SE output and TDP-43-dependent rMATs SE output (Šušnjar, 2022 [8]) in mouse neurons and whole cortex and striatal tissues ( $n=5$ /treatment). (D) Gene Ontology analysis of mHTT dependent novel splicing events for biological processes. (E) PacBio Iso-Seq validation of Novel splicing events, isoforms were searched for the inclusion or exclusion of novel splice products.

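NIC and NNC isoforms of 1 genotype only were sought as those with at least 5 reads in at least 2 mice of 1 genotype and 0 reads in all 4 mice of the other. In the cortex, 0 such isoforms were found in R6/2 mice and 2 in NT mice. In the striatum, 2 were found in R6/2 mice and 6 in NT mice. For all 70 sets of 4 among the 8 mice of a region, the number of isoforms found in the set only lay between 0 and 5 in the cortex, with a median of 0, and between 0 and 26 in the striatum, with a median of 1. Depth limits this search, since an isoform with few reads can be missed in a mouse that has it.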

Supplementary Figure 4

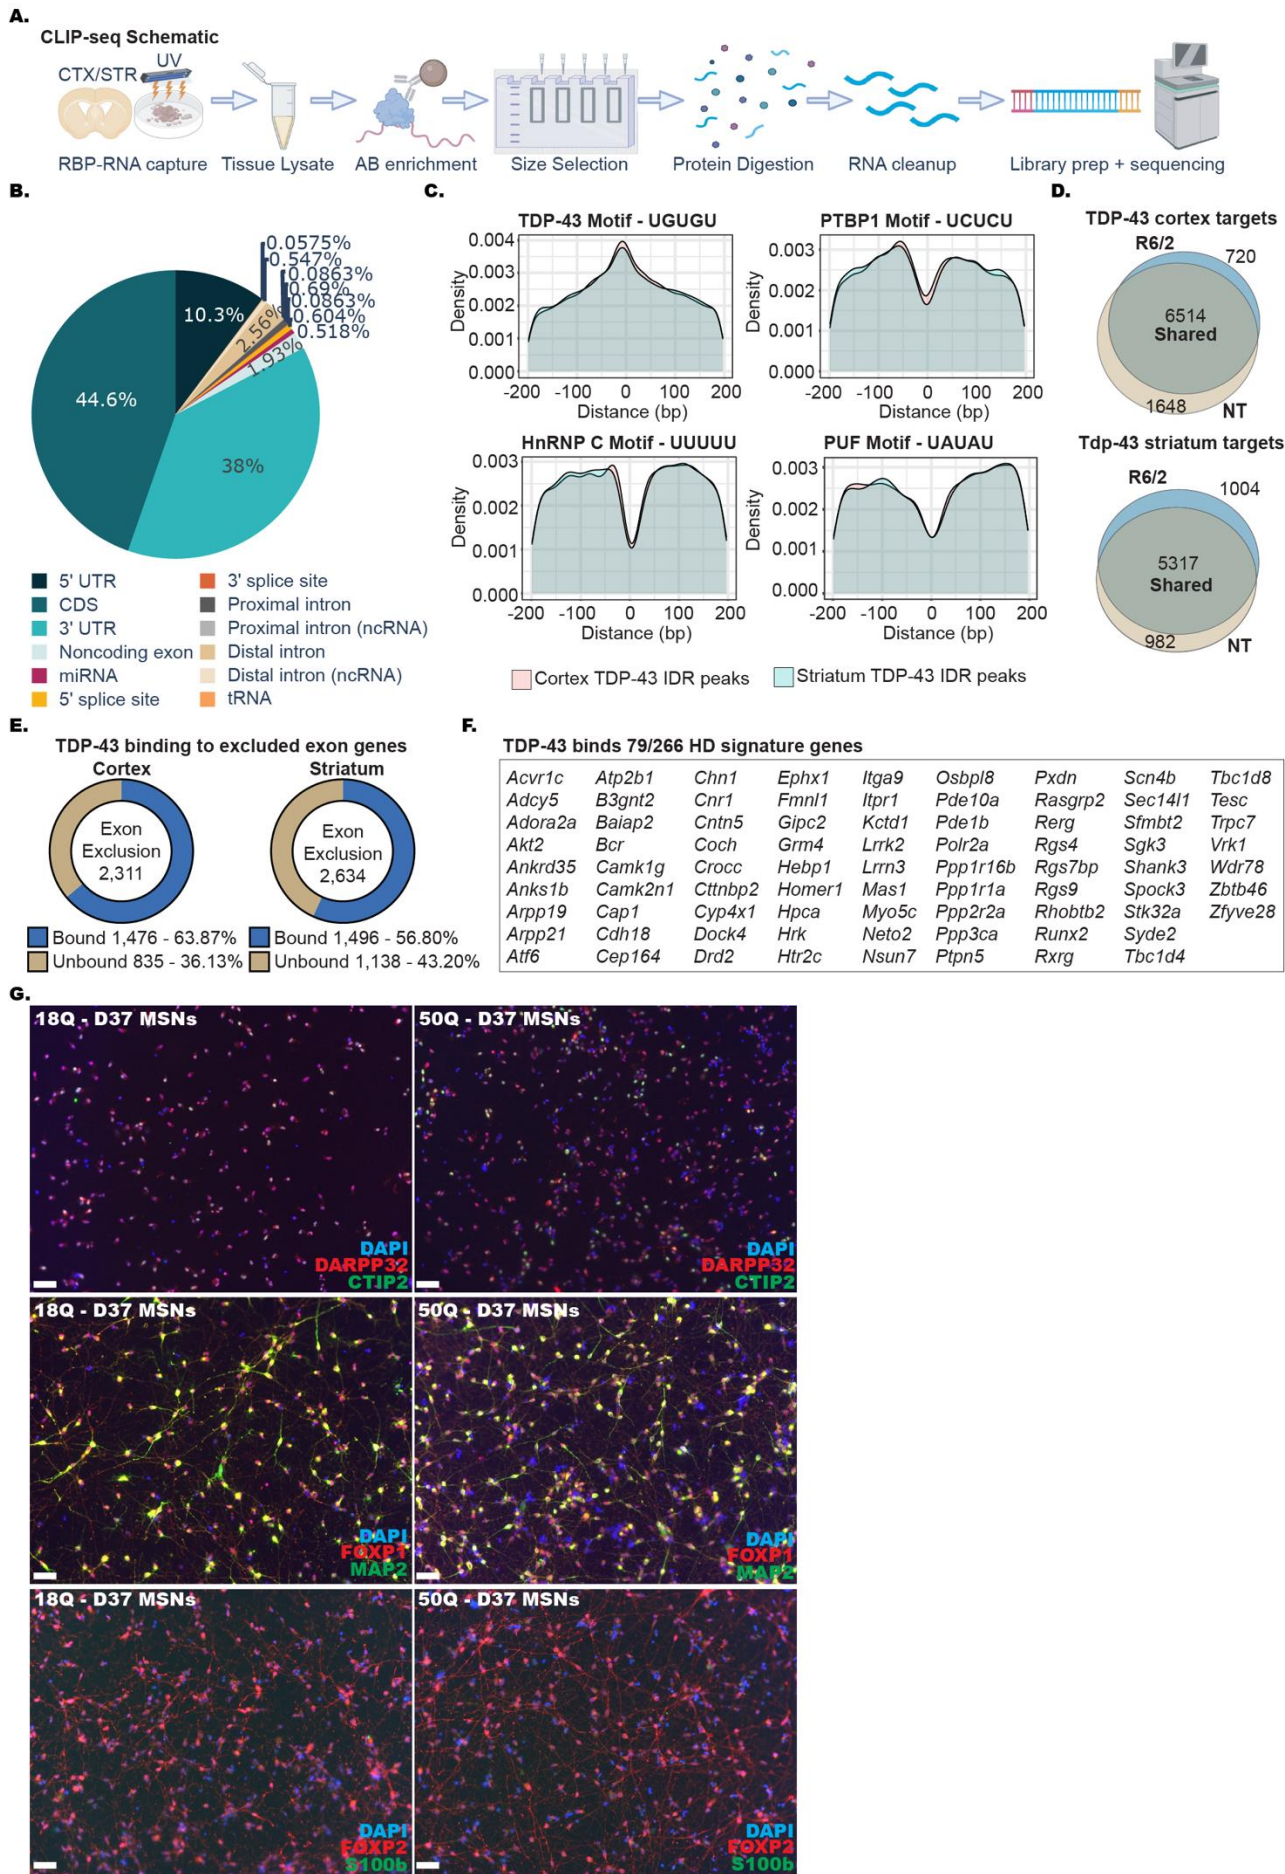

Supplementary Figure 4. TDP-43 binds to HD R6/2 dysregulated genes.

(A) Schematic of TDP-43 eCLIP-seq experiment. (B) Pie chart showing the classification of TDP-43 peaks in the genome. (C) TDP-43 eCLIP-seq IDR peaks centered at the 0 position. Y-axis represents the density at which the UGUGU, UCUCU, UUUUU, and UAUAU motifs can be found. (D) Venn diagram showing the number of genes that overlaps between R6/2 vs NT TDP-43 CLIP peaks in the cortex and striatum. (E) TDP-43 peaks overlapping with HD R6/2 exon exclusion (CTX: 1,476/2,311, STR: 1,496/2,634) (1,496/2,634). (F) List of 79/266 HD R6/2 striatal signature genes that are bound by TDP-43 from TDP-43 CLIP-seq reanalysis. (G) Representative QC staining for d37 MSNs derived from iPSCs. Scale bar = 50  $\mu$ m. 3 images were taken per stain per replicate with similar results represented above.

Supplementary Figure 5

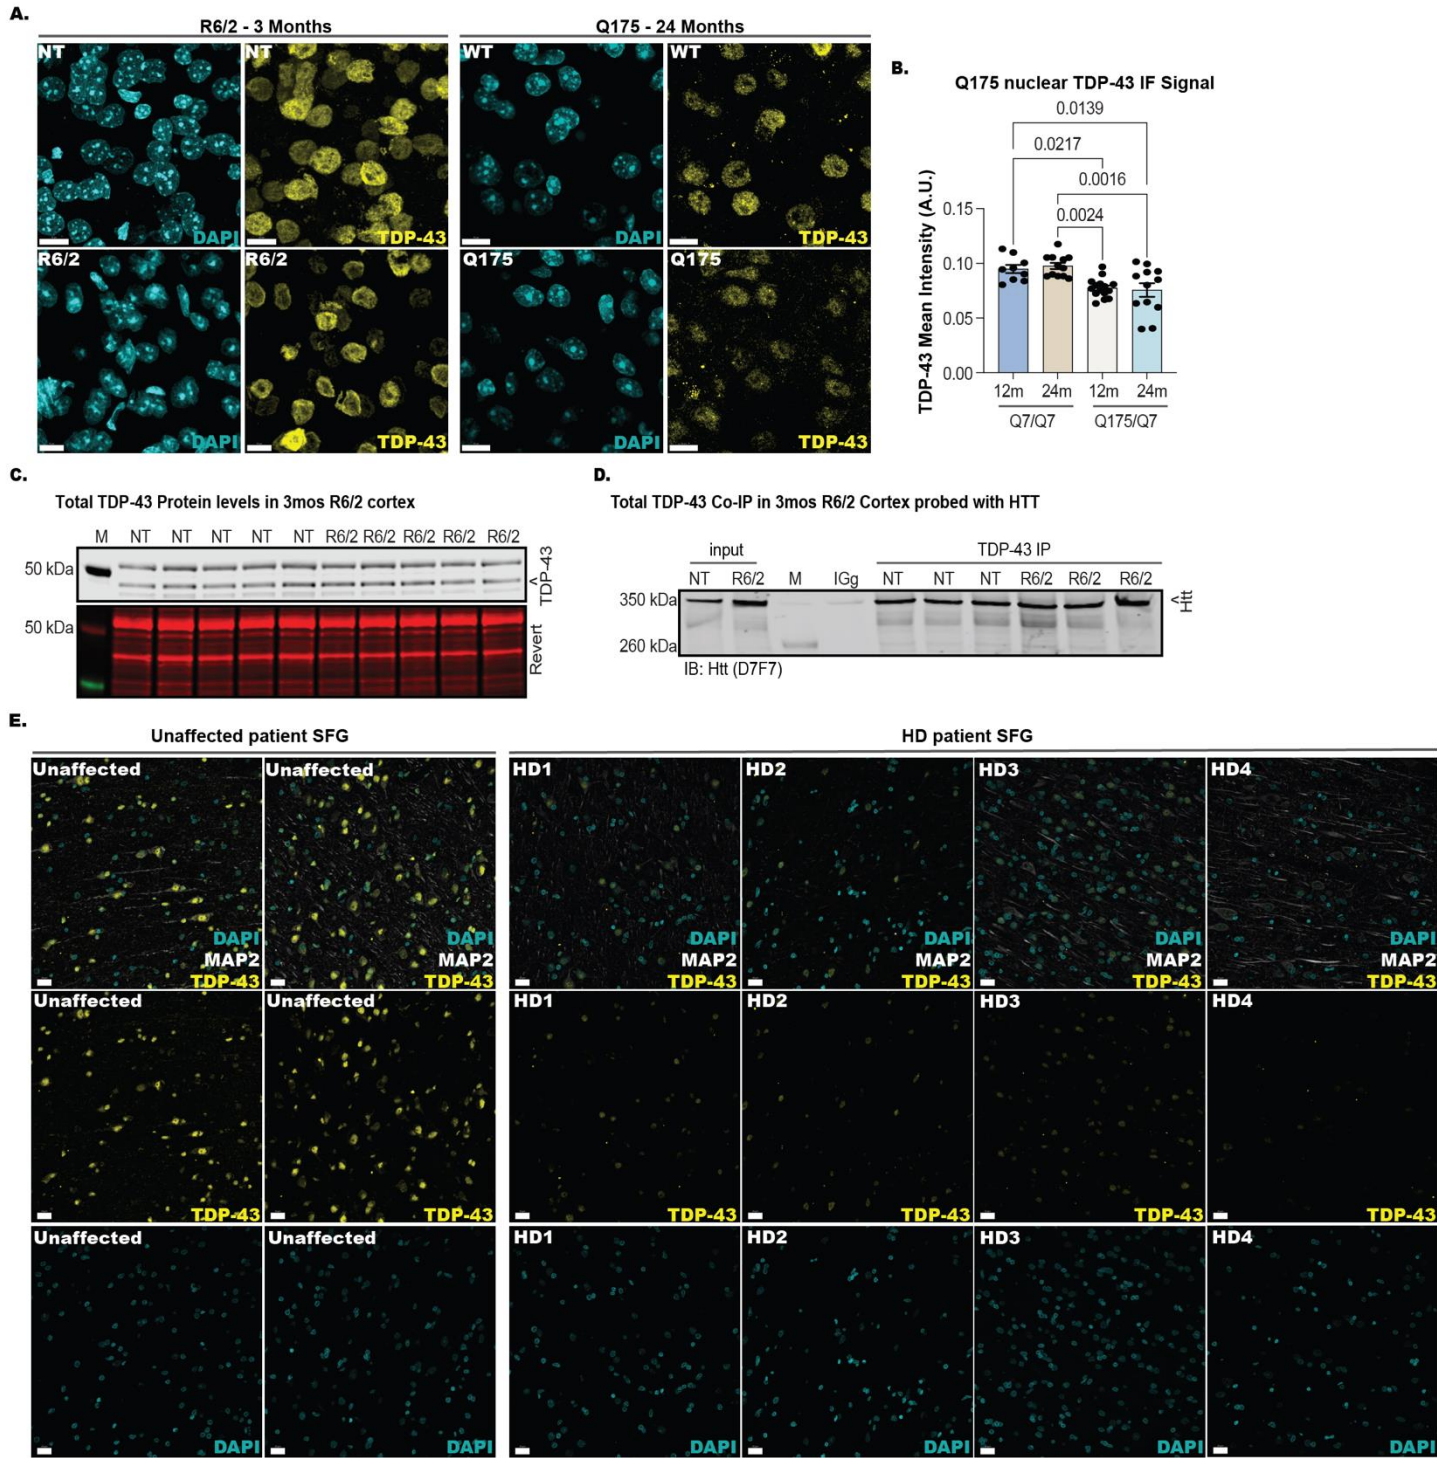

Supplementary Figure 5. Altered TDP-43 nuclear protein expression in HD systems.

(A) Immunofluorescence (IF) staining of the cortex of 3-month-old HD R6/2 mice, 24-month-old Homozygous Q175 mice, and wild-type control littermates (NT or WT). Scale bar = 10  $\mu$ m. Cyan is the nuclei marker DAPI, yellow shows total TDP-43 staining. (B) IF Quantitation of TDP-43 nuclear signal by CellProfiler from 12-month-old and 24-month-old Q7/Q7 and Q175/Q7. (Q7/Q7 12m : $n=3$  | Q7/Q7 24m:  $n=4$  | Q175/Q7 12m:  $n=5$  | Q175/Q7 24m:  $n=4$ ). Each datapoint represents the average TDP-43 nuclear intensity from one imaging region (40X) of the cortex (3 regions per animal) within a genotype. Data are presented as mean values +/- SEM. Statistical significance determined by one-way ANOVA with Tukey's multiple comparisons test. Only significant p-values/comparisons are shown. (C) Western blot by Li-COR using 5ug of lysate per lane from cortex of 3-month-old NT and HD R6/2 males. Red staining shows REVERT total protein staining for loading control. Arrow indicates expected TDP-43 band. (D) Co-immunoprecipitation using a TDP-43 antibody followed by Western blot analysis with an HTT antibody using lysates from age matched (3-month-old) NT control or HD R6/2 animals. M=marker, IGg= Igg negative control. C, and D were repeated at least 3 times with similar results represented above. (E) Representative IF staining images of superior frontal gyrus from HD patients compared to non-HD control individuals showing decreased TDP-43 (yellow) signal intensity. Scale bar = 20  $\mu$ m.

Supplementary Figure 6

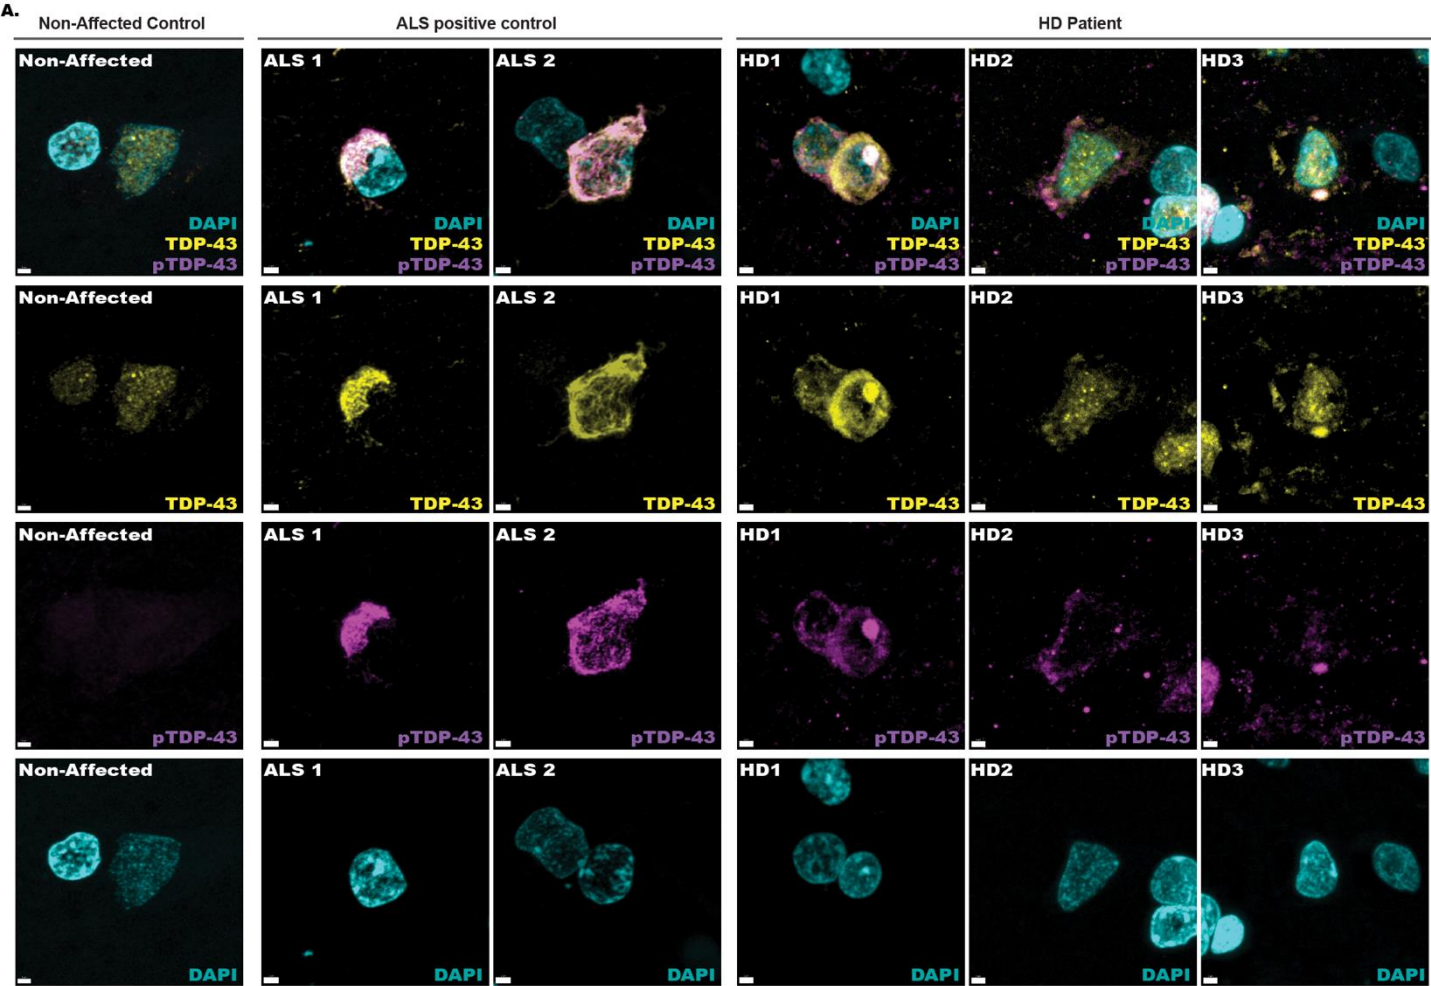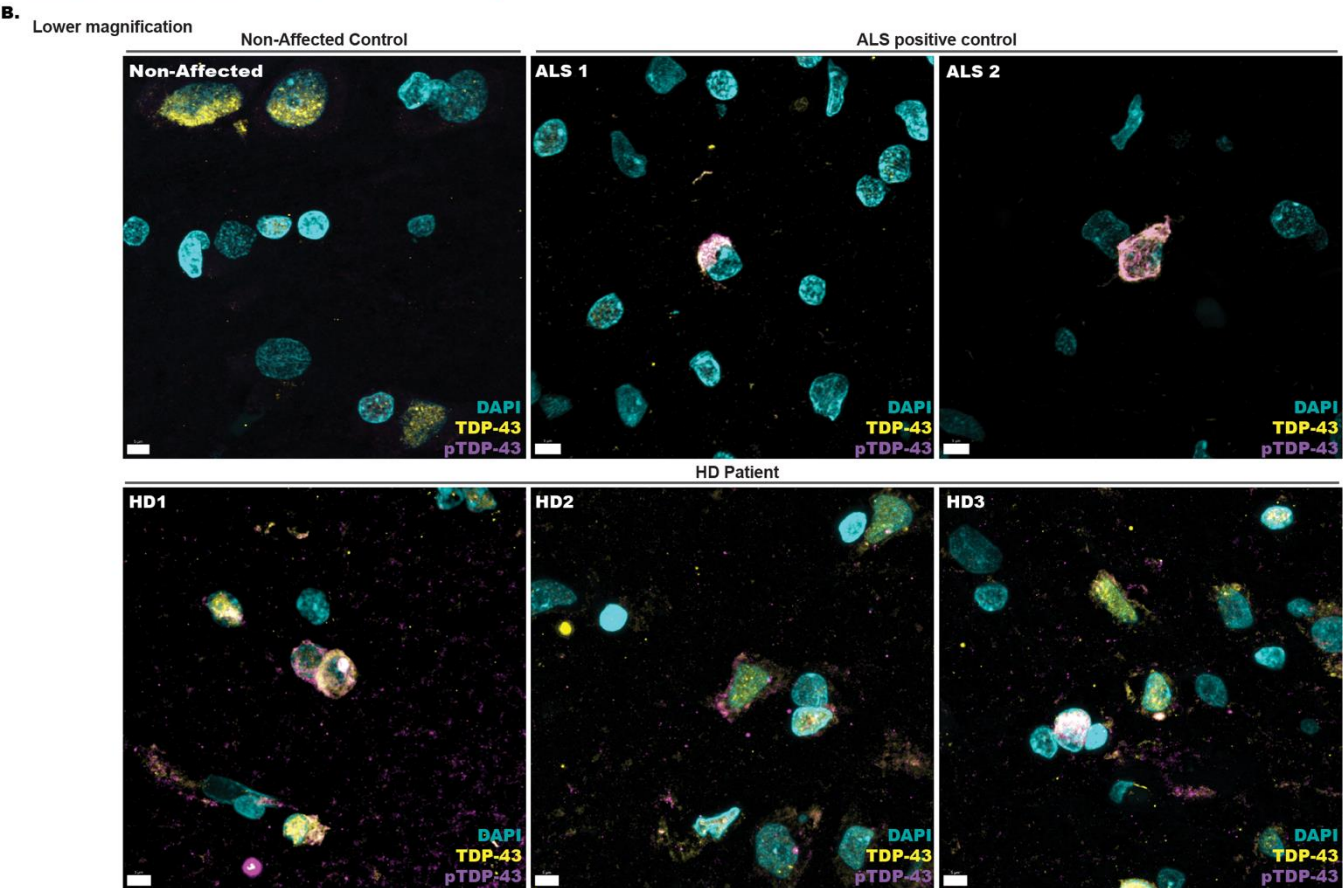

Supplementary Figure 6. TDP-43 protein mislocalization in HD patients.

(A) Representative high magnification IF staining images in the motor cortex from an ALS patient (positive control), Non-affected control patients (negative control), compared to the superior frontal gyrus (SFG) of HD patients, using antibodies against total TDP-43 (yellow), phosphorylated TDP-43 (purple), and nuclear stain DAPI. Scale bar = 2  $\mu$ m. (B) Representative low magnification IF staining images in the motor cortex from an ALS patient (positive control) compared to the superior frontal gyrus (SFG) of HD patients, using antibodies against total TDP-43 (yellow), phosphorylated TDP-43 (purple), and nuclear stain DAPI. Scale bar = 5  $\mu$ m. A, and B were repeated at least 3 times with similar results represented above.

Supplementary Figure 7

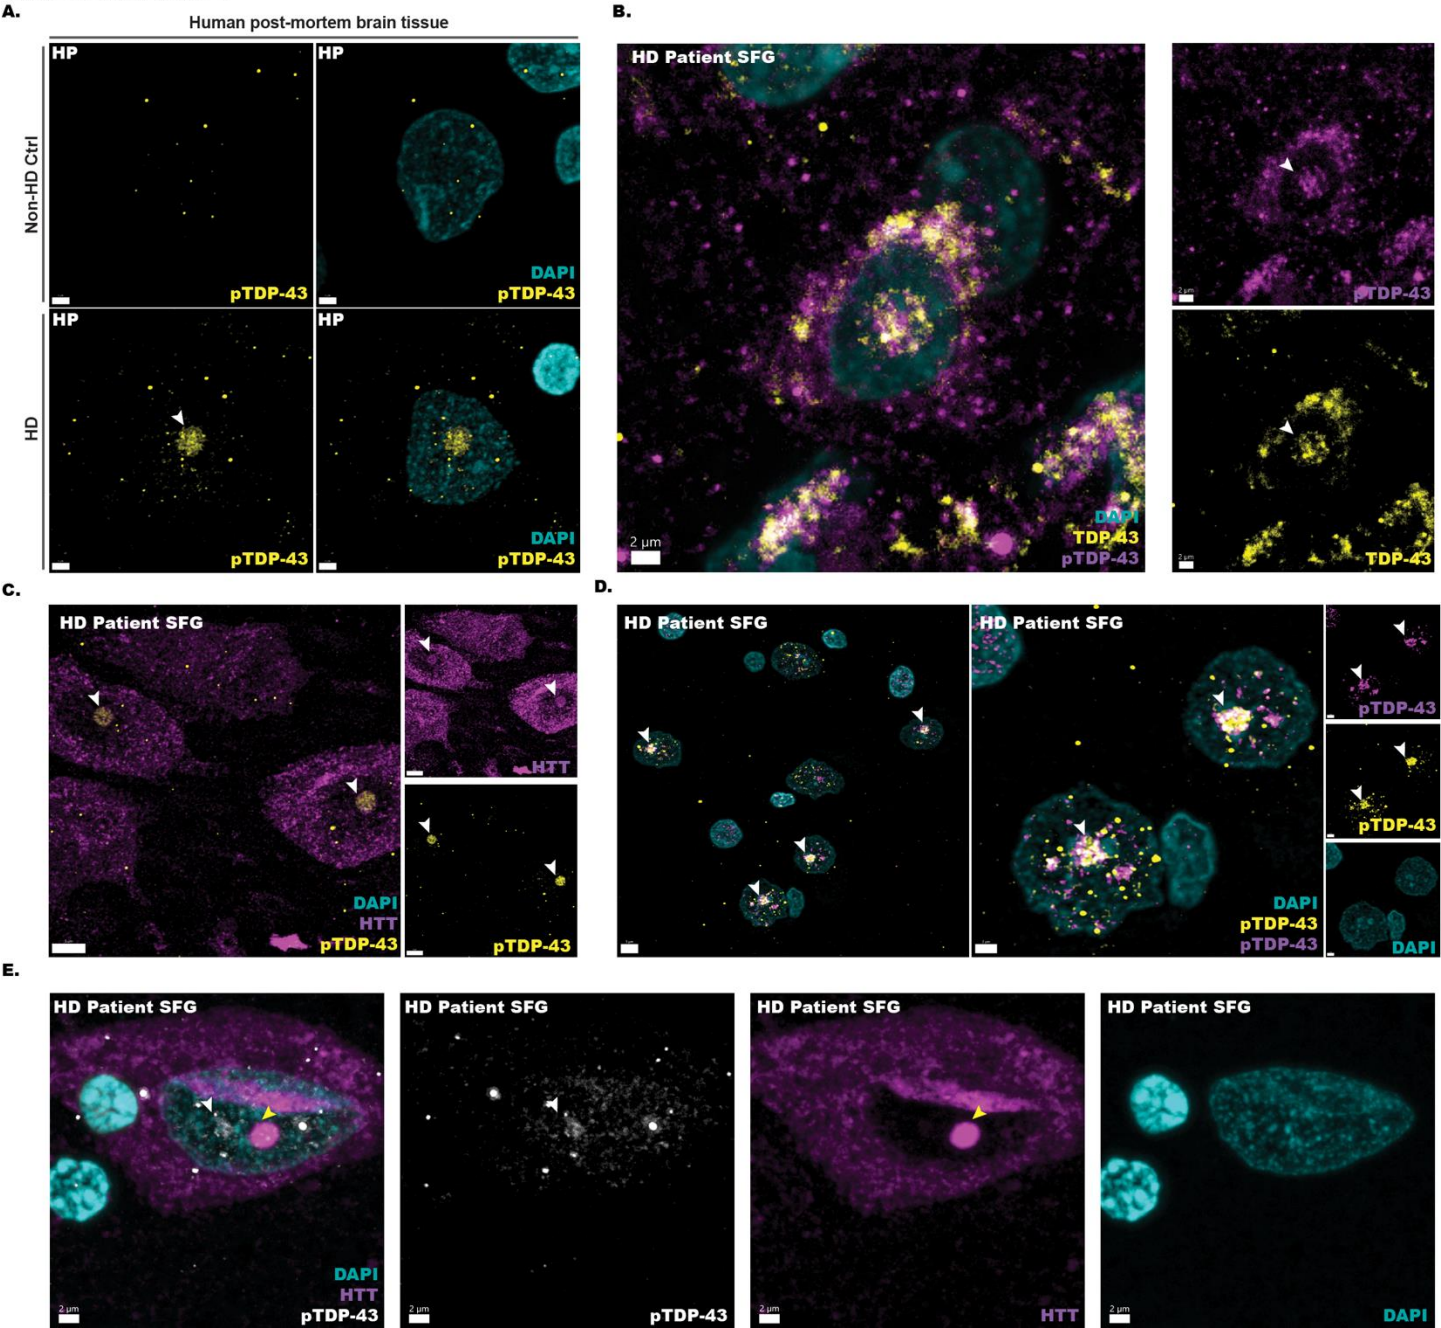

Supplementary Figure 7. TDP-43 AL-bodies in HD patients.

(A) Representative images of immunofluorescence (IF) staining of pTDP-43 (yellow) nuclear AL-bodies identified in Hippocampal regions of HD patients and not in unaffected control individuals. White arrow indicates AL-bodies. Scale bar = 2  $\mu$ m. (B) Representative images of immunofluorescence (IF) staining showing co-localization of nuclear pTDP-43 AL-bodies (purple) with total TDP-43 (yellow) in the superior frontal gyrus (SFG) of HD patients. White arrows indicate location of AL-bodies. Scale bar = 2  $\mu$ m. (C) IF images showing co-localization of nuclear pTDP-43 AL-bodies (yellow) with the HTT antibody 5526 (purple). Scale bar = 5  $\mu$ m. (D) Lower magnification IF showing the co-localization of two pTDP-43(S409/S410) antibodies: pTDP-43 (purple, Cat#RB3655 (gift from Dr. Leonard Petrucelli) and pTDP-43 (yellow, Cat# Biolegend 50-102-9913). White arrows indicate location of AL-bodies. scalebar=5 $\mu$ m. Higher magnification IF showing the co-localization of two pTDP-43(S409/S410) antibodies: pTDP-43 (purple) and pTDP-43 (yellow). Scale bar = 2  $\mu$ m. (E) IF images showing co-localization of nuclear pTDP-43 AL-bodies (white) with the HTT antibody 5526 (purple) and the lack of co-localization when canonical nuclear HTT inclusion (yellow arrow) is detected. Scale bar = 2  $\mu$ m. A, B, C, D, and E were repeated at least 3 times with similar results represented above.

Supplementary Figure 8

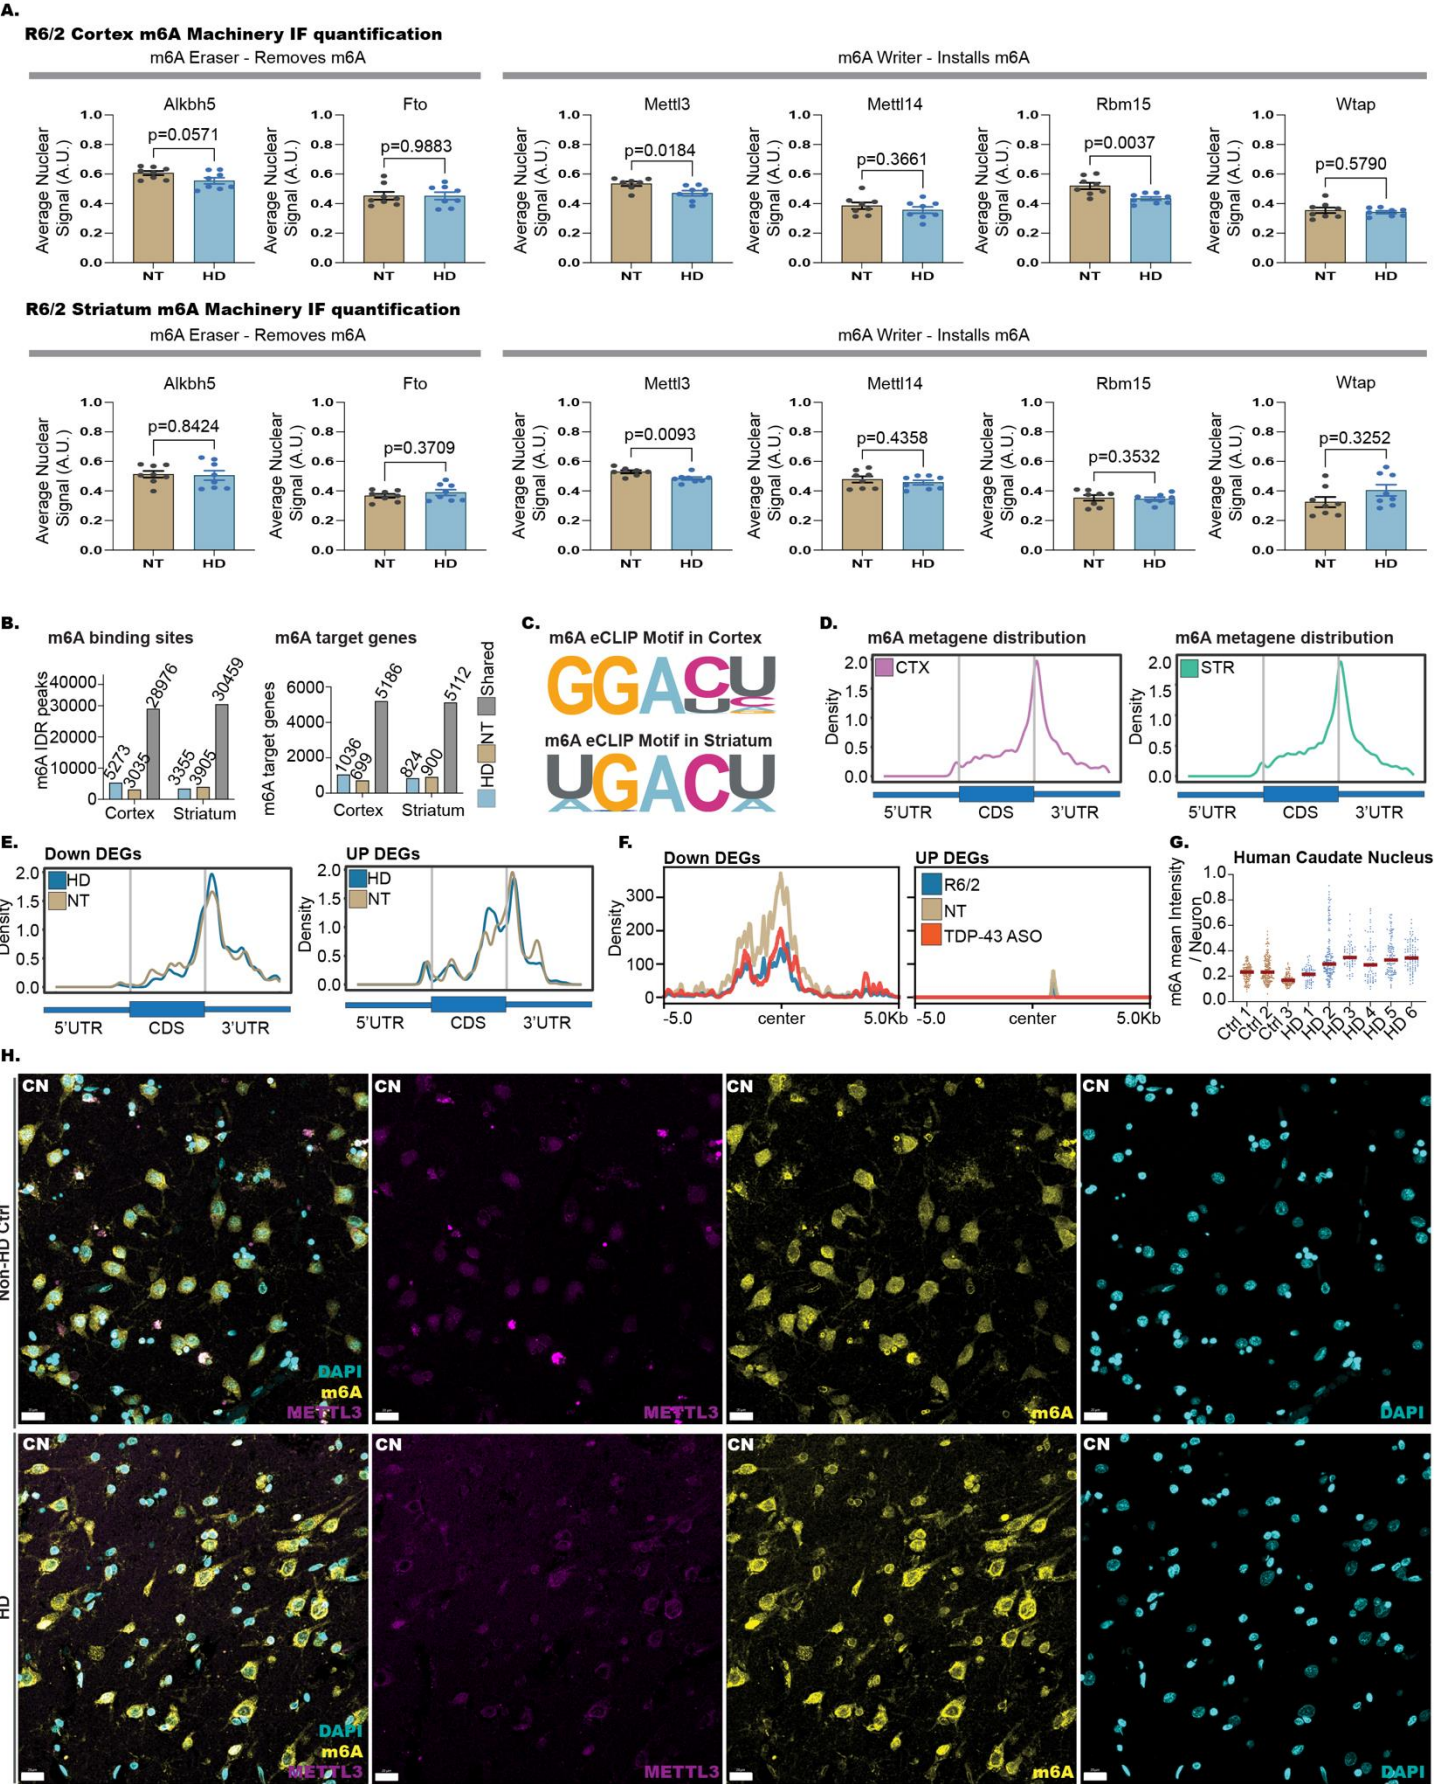

Supplementary Figure 8. m6A machinery proteins in HD systems.

(A) m6A machinery IF quantification by CellProfiler. Statistical significance determined by unpaired student two-tailed t-test.  $n=8$  (4 males, 4 females) per genotype were quantified each averaging three cortical or striatal regions. Data are presented as mean values  $\pm$  SEM. Cortex: Alkbh5: p-value=0.0571,  $t=2.073$ ,  $df=14$ ,  $F=2.177$ , 95%CI=-0.1054 to 0.001804 | Fto: p-value=0.9883,  $t=0.01488$ ,  $df=14$ ,  $F=1.053$ , 95%CI=-0.07777 to 0.07670 | Mettl3: p-value=0.0184,  $t=2.693$ ,  $df=13$ ,  $F=1.572$ , 95%CI=-0.11587 to -0.01270 | Mettl14: p-value=0.3661,  $t=0.9341$ ,  $df=14$ ,  $F=1.079$ , 95%CI=-0.09563 to 0.03761 | Rbm15: p-value=0.0037,  $t=3.476$ ,  $df=14$ ,  $F=3.235$ , 95%CI=-0.1389 to -0.03289 | Wtap: p-value=0.5790,  $t=0.5680$ ,  $df=14$ ,  $F=3.882$ , 95%CI=-0.05754 to 0.03345. Striatum: Alkbh5: p-value=0.8424,  $t=0.2026$ ,  $df=14$ ,  $F=2.087$ , 95%CI=-0.09154 to 0.07574 | Fto: p-value=0.3709,  $t=0.9244$ ,  $df=14$ ,  $F=2.350$ , 95%CI=-0.02906 to 0.07307 | Mettl3: p-value=0.0093,  $t=3.052$ ,  $df=13$ ,  $F=1.044$ , 95%CI=-0.07740 to -0.01324 | Mettl14: p-value=0.4358,  $t=0.8023$ ,  $df=14$ ,  $F=1.805$ , 95%CI=-0.07727 to 0.03520 | Rbm15: p-value=0.7204,  $t=0.3653$ ,  $df=14$ ,  $F=2.589$ , 95%CI=-0.05600 to 0.03970 | Wtap: p-value=0.1466,  $t=1.537$ ,  $df=14$ ,  $F=1.234$ , 95%CI=-0.03143 to 0.1904. (B) Number of m6A-eCLIP sites detected and genes detected. Numbers on top of bars represent counts. (C) Enriched motif for Cortex and Striatum m6A-seq IDR peaks. (D) Metagene plot generated by metaplotR[9] showing the distribution of m6A sites across a metagene. (E) m6A distribution on down and upregulated genes showing altered m6A modifications across transcripts in HD mice. (F) m6A site deposition (localized levels) on Up and Down regulated genes in R6/2 vs NT. (G) Sample separated Dot plot from figure 5H. Each dot represents the average m6A intensity per neuronal cell spanning 5 20X confocal images per patient (3 controls and 6 HD) (H) Lower magnification representative images showing significant increase in m6A IF intensity in HD patient caudate nucleus, Scale bar = 20  $\mu$ m. H was repeated at least 3 times with similar results represented above.

Supplementary Figure 9

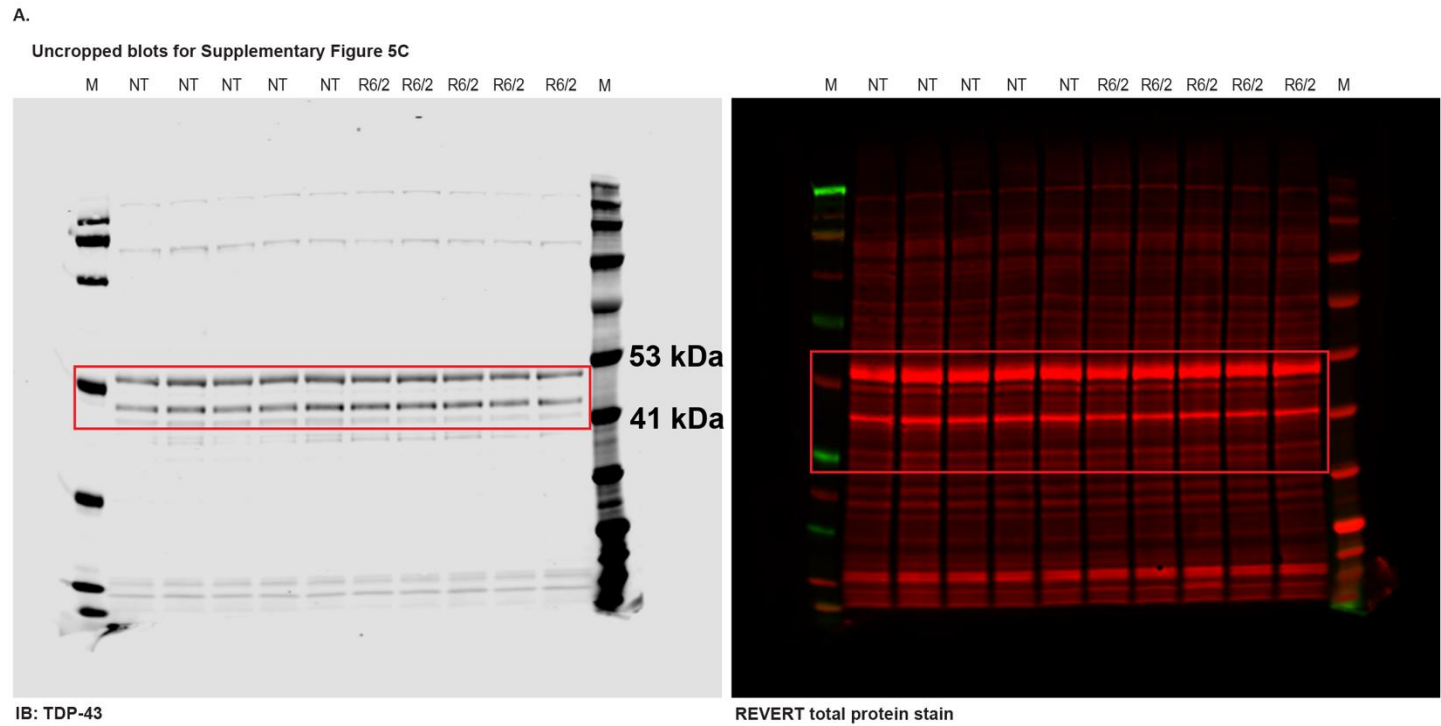

B.

Uncropped blots for Supplementary Figure 5D

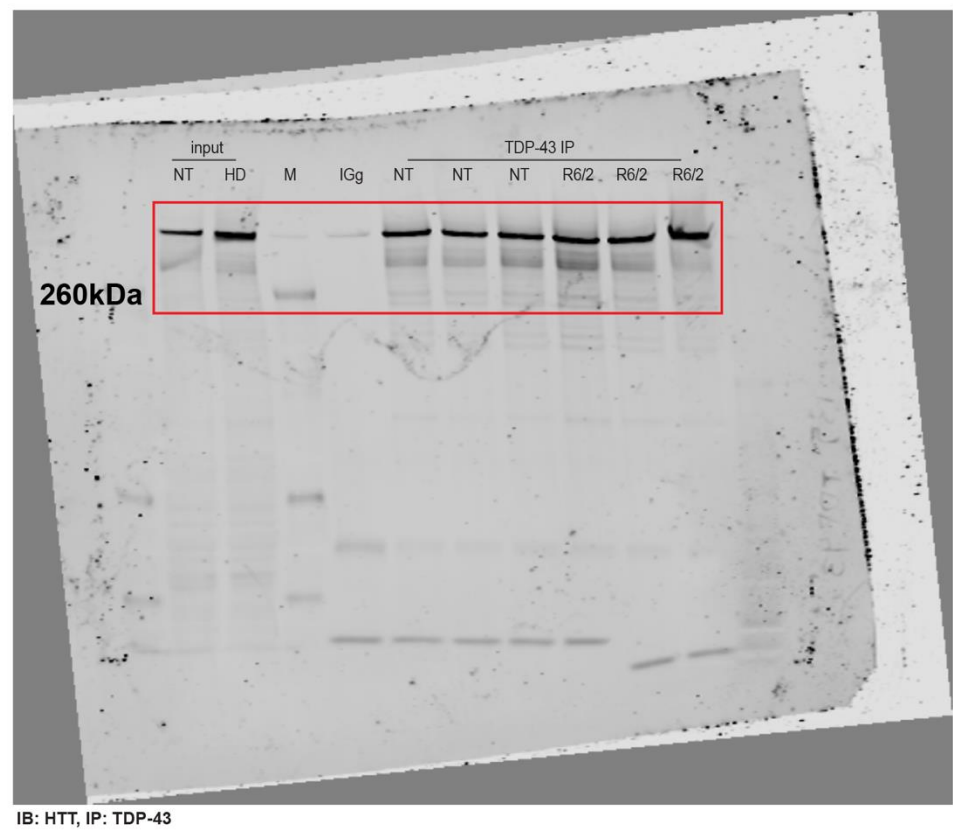

Supplementary Figure 9. Uncropped Western Blots.

Blots are scanned on Li-COR western machine, (A) Uncropped western blot for Supplementary Figure 5C, left blot shows western blot, right blot shows Revert total protein stain. Red box indicates areas cropped for figure.

(B) Uncropped Co-IP western blot for Supplementary Figure 5D. Red box indicates areas cropped for figure.

# Supplementary Figure 10

R6/2 RT-PCR full blots

Mtap7d2

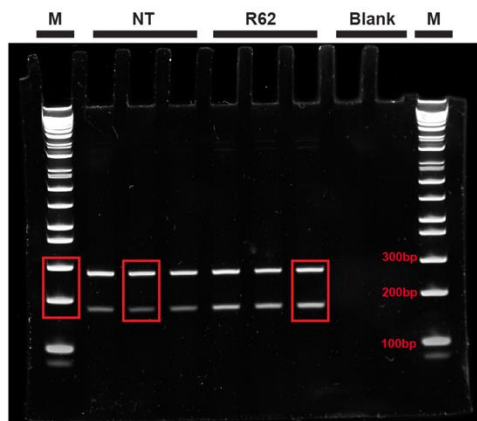

Mag

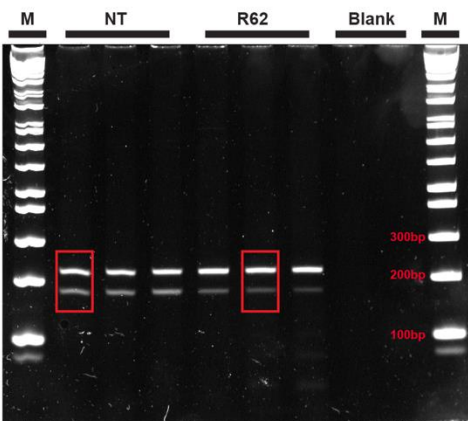

Q150 RT-PCR full blots

Mtap7d2

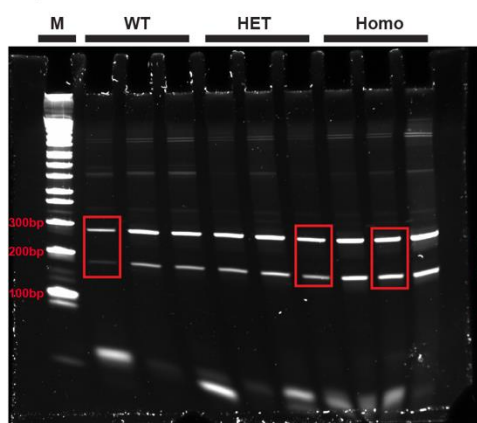

Mag

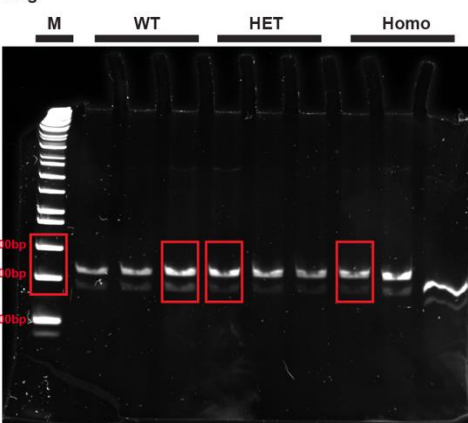

Mix

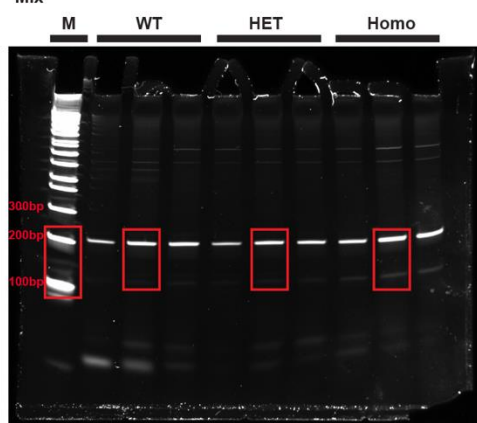

Q175 RT-PCR full blots

Mtap7d2

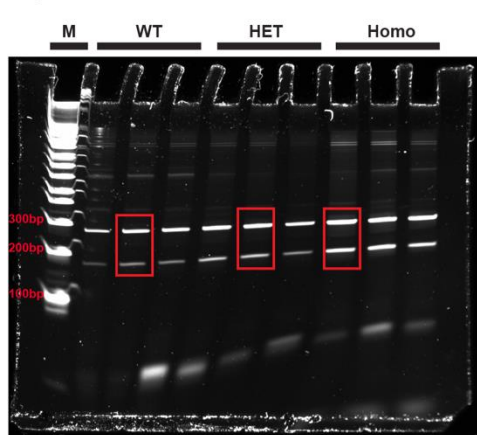

Mag

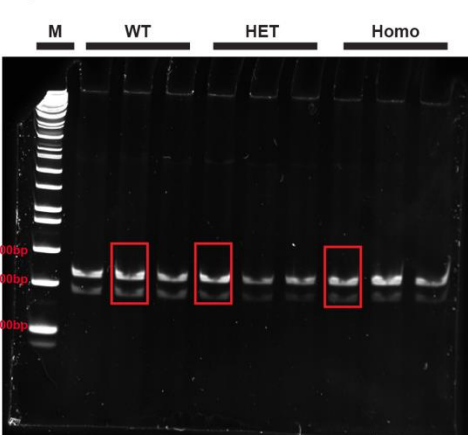

Mix

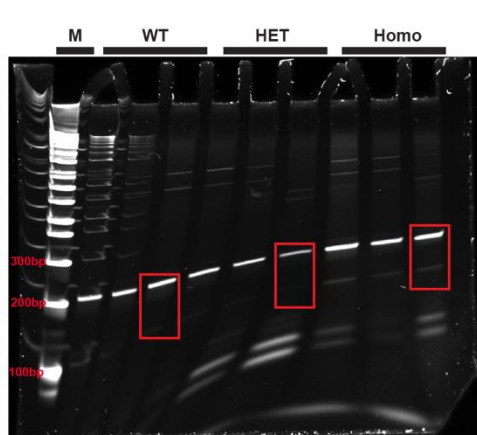

Supplementary Figure 10. Uncropped RT-PCR DNA gel.

Uncropped RT-PCR DNA gel for Supplementary Figure 2B. Red box indicate section used for figure.

Uncropped blots for Figure 3E

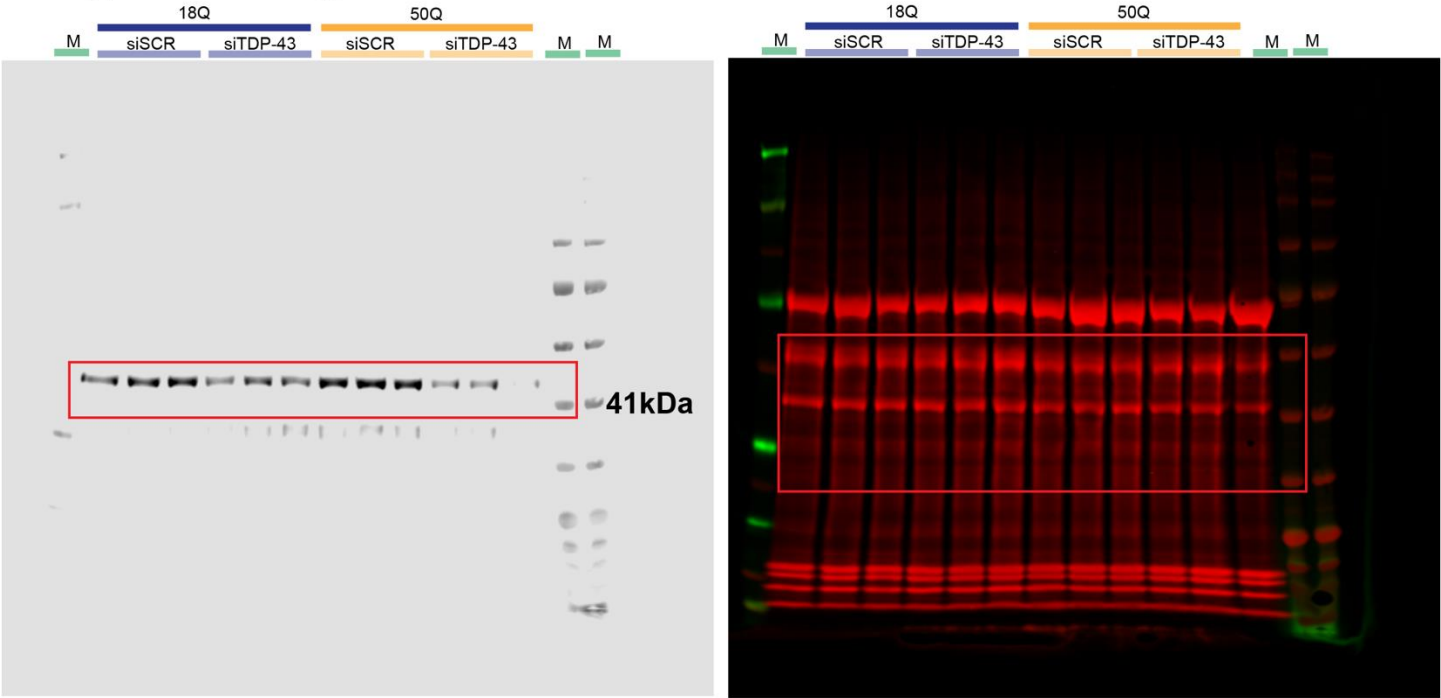

TDP-43 IB

REVERT total protein stain

Supplementary Figure 11. Uncropped blots for Figure 3E.

Uncropped blots for figures 3E, red box indicate cropped area used for figure.

## Supplementary Data Legends:

### Supplementary Data 1:

Column A, List of RNA-binding proteins that are enriched in the HDinHD proteome dataset [10]. Column C, List of RNA-binding proteins predicted from SONAR [11].

### Supplementary Data 2:

Differential gene expression data from DESeq2 [4]. N=10(5 males, 5 females) per genotype were used for analysis. Statistical p-values listed are performed within the DESeq2 package. Left side shows Cortex data, and right side shows Striatum data. Filtered for events with  $\text{padj} < 0.05$ .

### Supplementary Data 3:

List of CHDI's 266 Striatal genes that are dysregulated in HD mouse models [5]. Column C shows direction of change relative to HD condition.

### Supplementary Data 4:

List of significant ( $\text{FDR} < 0.05$ ) Skipped Exons (SE) as annotated by rMATS [6]. Cortex, rows 3 – 3524. Striatum, rows 3529-7689. Human, (Al-Dalahmah et al [12], Human SE ), rows 7691-12372. Human, (Labadorf et al [13], Human SE, Human SE ), rows 12377-17821. P-values are determined and output by rMATS.

### Supplementary Data 5:

Output from MAJIQ and Leafcutter. Dataset was filtered for  $\text{probability\_changing} > .90$  for MAJIQ and  $\text{deltapsi} > .10$  or  $-.10$  MAJIQ Cortex, rows 3-203. MAJIQ Striatum, rows 207-443. Leafcutter Cortex, rows 447-610. Leafcutter Striatum, rows 614-857.

### Supplementary Data 6:

Differential gene expression data from DESeq2 [4]. DESeq2 output from HTT(18Q) vs mHTT(50Q) Day 37 MSNs.  $n=3$  per genotype were used for analysis. Statistical p-values listed are performed within the DESeq2 package. Filtered for events with  $\text{padj} < 0.05$ .

### Supplementary Data 7:

Differential gene expression data from DESeq2 [4]. DESeq2 output DESeq2 output from HTT(18Q) non-targeting siRNA vs TDP-43 knockdown siRNA at Day 37 MSNs.  $n=3$  per genotype were used for analysis. Statistical p-values listed are performed within the DESeq2 package. Filtered for events with  $\text{padj} < 0.05$ .

### Supplementary Data 8:

List of differentially expressed genes that overlapped between TDP-43 knockdown and mHTT-dependent ( $p\text{-value} < 0.05$ ) as determined by the hypergenomic test. Column A are genes overlapping with upregulated genes in the mHTT condition and column B are overlap with downregulated genes in the mHTT condition.

### Supplementary Data 9:

Summary of human post-mortem brain tissues used in this study. M=male, F=female. HD-X, with X indicating Vonsattel grading. PMD = Post-mortem delay.

### Supplementary Data 10:

List of antibodies used in this study.

### Supplementary Data 11:

List of primer pairs used for RASL-seq

### Supplementary Data 12:

RASL-seq raw data for R6/2 (starting at row 1), Q150 (starting at row 1748), and Q175 (starting at row 3538).

## References:

1. Harris, M.A., et al., *The Gene Ontology (GO) database and informatics resource*. Nucleic Acids Res, 2004. **32**(Database issue): p. D258-61.
2. Eden, E., et al., *GORilla: A tool for discovery and visualization of enriched GO terms in ranked gene lists*. BMC Bioinformatics, 2009. **10**: p. 1-7.
3. Liao, Y., G.K. Smyth, and W. Shi, *featureCounts: an efficient general purpose program for assigning sequence reads to genomic features*. Bioinformatics, 2014. **30**(7): p. 923-30.
4. Love, M.I., W. Huber, and S. Anders, *Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2*. Genome Biology, 2014. **15**(12): p. 1-21.
5. Obenaus, J.C., et al., *Expression analysis of Huntington disease mouse models reveals robust striatum disease signatures*. BioRxiv, 2022.
6. Shen, S., et al., *rMATS: Robust and flexible detection of differential alternative splicing from replicate RNA-Seq data*. Proceedings of the National Academy of Sciences of the United States of America, 2014. **111**(51): p. E5593-E5601.
7. Li, H., J. Qiu, and X.D. Fu, *RASL-seq for Massively Parallel and Quantitative Analysis of Gene Expression*. Current Protocols in Molecular Biology, 2012. **1**(SUPPL.98).
8. Šušnjar, U., et al., *Cell environment shapes TDP-43 function with implications in neuronal and muscle disease*. Communications Biology, 2022. **5**(1).
9. Olarerin-George, A.O. and S.R. Jaffrey, *MetaPlotR: A Perl/R pipeline for plotting metagenes of nucleotide modifications and other transcriptomic sites*. Bioinformatics, 2017. **33**(10): p. 1563-1564.
10. Aaronson, J., et al., *HDinHD: A Rich Data Portal for Huntington's Disease Research*. Journal of Huntington's Disease, 2021. **10**(3): p. 405-412.
11. Brannan, K.W., et al., *SONAR Discovers RNA-Binding Proteins from Analysis of Large-Scale Protein-Protein Interactomes*. Molecular Cell, 2016. **64**(2): p. 282-293.
12. Al-Dalahmah, O., et al., *Single-nucleus RNA-seq identifies Huntington disease astrocyte states*. Acta Neuropathologica Communications, 2020. **8**(1): p. 19.
13. Labadorf, A., et al., *RNA sequence analysis of human huntington disease brain reveals an extensive increase in inflammatory and developmental gene expression*. PLoS ONE, 2015. **10**(12).

# Supplementary material for: Aberrant splicing in Huntington’s disease accompanies disrupted TDP-43 activity and altered m6A RNA modification
**Source:** Nat Neurosci. 2025 Jan 6;28(2):280–92. doi: 10.1038/s41593-024-01850-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Immunoblotting was performed on LiCOR Odyssey CLx with Image Studio (version 5.2) & Empiria (version 2.0), Immunofluorescence (IF) imaging was collected on the Olympus Fluoview FV3000 and the Zeiss LSM 900 Airyscan 2. image postprocessing - IMARIS (version 10), qPCRs were performed on QuantaStudio 5 (Thermo), High-throughput sequencing was performed with the NovaSeq6000, HiSeq2000, Sequel II platform. LC-MS, quadrupole-orbitrap mass spectrometer coupled to hydrophilic interaction chromatography (HILIC) via electrospray ionization.                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | Statistical analysis Prism (graphpad version 10.0.1). Cellprofiler (v4.2.6.). RNA-seq: Reference genome (Human, Homo_sapiens.GRCh38.104.gtf, Homo_sapiens.GRCh38.dna.primary_assembly.fa) (mouse, gencode.vM25.annotation.gtf, GRCm38.p6.genome.fa) (FASTQC (v0.11.7), DESeq2 (version v1.42.0), STAR aligner (v2.7.0), edgeR (v4.0.16) , de novo Motif finding - HOMER (version 4.11.1). Pacbio ISO-seq: SMRT Link v9.0, ccs 4.2.0 , minimap2 (2.17-r941), TranscriptClean (v2.0.2), TALON (v5.0). eCLIP analysis - CLIPPER ( <a href="https://github.com/YeoLab/clipper">https://github.com/YeoLab/clipper</a> ) , MetaplotR ( <a href="https://github.com/olarerin/metaPlotR">https://github.com/olarerin/metaPlotR</a> ), DESJ-detetion (version 2.0.5), Deeptools (version 3.5.1), ggplot2 (version 3.4.1). CE analysis: MAJIQ (v2.4.dev3+g85d0781), Leafcutter (v0.2.9), rMATS (v4.1.1). LC-MS, EI-MAVEN software (version 0.12.0). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Public dataset used in this study were: TDP-43 iCLIP & ASO KD (GEO: GSE27394), Al-Dalahmah et al., 2020 - (requested from author), Labadorf et al., 2015 (GEO: GSE64810), and Šušnjar et al., 2022 (GEO: GSE171714). All sequencing raw data generated in this study are deposited in GEO, with the accession: GSE278354, GSE278893, GSE279460. All data are available in the main text or the supplementary materials, all other data can be made available with reasonable requests.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | The focus of this study was to look at the CAG length of Huntingtin. Due to limiting case samples, our analysis could not independently consider sex and gender. Both sexes were used in this study.                                                                                                                                                                                                                                                                                                                                                        |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Population characteristics                                         | Post-mortem human brains were obtained from the New Zealand Brain bank (Control (mean PMD 5.52): 3 males, 2 females, mean age 80    HD (mean PMD 6.14): 3 males, 2 females, mean age 63) and The Netherlands Brain Bank ((Control (mean PMD 20.37): 5 males, 3 females, mean age 56    HD (mean PMD 16.88): 7 males, 5 females, mean age 63). The brain samples and/or bio samples were obtained from The Netherlands Brain Bank, Netherlands Institute for Neuroscience, Amsterdam (open access: <a href="http://www.brainbank.nl">www.brainbank.nl</a> ). |
| Recruitment                                                        | All Material has been collected from donors for or from whom a written informed consent for a brain autopsy and the use of the material and clinical information for research purposes had been obtained by the NBB. Informed consent was obtained in writing from all participant families as required by the Health and Disability Ethics Committee by NZBB.                                                                                                                                                                                              |
| Ethics oversight                                                   | The Netherlands Brain Bank, The New Zealand Brain bank. Approved by Health and Disability Ethics Committee (Ethics number: 14/NTA/208/AM02), Ministry of Health.                                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | n=10 per genotype (5 per male/female) were used for mouse sequencing studies, and were determined based on previously published literature. The most amount of samples were used per conditions as feasible. No statistical methods were used to pre-determine sample sizes, however sample size selections were made to be comparable to previous published studies. IF studies sample selection were based on sample availability, and conclusions drawn were appropriate for the sample size. |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | multiple RNA sequencing techniques were performed in multiple labs were used to validate findings. Experiments were repeated at least 3 times with similar results to those presented in the manuscript.                                                                                                                                                                                                                                                                                         |
| Randomization   | only genotype condition were considered in this study, thus randomization were not used. for TDP-43 KD, random samples were chosen to receive control scramble siRNAs or TDP-43 siRNA.                                                                                                                                                                                                                                                                                                           |
| Blinding        | Researchers were blinded to conditions during analysis. Researchers could not be blinded during group allocations due to the distinct behavioral characteristics of the animals used in this study.                                                                                                                                                                                                                                                                                              |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | HTT (EM48) - Millipore Sigma Cat#MAB5374 // HTT (MW8) - DSHB Cat#AB_528297 // HTT (5492) - Millipore Sigma Cat#MAB5492 // HTT (D7F7) - Cell Signaling Cat#5656 // HTT (EPR5526) - Abcam Cat#ab109115 // TDP-43 - Proteintech Cat#12892-1-AP // TDP-43 - Proteintech Cat#10782-2-AP // TDP-43 - Abcam Cat#[3H8] ab104223 // TDP-43 - Bethyl Cat#A303-223A // Phospho-TDP-43 - Gift from Dr. Leonard Petrucelli Cat#RB3655 // Phospho-TDP-43 - Biolegend Cat#829901 // MAP2 - SYSY Cat#188004 // m6A Abcam Cat# ab92821 // m6A - Sy Sy Cat# 203-003 // METTL3 - Abcam Cat#[EPR18810] ab195352 // METTL14 - Millipore Sigma Cat#HPA038002 // FTO - Abcam Cat#[5-2H10] ab92821 // ALKBH5 - Millipore Sigma Cat#HPA007196 // RBM15 - Proteintech Cat#10587-1-AP // WTAP Santa Cruz Biotechnology Cat#sc-374280. Additional information can be found on supplemental table S9. |
| Validation      | All primary antibodies were commercially purchased and chosen based on previous published studies in comparable sample types. Antibodies for IB were validated using LiCOR standard validation protocol for linear range and dilutions. Antibodies were selected with knockout or over-expression validation when possible, unless it is a standard antibody accepted in the field. The validation information for each antibody is available from the manufacturers' websites.                                                                                                                                                                                                                                                                                                                                                                                          |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Parental cell line was (CS83iCTR33-n1 (RRID:CVCL_IW28)) obtained from the Cedar Sinai iPSC core. All the cell lines and protocols in the present study were carried out in accordance with the guidelines approved by institutional review boards at the UCI and JHU. Studies were performed under the auspices of the UCI Institutional Review Board (IRB) approved protocol UCI IRB #2008-6556. Maintenance and differentiation of iPSCs were performed at UCI in accordance with the protocol at UCI hSCRO #118. Appropriate informed consents were obtained from all the donors. |
| Authentication                                                    | CRISPR edited isogenic iPSC lines harboring 18Q and 50Q CAG repeats in HTT exon 1 was sent for sequencing to determine CAG repeat size. Lines were authenticated for pluripotency and differentiation abilities. G-band karyotyping/aCgH array was performed to ensure that iPSCs maintained normal karyotypes (46XX or 46XY where appropriate).                                                                                                                                                                                                                                     |
| Mycoplasma contamination                                          | Cells are routinely tested for Mycoplasma and are considered negative.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | There are no commonly misidentified lines used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice strain purchased from Jackson Laboratories: B6CBA-Tg(HDexon1)62Gpb/3J, B6.129P2-Httm2Detl/150J, B6J.129S1-Httm1Mfc/190ChdJ, and C57BL/6J. Mice were received at ~5 weeks of age, and were used at ages 8 and 12 weeks for the study were. Animals were housed at controlled temperature: 70F and 50% humidity. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                            |
| Reporting on sex        | Initial transcriptome analysis were performed with males and females separately, with minimal differences. Thus subsequent analysis were performed with both males and female animals, and accounting for sex differences.                                                                                          |
| Field-collected samples | This study did not include samples collected from the field.                                                                                                                                                                                                                                                        |

## Ethics oversight

All experimental procedures were in accordance with the Guide for the Care and Use of Laboratory Animals of the NIH and animal protocols were approved by Institutional Animal Care and Use Committees at the University of California Irvine (UCI), an AAALAC accredited institution - PROTOCOL # AUP-21-087. RASL-seq, All procedures were conducted in accordance with the guidelines of the University of California San Diego Institutional Animal Care and Use Committee (#S0022)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

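Long-read RNA sequencing (PacBio Iso-seq) of the cortex and striatum of 3-month-old male R6/2 and NT mice was analysed, with 4 samples per genotype and region and 16 samples in all. The authors made circular consensus reads, removed adapters, kept full-length reads with a poly(A) tail, mapped them to mm10 with minimap2, corrected them with TranscriptClean and assigned them to isoforms with TALON (version 5) against Ensembl annotations. The values the authors deposited are counts: the number of reads of each isoform, without normalization and before TALON's filter on transcripts. The same 815498 isoforms are listed for all 20 runs, with their class, number of exons and length. The 2 sets of counts of 4 striatal samples were taken to be 2 sequencing runs, which the paper's text does not state, and were summed. Regions, genotypes and numbers of samples were taken from the sample labels, and age and sex from the paper.

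Samples were grouped by region and genotype, and R6/2 was compared with NT mice within a region. Reads per sample lay between 252885 and 808814 in the cortex and between 317050 and 1496196 in the striatum. Reads of the genomic class (8.14% of cortical and 7.37% of striatal reads), the antisense class (5.56% and 4.15%) and the intergenic class (1.06% and 0.723%) were left out of gene counts and library sizes. Gene counts are sums over known, ISM, NIC and NNC isoforms. Complete reads are those of known, NIC and NNC isoforms. Isoforms other than known ones were counted as captured with at least 5 reads in at least 2 mice of a region.

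Differential expression was tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization, the filterByExpr filter and the quasi-likelihood test (glmQLFit and glmQLFTest), and p values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Expression levels are given as CPM, counts scaled to the normalized library, computed here. Differential isoform usage was tested with edgeR's diffSpliceDGE over isoforms with at least 10 reads, with gene-level Simes p values. Inclusion of annotated cassette exons was tested with the same function on the reads that include and that skip an exon, with at least 10 reads of each form. Exons and positions come from GENCODE M21 (mm10). The interaction of region and genotype was fitted over all 16 samples. Set tests were fry and camera of limma 3.58.1. Single values per mouse were compared with two-sided exact permutation tests over 70 arrangements, whose smallest p is 0.029 for 4 against 4. Within numbers of runs there are 36 arrangements, and the smallest p is 0.056. Intervals for the share of a single sample are Wilson intervals at 95% (scipy 1.17.1), and a count of 0 is given with the share that 3 counts would make up. These cover counting error only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the other steps.

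The score of HD266ssg, the 266 genes of Supplementary Data 3, is the mean over its tested genes of the listed sign times the deviation of log2 CPM (prior count 2) from the gene's mean over the 8 samples of a region. That list was identified by others in several mouse models of HD. Lists of marker genes for striatal projection neurons, cortical excitatory neurons, oligodendrocytes, astrocytes, microglia, choroid plexus and the Y chromosome were fixed at the same time as the tests. Xist was not analysed here.

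The tests, the alternatives other than those said to be chosen later, and the rule for naming genes were set before the data were examined. Named are the 15 mouse genes of the paper's text, the 3 genes per region with the largest increase and the 3 with the largest decrease among genes with an adjusted p under 0.05, at least 20 reads on average in the higher group and no overlap between groups, 5 genes per region for isoform usage, and listed exons with an absolute inclusion difference of at least 0.1 in the paper's table. Other genes are said to be named for their values. The alternatives were upper-quartile normalization, DESeq2 1.42.0, other filters on low counts, adding the genomic class or leaving out ISM isoforms, the first run only, all samples in 1 fit, a block for the sample number and leaving out each sample in turn. Genes of the paper that did not pass the filter were taken from an unfiltered fit. Added after seeing the data were the number of runs as a term, equal depth, unfiltered fits for genes that an alternative leaves below its filter and all results on annotated cassette exons.

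Each script that tests many genes was first tested on simulated data drawn from the real means and library sizes, with 196 changed genes among those tested. In the cortex, 86.7% of the changed genes were recovered for expression (6.59% of calls were of unchanged genes) and 38.3% for isoform usage. In the striatum, 40.3% and 4.59% were recovered. For cassette exons, 61.2% of 67 simulated changes were recovered in the cortex and 34 of 100 in the striatum, without false calls. Those reads were redrawn at the same inclusion in every mouse apart from the changes set, so without spread beyond counting error. The fall set was far larger than the mean cortical difference of −2.29 percentage points, except where inclusion was already low. Recovery and absence of false calls therefore do not carry over to the real data. The test of exons per read returned −0.0135 where −0.0134 had been set. In the real cortex, the SD between mice was 0.129 exons in NT and 0.0483 exons in R6/2 mice. The difference set is smaller than either SD. Its recovery therefore checks the calculation only and does not show that a difference of this size could be detected in the real data.

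Whether samples of the same number in cortex and striatum come from 1 animal was checked, since labels in both regions carry the same numbers and the paper's text does not say. Expression deviations of same-numbered samples correlated at 0.40, 0.19, 0.38 and −0.04 for R6/2 and at −0.23, 0.22, 0.12 and −0.17 for NT. Usage of isoforms that only some mice express correlated between regions at 0.445 on average with the numbers as given, and at most at 0.442 in the other of the 576 renumberings of the striatal samples within genotypes. The interaction of region and genotype is therefore also given with the animal as a block.

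The short-read, single-nuclei, eCLIP and m6A experiments were not analysed here. Splice junctions of NIC and NNC isoforms and the lists of unannotated events were not used here, so exons and junctions of those isoforms were not compared. Supplementary Data 4 was used only for the 103 exons that could be read, singly. Of the 3 cortical cassette exons with an adjusted p under 0.05, 1 is not reported here.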

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

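In this part, the splits of the samples for differentially expressed genes and for the interaction of region and genotype, and the test of the spread between samples of 1 run and of 2 runs, were chosen only after the results they test had been seen. This also holds for the number of runs as a term, comparisons within numbers of runs and equal depth. It holds too for unfiltered fits of genes that an alternative leaves below its filter and for all tests of annotated cassette exons. The other tests were set before their results.

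Samples far from the other 3 of their group were sought in 129 groups of 4 by Dixon's criterion, which chance alone meets in about 5% of groups. It was met by 8 groups, where 6.45 would be met by chance, so the following single samples are no more than chance gives. Alkbh5 (ENSMUSG00000042650) had 27.8 CPM in striatal sample NT 2 and between 15.0 and 16.7 CPM in the other NT samples, on 37 reads and 3 to 14 reads. Ssbp2 (ENSMUSG00000003992) had 125.8 CPM in cortical sample R6/2 3 and between 80.5 and 87.7 CPM in the other R6/2 samples. The NIC isoform of Camkv held 0.103% of reads in striatal sample NT 1 (Wilson 95% interval 0.0181% to 0.579%, 1 read of 974), with no read in the other NT samples, in which a count of 0 allows 0.255% to 3.49%. The known isoform of Ngef held 98.6% in striatal sample NT 1 (97.7% to 99.1%) and between 99.0% and 99.1% in the others. That of Hnrnpdl held 65.9% in striatal sample R6/2 1 (50.6% to 78.4%) and between 59.1% and 59.3% in the others. The NNC isoform of Srprb held 1.96% in striatal sample NT 1 (0.347% to 10.3%), on 1 read of 51, with no read in the other NT samples, in which a count of 0 allows 6.38% to 50.0%. For Ngef and Hnrnpdl the other samples lie within the interval of the far sample. For Camkv and Srprb the far sample lies below the share that a count of 0 allows in each of the others. No biological explanation was tested for any of these samples.

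Ttr, a gene of the choroid plexus, was far from the other NT samples in cortical sample NT 4 (474 reads, against 2 to 15) and in striatal sample NT 3 (5820 reads, against 27 to 64). Cortical samples R6/2 2 and R6/2 3 had 584 and 1109 reads. The other 4 choroid plexus markers together were at 17.2 CPM of gene reads in these 4 samples and at 7.95 in the other 12 (exact permutation test over 1820 arrangements, p = 0.0324). Clic6 did not follow Ttr in the striatum, with 9 reads in NT 3 and 14 and 16 reads in NT 1 and NT 2. A candidate explanation is choroid plexus tissue in some dissections. The 4 samples come from both regions and both genotypes, so Ttr is not reported as an effect of genotype. All 5 markers of this list also had reads in the other samples.

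The effect of genotype differed between regions for 1 gene of 7390 in the interaction test, Lamp5 (ENSMUSG00000027270, chromosome 2, 136052239 to 136069917). The log2 fold change of R6/2 against NT was larger in the striatum than in the cortex by 1.70 (standard error 0.271, adjusted p = 0.047 from edgeR's quasi-likelihood test), and 193 genes had an unadjusted p under 0.05. In 10 of 100 draws of the genotypes within regions, at least as many genes passed, the real one included. With the animal as a block, 0 genes passed (164 unadjusted), and at least 0 genes pass in 35 of 35 splits, so that count tests nothing. Without any 1 sample, between 0 and 1 genes passed; without striatal sample NT 1, for example, 0 genes passed (337 unadjusted). The difference for Lamp5 may therefore come from the grouping of samples alone. A difference between the regions in their response to mutant HTT stays open and was not tested further.

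In the cortex, 200 of 6121 genes were differentially expressed in the long reads, 28 higher and 172 lower in R6/2 mice (1055 at an unadjusted p under 0.05), a comparison that the paper reports for short reads only. The largest increases were those of Nfyb (ENSMUSG00000020248; log2 fold change 1.43, standard error 0.242, adjusted p = 0.0015), Cry1 (ENSMUSG00000020038; 1.39, standard error 0.324, adjusted p = 0.018) and Snhg12 (ENSMUSG00000086290; 1.32, standard error 0.306, adjusted p = 0.017). Leaving out 1 sample raised the adjusted p of Cry1 to at most 0.092 and that of Snhg12 to at most 0.073. Without ISM isoforms the adjusted p of Cry1 was 0.093, and Myh7 fell below the filter on low counts. In an unfiltered fit of those reads, chosen after seeing the data, Myh7 was at −1.93 with an adjusted p of 0.68. The largest decreases were those of Ppp1r1b (ENSMUSG00000061718; −2.38, standard error 0.218, adjusted p = 1.6e-06), Myh7 (ENSMUSG00000053093; −2.30, standard error 0.315, adjusted p = 1.8e-04) and Itpka (ENSMUSG00000027296; −2.26, standard error 0.269, adjusted p = 3.5e-05), all from edgeR's quasi-likelihood test, and in each of these 6 genes the 4 R6/2 mice lay on one side of the 4 NT mice. Only 1 of the 35 splits of the cortical samples, the real one, gave 200 genes, and the highest of the others gave 3, which argues against a grouping by chance. R6/2 samples were deeper than NT samples in the median (587171.5 against 476510 reads), but the groups overlapped, with fewer reads in R6/2 4 than in NT 2 and NT 4. With every sample thinned to 202664 gene reads, a median of 87.5 genes (65 to 97 over 10 draws) passed and 90.6% of them were lower, so the difference in depth does not account for the direction, while fewer genes pass with fewer reads. Leaving out R6/2 3 left 95 genes and leaving out NT 1 gave 305, of which 82 were higher and 223 lower. The rank correlation of isoform length with the fold change was −0.131 across genes, which are not independent replicates. A change in the mix of cells, or in expression within cells, by the R6/2 transgene stays open.

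In the striatum, 39 of 7658 genes were differentially expressed, 0 higher and 39 lower in R6/2 mice (760 at an unadjusted p under 0.05). In 2 of 35 splits at least as many genes passed, and the other one is the split of samples of 1 run from samples of 2 runs, which gave 1869 genes. The real split therefore cannot be separated from other splits by this count alone. With the number of runs as a term, chosen after seeing the data, 332 genes passed, 38 higher and 294 lower, including all 39, and 0 genes passed in the other 17 splits with the numbers of runs balanced. This is consistent with the spread between samples of 1 run and of 2 runs hiding most differences between genotypes. Within samples of 1 run 55 genes passed and within samples of 2 runs 34. Without R6/2 1 or R6/2 2, 3 genes passed. Penk (ENSMUSG00000045573) had a log2 fold change of −3.05 (standard error 0.284, adjusted p = 0.0037) and Cd4 (ENSMUSG00000023274) one of −2.77 (standard error 0.280, adjusted p = 0.0052), from edgeR's quasi-likelihood test. Over the alternatives, the adjusted p of Penk reached 0.051 and that of Cd4 0.69, the latter without ISM isoforms, where Cd4 and Abhd11os fell below the filter and an unfiltered fit, chosen after seeing the data, was used. Abhd11os (ENSMUSG00000085042), with at most 2 reads in any R6/2 sample, was at least 12.4-fold lower, and at least 7.19-fold lower without NT 4, which had 125.3 CPM against 16.7 to 60.2 CPM in the other NT samples (adjusted p = 0.049 with all samples; between 5.1e-06 and 0.69 over the alternatives). Whether the number of genes differs between the regions was tested only by the interaction above.

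The HD266ssg score was higher in R6/2 than in NT mice in long reads from both regions, which the paper reports for short reads. In the cortex the difference was 0.56 (log2), from −0.278 ± 0.0993 to 0.278 ± 0.0303 (SD, n = 4; exact permutation test, p = 0.029), and it lay between 0.54 and 0.63 with 1 sample left out and at 0.30 without a filter on low counts. Of 68 tested genes of the list, 63 changed in the listed direction and 18 had an adjusted p under 0.05 (29 adjusted over the list alone). In the striatum the difference was 1.19, from −0.595 ± 0.0880 to 0.595 ± 0.100 (SD, n = 4; exact permutation test, p = 0.029), and it lay between 1.14 and 1.23 with 1 sample left out and at 0.84 without a filter. Of 109 tested genes, 107 changed in the listed direction and 23 had an adjusted p under 0.05 (76 adjusted over the list alone). In set tests of limma, adjusted over the 4 sets, the genes listed as lower had an adjusted p = 4.1e-05 in the cortex and an adjusted p = 6.4e-06 in the striatum with fry, and an adjusted p = 1.5e-23 and an adjusted p = 5.6e-86 with camera. The genes listed as higher had, with limma, an adjusted p = 7.3e-04 and an adjusted p = 0.0019 with fry, and an adjusted p = 0.095 and an adjusted p = 2.1e-09 with camera. Under an estimated correlation in limma, the camera calls for the lower genes hold in both regions (adjusted p = 3.8e-04 and adjusted p = 6.9e-05), that for the higher genes holds in the striatum (adjusted p = 0.012), and in the cortex there is none (adjusted p = 0.13). The marker list of striatal projection neurons, which holds Ppp1r1b, fell by 0.93 in the cortex and by 1.43 in the striatum on the log2 scale (exact permutation test, p = 0.029 for each). Within samples of equal numbers of runs, the exact permutation test of the striatal difference has p = 0.056, the smallest it can give. In the striatum, fewer reads of projection neurons and lower expression within them cannot be separated here, and neither was tested. Which cells gave the reads of this list in the cortex was not tested either, so the cortical fall is not assigned to projection neurons.

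Mean inclusion of annotated cassette exons in the cortex differed by −2.29 percentage points between R6/2 and NT mice, in annotated exons chosen without reference to the paper's lists. Only 1 of 35 splits gave a mean as far from 0, and for single exons 1 of 35 splits gave 3 exons, while the highest of the others gave 1. In the striatum, at least 1 exon passed in 3 of 35 splits, and the split by number of runs gave 2. With the number of runs as a term, 20 striatal exons passed, against at most 1 in the other 17 balanced splits. If shorter molecules had been recovered better in R6/2 samples, inclusion would fall more for longer exons, but the rank correlation of exon length with the difference was 0.0908 across exons. Across genes in the cortex, however, the rank correlation of isoform length with the fold change was −0.131, which goes with better recovery of shorter molecules. That explanation therefore stays open. The lower inclusion is a hypothesis of an effect of genotype, found and tested on the same data. A change in the mix of cells, which can change the isoforms read, was not tested as its cause and stays open. In the R6/2 cortex, astrocyte genes changed by −0.52 and striatal projection neuron genes by −0.93 on the log2 scale (exact permutation test, p = 0.029 for each, unadjusted). The other marker lists did not pass there. Whether the effect differs between the regions was not tested.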

How the results depend on the processing

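Equal depth, the number of runs as a term, comparisons within numbers of runs, unfiltered fits for genes that an alternative leaves below its filter and all tests of annotated cassette exons were chosen only after results had been seen, and the other tests of this part before. Over 71 results, 1059 alternatives were run, of which 576 left out 1 sample. For named genes, 642 of 736 alternatives kept the direction and the side of the threshold, 46 lost the threshold, 10 gained it and 38 changed sign. For the other results, 224 stayed within their limits, 4 lost the threshold, 1 gained it, 14 changed sign and 80 moved by more than 1.5 times or 1 SD. Where a result changed, the cause was not tested unless it is given.

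The numbers of isoforms and genes follow the filter by construction. Without a filter 413271 isoforms were captured in the cortex and 501187 in the striatum, and 326705 and 400048 with the genomic class left out. With at least 2 reads in at least 2 mice for isoforms other than known ones the numbers were 55066 and 71667, and with that minimum for known isoforms 19617 and 26614. At equal depth, chosen after seeing the data, the striatum had 26171, fewer because fewer reads were used. At least 1 read in every mouse left 10545 genes in the cortex and 11290 in the striatum. Requiring at least 10 reads of each isoform left 2419 and 3636 genes with at least 2 isoforms.

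Exons per read in the cortex changed sign with genes of at least 5 complete reads (0.00961 exons), with ISM reads added (0.0228) and as a log2 ratio (0.00300), and lay between −0.0596 and 0.0225 with 1 sample left out. In the striatum they were at 0.277 with ISM reads added and lay between −0.00984 (without NT 4) and 0.171 with 1 sample left out. The difference in the share of NIC and NNC reads in the striatum changed sign with NNC reads only (−0.313 percentage points) and with captured isoforms only (−0.338), and lay between −0.468 and 0.542 with 1 sample left out. In the cortex the latter range was −0.367 to 0.0056. None of these differences passed a test, so their sign is open.

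In the cortex, 200 differentially expressed genes became 95 without ISM isoforms, 48 with all 16 samples in 1 fit and 123 with an absolute log2 fold change over 1, and between 95 (without R6/2 3) and 305 (without NT 1) passed with 1 sample left out. Upper-quartile normalization gave 179 genes, of which 172 were among the 200, and DESeq2 178, of which 158 were. In the striatum, 39 became 77 without a filter, 20 with at least 10 reads in every mouse, 13 without ISM isoforms, 20 with the first run only, 187 with DESeq2, 145 with all 16 samples in 1 fit and 332 with the number of runs as a term (chosen after seeing the data). All 39 were among those of DESeq2 and of the runs term. With 1 sample left out, between 3 (without R6/2 1 or R6/2 2) and 44 genes (without NT 4) passed. The interaction of region and genotype gave 2 genes with DESeq2, 2 with the genomic class added, 3 with the number of runs as a term, 0 with the first run only (211 unadjusted), 0 with the replicate block of same-numbered samples in both regions (164 unadjusted), and between 0 and 1 with 1 sample left out (without striatal NT 1, 0 genes and 337 unadjusted).

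For isoform usage in the cortex, 11 genes became 28 with the gene-level F test and between 3 (without NT 2 or R6/2 3) and 16 (without NT 1) with 1 sample left out. In the striatum, 3 genes became 18 with the F test, 19 with the number of runs as a term, 0 with known isoforms only (74 unadjusted), 0 with ISM isoforms added (167 unadjusted), 0 with the first run only (106 unadjusted), and between 0 (without NT 3 or R6/2 2) and 7 (without NT 1) with 1 sample left out. Single cassette exons passing numbered between 2 and 8 in the cortex and between 0 (without NT 1, for example, 61 unadjusted) and 2 in the striatum with 1 sample left out, and 20 in the striatum with the number of runs as a term. The mean inclusion in the striatum lay between −1.24 and −0.529 percentage points with 1 sample left out and passed without NT 4 (exact permutation test, p = 0.029).

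NT and R6/2 samples of the same number share only that number. Deviations of expression in same-numbered samples correlated at 0.22, −0.06, −0.08 and 0.15 in the cortex and at −0.56, 0.47, −0.37 and 0.60 in the striatum. With the replicate block, 205 genes were differentially expressed in the cortex and 0 in the striatum (635 unadjusted), 7 genes changed isoform usage in the cortex and 1 in the striatum (124 unadjusted), and the log2 fold changes of Map7d2 in the cortex and Cntn6 in the striatum were 0.020 and 0.078. The HD266ssg scores (0.556 and 1.19) and the mean cassette inclusion in the cortex (−2.29) keep their values in exact tests with sign flips over the 4 numbers, whose smallest p is 0.125, and the score in the striatum (1.19) has p = 0.056 in the exact permutation test within numbers of runs, so these tests cannot pass the threshold. In the listed cassette exons, 0 passed under the block, where none can.

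Genes that the paper names and that did not pass the threshold changed sign as follows, on the log2 scale. Without ISM isoforms, Rbm15 was at −0.76 in the cortex, where no sample had more than 3 reads and no direction can be read, Htt at −0.38 in the cortex (in an unfiltered fit, since it fell below the filter) and 1.17 in the striatum, and Cntn6 at 0.42 in the striatum. Map7d2 in the cortex, at −0.0077, moved to 0.033 with upper-quartile normalization, 0.035 without a filter, 0.017 with at least 10 reads in every mouse and 0.0043 with DESeq2. With the genomic class added, Mettl3 was at 0.074 and Cntn6 at 0.083 in the striatum. With the first run only, Cntn6 was at 0.57 and Map7d2 at −0.049 in the striatum, and with the number of runs as a term Cntn6 was at 0.019. With 1 sample left out, the striatal values lay between −0.31 and 0.26 for Cntn6, −0.096 and 0.34 for Fto, −0.58 and 0.033 for Hnrnpl, −0.094 and 0.20 for Mag, −0.085 and 0.27 for Map7d2 and −0.23 and 0.081 for Mettl3. In the cortex they lay between −0.14 and 0.14 for Map7d2 and −0.48 and 0.67 for Rbm15.

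Some alternatives cannot give a value or cannot give another one. Genes with fewer than 10 reads in a sample have none with at least 10 reads in every mouse, and DESeq2 gives no adjusted p for some genes with few reads. All cortical samples have 1 run, so the first run only changes nothing there, and listed exons use no ISM isoforms, so leaving these out changes nothing. Depth limits the listed exons, since only 15 of 103 were spanned by at least 5 reads of known isoforms in every cortical sample. Of simulated changes of isoform usage, 38.3% were recovered in the cortex and 4.59% in the striatum, although striatal samples have more reads, and the cause of the lower recovery there was not tested.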

Differences from the paper's values

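No test in this part was chosen after its result was seen, apart from equal depth.

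The paper gives 56000 isoforms captured from the cortex, and 34533 were captured by the rule used here. With at least 2 reads in at least 2 mice for isoforms that are not known, 55066 isoforms were captured, which lies within 1.5 times the paper's number. The other alternatives set before the data were examined do not: no filter (413271 isoforms), the genomic class left out (326705), isoforms other than known ones in all 8 mice (28967), known isoforms only (27887), known isoforms with at least 2 reads in at least 2 mice (19617), ISM isoforms left out (30373), the first run only, which is the same as all runs in the cortex, and each sample left out in turn (32168 to 34078). Equal depth, chosen after seeing the data, gave 25689. For the striatum, the paper gives 53000 isoforms and 42350 were captured here, within 1.5 times.

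The paper gives a higher number of isoforms for the cortex than for the striatum. Here the number was higher in the striatum under every setting run in both regions, including the first run only (35406 in the striatum, 34533 in the cortex) and equal depth (26171 and 25689).

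In the paper, the RNA of Cntn6 is higher and that of Ssbp2 is lower in R6/2 mice, in short reads. In the long reads, the log2 fold change of Ssbp2 was 0.35 in the cortex (adjusted p = 0.53, between 0.22 and 0.85 over the alternatives, those that leave out 1 sample included) and −0.19 in the striatum (adjusted p = 0.92, between 0.58 and 1.0 over the alternatives), from edgeR's quasi-likelihood test. For Cntn6, with 1 to 9 reads per cortical sample, the log2 fold change was 0.75 in the cortex (adjusted p = 0.66), and with 1 to 13 reads per striatal sample it was −0.04 in the striatum (adjusted p = 1.0).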

Other observations

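In this part, the tests of isoform length against the number of runs and of isoforms shared between regions were chosen only after the results they test had been seen. The number of runs as a term was also chosen after results had been seen. The other tests of explanations were set before their results.

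The paper reports higher Tardbp RNA in R6/2 mice from short reads. In the long reads, Tardbp (ENSMUSG00000041459) was at 25.3 ± 4.40 CPM in the NT and 36.9 ± 4.92 CPM in the R6/2 cortex (SD, n = 4), a log2 fold change of 0.53 (standard error 0.287, adjusted p = 0.36 from edgeR's quasi-likelihood test), on 5 to 22 reads per sample. All 4 R6/2 samples were above all NT samples (exact permutation test, p = 0.029). In the striatum the log2 fold change was 0.56 (standard error 0.340, adjusted p = 0.71). Neither passed the threshold. Mettl3 (ENSMUSG00000022160) was at a log2 fold change of 0.63 (adjusted p = 0.34) in the cortex and −0.10 (adjusted p = 1.0) in the striatum. Of the other genes named in the paper, Mag was at −0.49 (adjusted p = 0.17), Mlx at 0.69 (0.16), Hnrnpc at 0.55 (0.17), Wtap at 0.25 (0.67), Alkbh5 at 0.28 (0.76), Fto at 0.25 (0.78), Map7d2 at −0.01 (0.99) and Htt at 0.66 (0.38) in the cortex. In the striatum, Mag was at 0.02 (1.0), Mlx at 0.31 (0.83), Hnrnpc at 0.31 (0.71), Wtap at 0.54 (0.47), Alkbh5 at 0.47 (0.74), Fto at 0.16 (1.0) and Map7d2 at 0.07 (1.0). Below the filter on low counts were Mettl14, Rbm15, Cntn6 and Hnrnpl in both regions and Htt in the striatum. Mettl14 had at most 2 reads in an NT cortical sample, and Rbm15 at most 3 reads in any cortical sample, so no direction is read from their fold changes.

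For isoform usage in the cortex, 1 of 35 splits, the real one, gave 11 genes, and the highest of the others gave 4. In the striatum, 3 of 35 splits gave at least 3 genes, and the split by number of runs gave 87. With the number of runs as a term 19 genes passed, against at most 1 gene in the other 17 balanced splits. NIC and NNC isoforms found in R6/2 mice only numbered 2 in the striatum, and 33 of 70 sets of 4 samples gave as many, so this number does not separate the genotypes. In the cortex their number is 0, which 70 of 70 sets reach by construction, so nothing is tested there. Of genes with fewer or more exons per read, 55.2% had fewer in the R6/2 cortex, which 7 of 35 splits reach, and 47.8% in the striatum, which 25 of 35 splits reach.

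Striatal samples of 2 runs and of 1 run stood apart. With genotype as a term, 2325 of 7658 genes differed between them. The rank correlation across genes of isoform length with the log2 fold change was 0.440 over 7331 genes, which are not independent replicates, against 0.0457 for R6/2 against NT in the striatum. This is consistent with a better recovery of long transcripts in the samples of 2 runs. Tissue from beside the striatum would move the lists of striatal and cortical neurons in opposite directions. The list of cortical excitatory neurons was higher by 0.400 (exact permutation test, p = 0.43) and that of striatal projection neurons by 0.236 (exact permutation test, p = 0.63) on the log2 scale in samples of 2 runs. Both changes lie within the spread between samples, so this explanation stays open. Which step differed between these samples is not known, and the paper's text does not say how the runs differ. No biological explanation was tested.

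Some mice lacked an isoform that others used. In the cortex, 12 isoforms in 11 genes, of 8050 isoforms examined, held at least 20% of a gene's reads in at least 2 mice and at most 5% in at least 2 others. Reads redrawn at the usage of the 8 mice together gave at most 7 such genes (mean 2.41 over 100 draws). Counting error alone therefore does not account for all of them. Spread beyond counting error, such as that between the 2 runs of a striatal sample, is not covered by these draws. If a variant carried by some mice were the cause, striatal samples of the same genotype and number would use the same isoforms, provided that they come from the same animals. The mean correlation between regions was 0.445 with the numbers as given, which no other of 576 renumberings reached (p = 0.0017, the smallest possible). Genes chosen in the striatum gave 0.427, reached by 3 of 576. Srprb is an example named for its values. Its isoform ENSMUST00000035157 had 0 reads in NT 2 and NT 3 in both regions, of 17 and 6 reads in the cortex and 50 and 19 in the striatum, held 58.8% and 54.5% in NT 1 and at least 85.2% in the other 5 mice. A candidate explanation is a strain difference segregating in this colony, which has a B6CBA background. It was found and tested on the same data.

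Lists of marker genes, on the log2 scale, were compared between R6/2 and NT mice by exact permutation tests, without adjustment for the 12 comparisons given here. In the cortex, cortical excitatory neuron genes changed by −0.04 (p = 0.83), oligodendrocyte genes by −0.35 (p = 0.11), astrocyte genes by −0.52 (p = 0.029), microglia genes by 0.04 (p = 0.86), choroid plexus genes by 0.41 (p = 0.57) and Y chromosome genes by 0.47 (p = 0.2) in these exact tests. In the striatum the changes, in the same order and by exact tests, were 0.15 (p = 0.69), −0.25 (p = 0.37), −0.19 (p = 0.54), 0.18 (p = 0.51), −0.44 (p = 0.8) and 0.30 (p = 0.2). Between the NT striatum and the NT cortex, striatal projection neuron genes differed by 4.07 and cortical excitatory neuron genes by −1.86 (exact permutation test, p = 0.029 for each), as the labels of region require. All genes of these 7 lists had reads.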
